# MCT1-governed pyruvate metabolism is essential for antibody class-switch recombination through H3K27 acetylation

**DOI:** 10.1038/s41467-023-44540-0

**Published:** 2024-01-02

**Authors:** Wenna Chi, Na Kang, Linlin Sheng, Sichen Liu, Lei Tao, Xizhi Cao, Ye Liu, Can Zhu, Yuming Zhang, Bolong Wu, Ruiqun Chen, Lili Cheng, Jing Wang, Xiaolin Sun, Xiaohui Liu, Haiteng Deng, Jinliang Yang, Zhanguo Li, Wanli Liu, Ligong Chen

**Keywords:** Class switch recombination, Glycobiology, Autoimmunity, B-cell receptor

## Abstract

Monocarboxylate transporter 1 (MCT1) exhibits essential roles in cellular metabolism and energy supply. Although MCT1 is highly expressed in activated B cells, it is not clear how MCT1-governed monocarboxylates transportation is functionally coupled to antibody production during the glucose metabolism. Here, we report that B cell-lineage deficiency of MCT1 significantly influences the class-switch recombination (CSR), rendering impaired IgG antibody responses in *Mct1*^*f/f*^*Mb1*^*Cre*^ mice after immunization. Metabolic flux reveals that glucose metabolism is significantly reprogrammed from glycolysis to oxidative phosphorylation in *Mct1*-deficient B cells upon activation. Consistently, activation-induced cytidine deaminase (AID), is severely suppressed in *Mct1*-deficient B cells due to the decreased level of pyruvate metabolite. Mechanistically, MCT1 is required to maintain the optimal concentration of pyruvate to secure the sufficient acetylation of H3K27 for the elevated transcription of AID in activated B cells. Clinically, we found that *MCT1* expression levels are significantly upregulated in systemic lupus erythematosus patients, and *Mct1* deficiency can alleviate the symptoms of bm12-induced murine lupus model. Collectively, these results demonstrate that MCT1-mediated pyruvate metabolism is required for IgG antibody CSR through an epigenetic dependent AID transcription, revealing MCT1 as a potential target for vaccine development and SLE disease treatment.

## Abstract (web summary)

B cell activation and differentiation entails metabolic remodelling, involving differential utilisation of monocarboxylates such as L-lactate and pyruvate. Here authors show by B-cell-specific genomic deletion of monocarboxylate transporter 1 (MCT1) that the consequential scarcity of pyruvate results in decreased acetylation of Histone H3 at K27, leading to decreased AID transcription and deficient class switching to IgG.

## Introduction

Activation of immune cells is accompanied by metabolic reprogramming to meet the increase of bioenergetic and biosynthetic requirements for fast cell growth and proliferation^1^. As the primary source of cellular energy, glucose is metabolized via glycolysis to pyruvate, which can be imported into the mitochondria for tricarboxylic acid (TCA) cycle to generate acetyl coenzyme A (Acetyl-CoA) through pyruvate dehydrogenase in the presence of sufficient oxygen, or through lactate dehydrogenase (LDH)-mediated lactate production when the oxygen levels are sub-optimal^2^. Proliferating cells prefer to utilize aerobic glycolysis for their survival even in the presence of oxygen known as “Warburg effect”, leading to generate massive lactate in the cytoplasm^3^. Then, cytosol lactate must be expelled to the extracellular microenvironment to assure the continuation of glycolysis^4^. Biochemically, lactate transport across the plasma membrane is highly dependent on monocarboxylate transporters (MCT)^5^. MCTs belong to solute carrier (SLC) transporters, which are membrane-bound proteins that play a crucial role in facilitating the transport of a diverse range of substrates^6^. SLC transporters have been reported to play crucial roles in maintaining the development, homeostasis, differentiation, and securing activation of immune cells, including T cells, NK cells, and macrophages^7^. Dysregulation of these transporters can trigger various immunologic diseases, including gout, asthma, inflammatory bowel disease, and Alzheimer’s disease^8–10^. Of these transporters, monocarboxylate transporter 1 (MCT1, also known as SLC16A1) is responsible for the transportation of various monocarboxylates, including lactate and pyruvate, across the plasma membrane. As reported, MCT1 deficiency reduced cell proliferation of activated CD8^+^ T cells and derailed their cell metabolism^11^. In addition, MCT1 is a promising target for immunosuppressive therapy as its inhibition can selectively and profoundly block the extremely rapid phase of T cell division that is crucial for an effective immune response during T cell activation^11^.

Upon vaccination, B lymphocytes (B cells) with the acquired helps from other types of immune cells and cytokines are responsible for the production of pathogen antigen-specific antibodies, serving as the foundation for most of successful vaccines. These immune responses are closely correlated to the aforementioned metabolic events. In brief, mature naive B cells at quiescent state have minimal metabolic needs, but rapidly increase energy requirements and metabolic demands upon immune response initiation^1^. Indeed, there is growing evidence to show that antigen-induced B cell receptor (BCR) signaling or B-cell activating factor (BAFF)-induced BAFF-receptor signaling can strongly drive B cells for efficient glycolysis and rapid proliferation through PI3K-AKT and PKC-β signaling, leading to enhanced glucose transporter GLUT1 expression and oxidative metabolism^12^. A certain percentage of activated B cells can undergo a crucial process of class-switch recombination (CSR) mainly for the production of IgG antibodies, and in this biological event B cell-specific enzyme activation-induced cytidine deaminase (AID) is absolutely indispensable^13,14^. Currently, it is reported that various molecules including the NF-κB signaling pathway, 14-3-3 adapter protein, transcription factors, cytokines, chemokines, and histone modifications are involved in the upregulation of AID expression during CSR^15^. However, the function of MCT1 in B cells remains unclear. Specifically, it is uncertain how MCT-driven monocarboxylates transportation is functionally coupled to CSR and the subsequent antibody production, as well as the adaptive glucose metabolic dynamics of B cells during activation and differentiation upon vaccination. Moreover, the dysregulation of these biological events in B cell relevant diseases is also poorly understood.

Here, we report that B cell-specific Mct1 deficiency significantly affects IgG subtype antibody production upon immunization due to the damage of CSR and reduction in the number of germinal center B cells (GCBC). This study highlights that MCT1-mediated pyruvate metabolism is essential for CSR through an epigenetic dependent AID transcription. Furthermore, *MCT1* expression levels are found to be significantly upregulated in systemic lupus erythematosus (SLE) patients, and *Mct1* deficiency can alleviate the symptoms of bm12-induced murine lupus model. These findings reveal MCT1 as a potential target for both vaccine development and SLE disease treatment.

## Results

### MCT1 transporter is required for CSR

We first isolated primary B cells from the spleen of C57BL/6J mice and have them stimulated using culture medium containing LPS and IL-4 for 2 days. We further extracted the mRNA, which was then reverse transcribed into cDNA for quantitative PCR assay. The results showed that, among all the MCT family members (*Mct1*, *Mct2*, *Mct3* and *Mct4*) for monocarboxylate transportation, the expression of *Mct1* was significantly higher than that of *Mct2*, *Mct3* and *Mct4* (Supplementary Fig. 1a). Furthermore, by combining these results to the analyses from ImmGen databases, we found that *Mct1* was highly expressed in B cell-lineage subsets including GCBC, plasmablast (PB), and plasma cell (PC) (Supplementary Fig. 1b). Furthermore, we observed that MCT1 expressed in primary B cells and 293T cells at the subcellular location of the plasma membrane (Supplementary Fig. 1c). Therefore, based on these findings, we focused our study on *Mct1* thereafter. To evaluate the function of MCT1 and monocarboxylate signaling module in B cell activation and function, we generated the B cell-lineage *Mct1*-deficient mice by breeding *Mct1*^f/f^ mice with *Mb1*^Cre^ mice according to Supplementary Fig. 2. The morphology, weight and B cell follicular patterns of the spleen did not differ between *Mct1*^*f/f*^*Mb1*^*Cre*^ mice and *Mb1*^*Cre*^ mice (Supplementary Fig. 3a–g). We also observed that B cell-lineage knockout (KO) of *Mct1* did not impact B cell development in the bone marrow and homeostasis in the peripheral lymphoid organs (Supplementary Fig. 4a–d). In addition, the levels of innate antibodies were comparable in these two types of mice (Supplementary Fig. 5a). All these results established the basis for us to immunize both *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice with T cell-dependent (TD) model antigen NP_33_-KLH and examine the subsequent antigen-specific antibody responses. We found that the NP-specific IgG, but not IgM, antibody production was significantly impaired in B cell-lineage *Mct1*-KO mice (Fig. 1a–c, Supplementary Fig. 5c). We also observed that the NP-specific IgG antibodies from *Mct1*^*f/f*^*Mb1*^*Cre*^ mice exhibited a weaker affinity to NP-hapten antigen compared with those from *Mb1*^*Cre*^ mice (Fig. 1d, Supplementary Fig. 5b). Moreover, upon the immunization with NP-Ficoll, a T cell-independent antigen, we noted that absence of *Mct1* primarily resulted in a reduced production of IgG3, but unchanged IgM antibodies (Supplementary Fig. 5d). These results indicated that *Mct1* deficiency disrupted the IgG but not IgM antibody response upon immunization.

**Fig. 1:**
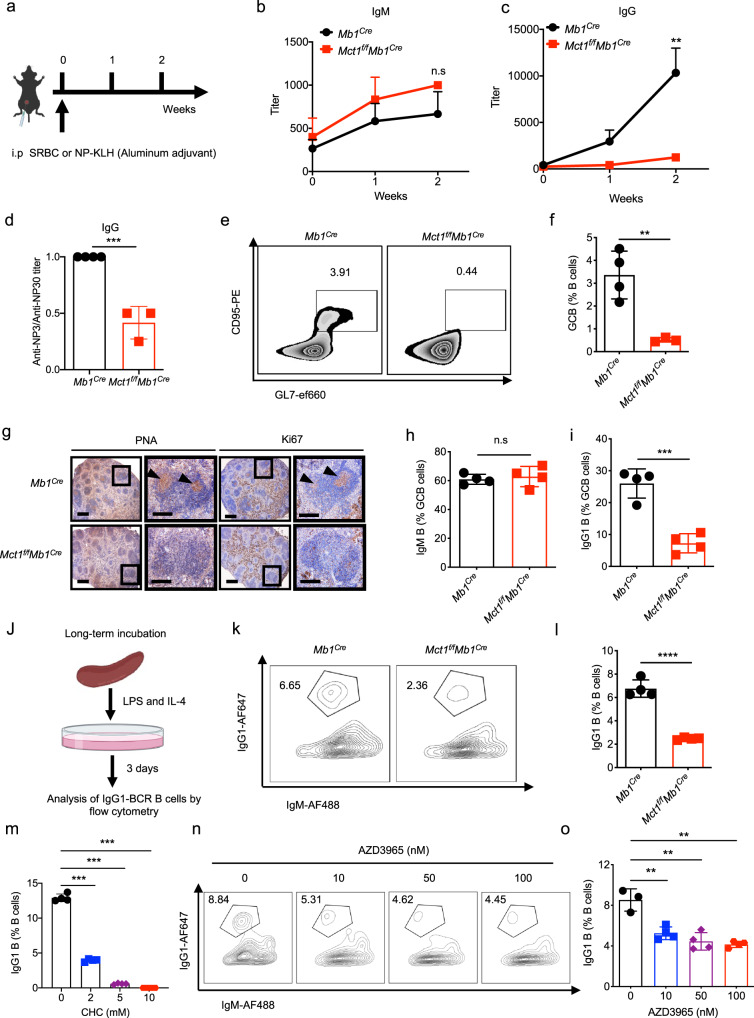
*Mct1* deficiency in B cells dampens the CSR. **a** The schematic plot of assays in vivo. This image was adapted from Biorender. The titers of IgM (**b**), IgG (**c**) from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice upon immunization (Intraperitoneal injection, i.p.) with NP_33_-KLH at week 1 and 2, *n* = 4 biological replicates, *p* = 0.0067 (**c**). **d** The titers of Anti-NP3/Anti-NP30 from *Mb1*^*Cre*^ (*n* = 4 biological replicates, *p* = 0.0004) and *Mct1*^*f/f*^*Mb1*^*Cre*^ (*n* = 3 biological replicates) mice upon immunization (i.p.) with NP_33_-KLH at week 2. GCBC in *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice upon i.p. with SRBC at day 7 were analyzed by flow cytometry (**e**) and the percentage of GCBC is illustrated (**f**), *Mb1*^*Cre*^ (*n* = 4 biological replicates) and *Mct1*^*f/f*^*Mb1*^*Cre*^ (*n* = 3 biological replicates), *p* = 0.006. **g** The representative immunohistochemical staining of spleens with PNA (GCBC marker) and Ki67 (proliferative cells marker) from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice at day 7 with SRBC immunization (i.p.). Black arrows indicated the positive cells (brown points). Scale Bar, 250 μm and 50 μm. The percentage of IgM (**h**) and IgG1 (**i**)-BCR expressing B cells in GCBC upon immunization (i.p.) with SRBC at day 7 was analyzed by flow cytometry, *n* = 4 biological replicates, *p* = 0.0005. **j** The schematic diagram shows the experimental procedure for the analysis of IgG1 B cells after stimulation for 3 days in vitro. Flow cytometry analysis of IgM, IgG1 expressing B cells stimulated with LPS and IL-4 at day 3 from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice (**k**) and the percentage of IgG1 B cells is presented (**l**), *n* = 4 biological replicates, *p* < 0.0001. **m**–**o** Naive B cells isolated from B6 mice were stimulated with LPS and IL-4 for 3 days with MCT1 inhibitor α-Cyano-4-hydroxycinnamic acid (CHC) or AZD3965. Cumulative data of CHC is shown in (**m**), *n* = 4 biological replicates, *p* < 0.001. Representative plots by flow cytometry and respective statistical analysis of AZD3965 are shown in (**n**, **o**), *n* = 4 biological replicates, *p* < 0.01. Data are presented as mean ± SEM of 4 mice or mean ± SD, two-way ANOVA followed by Sidak’s multiple-comparisons test (**b**, **c**, **m**, **o**) or unpaired two-tailed Student’s t-test (**d**, **f**, **h**, **i**, **l**), **p < 0.01, ***p < 0.001, ****p < 0.0001 n.s, not significant.

We thus hypothesized that the damaged CSR accompanied with the alteration of GC reaction may result in a decrease of IgG antibodies. To check that, we immunized both types of mice with sheep red blood cells (SRBC) to examine GCBC formation by flow cytometry. Notably, *Mct1* deficiency resulted in a reduction in the differentiation of GCBC (Fig. 1e, f). Immunohistochemical analyses by using peanut agglutinin (PNA, a GCBC marker) further revealed a more significant reduction in the number and size of GCBC in *Mct1*^*f/f*^*Mb1*^*Cre*^ mice when compared to *Mb1*^*Cre*^ mice (Fig. 1g, left panel). There was also a marked reduction in Ki67-positive GCBC consistent with the lack of GCBC proliferation in GC compartment (Fig. 1g, right panel). Remarkably, the proportion of IgG1-positive but not IgM-positive B cells was significantly decreased upon *Mct1* deficiency (Fig. 1h, i). As a validation, we applied a lipopolysaccharide (LPS) and interleukin-4 (IL-4) driven in vitro B cells CSR protocol to splenic primary B cells from either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice, and consistently observed that *Mct1* deficiency resulted in a profound decrease in the percentage of IgG1-positive B cells (Fig. 1j–l). As a further validation, broad-spectrum MCTs inhibitors CHC (α-Cyano-4-hydroxycinnamic acid) and MCT1 specific inhibitor AZD3965 similarly suppressed the CSR reaction in LPS- and IL-4-stimulated primary splenic B cells in vitro (Fig. 1m–o), largely in line with the murine genetic evidence in vivo. MCT1 is a unidirectional proton-linked monocarboxylate transmembrane transporter, and its transport capacity is strictly dependent on intracellular pH. Indeed, we found that MCT1 substrates (lactate, pyruvate, acetoacetate, β-hydroxybutyrate) play different roles in regulating the intracellular pH of splenic primary B cells from either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice (Supplementary Fig. 6a–d). To examine whether the observations are due to pH changes, we manipulated the intracellular and extracellular pH by treating the cells with 5-N, N-hexamethylene amiloride (HMA, an Na + /H+ antiporter inhibitor). We found that the proportion of IgG1 B cells was unchanged with or without the addition of HMA (Supplementary Fig. 6e). These results suggested that the effect of *Mct1* on CSR is independent on the intracellular pH in response to the concentration changes of MCT1 substrates.

### Glycolysis is severely inhibited in *Mct1*-deficient B cells

As the metabolic intermediates of glycolysis, both lactate and pyruvate are the substrates of MCT1 transporter^5^. To further quantify the full-phase/long-term glucose metabolism in B cells undergone activation and CSR, we stimulated these primary B cells with LPS and IL-4 for 3 days. WB analyses revealed that hexokinase 2 (HK2), aldolase B (ALDOB), pyruvate kinase isozymes M2 (PKM2) and lactate dehydrogenase A (LDHA) and even MCT1 were gradually upregulated, while pyruvate dehydrogenase A (PDHA) were mildly downregulated in these three days (Supplementary Fig. 7a). Additionally, lactate production was continuously increased from day 0 to day 3 in primary B cells treated with LPS and IL-4 (Supplementary Fig. 7b). These results suggest that glycolysis is highly active in B cells during the events of burst proliferation and CSR.

Therefore, we measured glucose consumption as a way to detect glycolysis efficiency, which was found to be significantly decreased in *Mct1*-deficient B cells (Fig. 2a). Additionally, *Mct1* deficiency inhibited the upregulation of HK2 expression regardless of glucose dosage (Fig. 2b). HK enzyme activity as the rate-limiting step of glycolysis, was also inhibited in *Mct1*-deficient B cells upon the stimulation by LPS and IL-4 (Fig. 2c). These results drove us to speculate that *Mct1* deficiency might induce lactate accumulation in B cells, resulting in glycolysis inhibition. However, both metabonomic analyses and general assay kit examination unexpectedly and consistently revealed that the intracellular lactate level was not increased, while its level in the supernatant was significantly decreased in *Mct1-*deficient B cells after treatment with LPS and IL-4 for 3 days (Fig. 2d, e, g, Supplementary Data S6). Importantly, in the same batch of B cells, pyruvate levels were significantly decreased in both the intracellular fractions and the extracellular supernatant (Fig. 2f, g). We also examined the other monocarboxylate substrates responsible for MCT1, including acetoacetate and β-hydroxybutyrate. We found that *Mct1* deficiency did not affect the intracellular abundance of acetoacetate and β-hydroxybutyrate (Supplementary Fig. 7c). Thus, all these results suggest that glycolysis is severely inhibited in *Mct1*-deficient B cells.

**Fig. 2:**
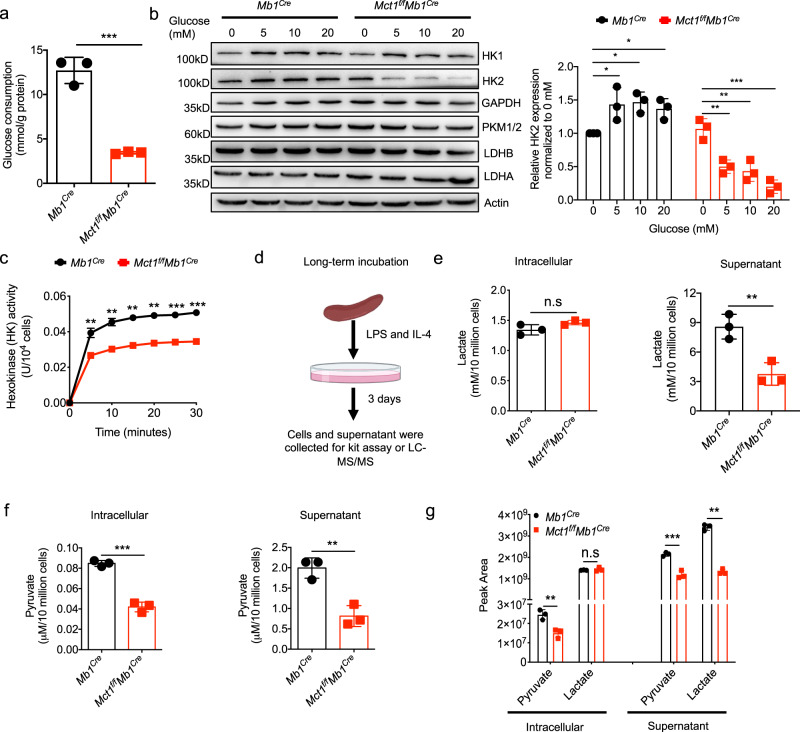
*Mct1* deficiency inhibits the glycolysis metabolism of B cells. **a** The naive B cells isolated from the *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ cells were stimulated with LPS and IL-4 for 3 days. The representative glucose consumption is shown, *n* = 3 biological replicates, *p* = 0.5546. **b** Naive B cells isolated from the *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were cultured with different levels of glucose and stimulated with LPS and IL-4 for 3 days. The expression of enzymes of glucose metabolism was presented by immunoblot (left) and its quantification (right), *n* = 3 biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001. **c** Hexokinase activity of B cells isolated from the *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice treated with LPS and IL-4 for 3 days was measured using a hexokinase activity assay kit, *n* = 3 biological replicates, **p < 0.01, ***p < 0.001. **d** The schematic diagram shows the experimental procedure for metabolite analysis from cells or supernatants after stimulation for 3 days in vitro. This image was adapted from Biorender. **e**–**g** Naive B cells isolated from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were stimulated with LPS and IL-4 for 3 days, *n* = 3 biological replicates, **p < 0.01, ***p < 0.001. The concentration of lactate in intracellular (left) and supernatant (right) was determined by lactate assay kit (**e**). The relative level of lactate in intracellular (left) and supernatant (right) was determined by metabonomics (**g**). The concentration of pyruvate in intracellular (left) and supernatant (right) was determined by pyruvate assay kit (**f**). The relative level of pyruvate in intracellular (left) and supernatant (right) was determined by metabonomics (**g**). Data are presented as mean ± SD, two-way ANOVA followed by Sidak’s multiple-comparisons test (**c**) or unpaired two-tailed Student’s t-test (**a**, **b**, **e**–**g**), *p < 0.05, **p < 0.01, ***p < 0.001, n.s, not significant. Source data are provided as a Source Data file.

### Glucose metabolism is shifted from glycolysis to OXPHOS in *Mct1*-deficient B cells

To investigate the fate of lactate and pyruvate in *Mct1*-deficient B cells, we employed the glucose isotopomer tracing (^13^C-isotope-labeled glucose) to examine the glucose metabolic dynamics of B cells undergoing CSR (Fig. 3a, b). Primary B cells were negatively sorted from either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice, and stimulated with medium containing LPS and IL-4 on day 0. On day 2, the culture medium was replaced with U-^13^C_6_ glucose, and both cells and medium were harvested and detected at 30, 60 and 180 min after replacement. Interestingly, the tracing experiments seemed to indicate that OXPHOS was enhanced in *Mct1*-deficient B cells. In comparison to *Mb1*^*Cre*^ B cells, we observed a more obvious accumulation of the intracellular glucose (m + 6) in *Mct1*-deficient B cells at all three time points (30, 60 and 180 min), and only at 180 min time point for that from the supernatant fraction. However, both lactate (m + 3) and pyruvate (m + 3) were reduced in the supernatant and accumulated in the intracellular space at all three time points (30, 60 and 180 min). Pyruvate and lactate were transitory accumulated in the intracellular fraction of *Mct1*-deficient B cells (Fig. 3c, d). Remarkably, doubly (m + 2) citrate, succinate and malate were drastically increased in the intracellular fraction of *Mct1*-deficient B cells at all three time points (30, 60 and 180 min) (Fig. 3e). These analyses, combined with the changes of intracellular lactate and pyruvate at day 3, consistently suggested that accumulated lactate and pyruvate might be redirected into the TCA cycle for OXPHOS.

**Fig. 3:**
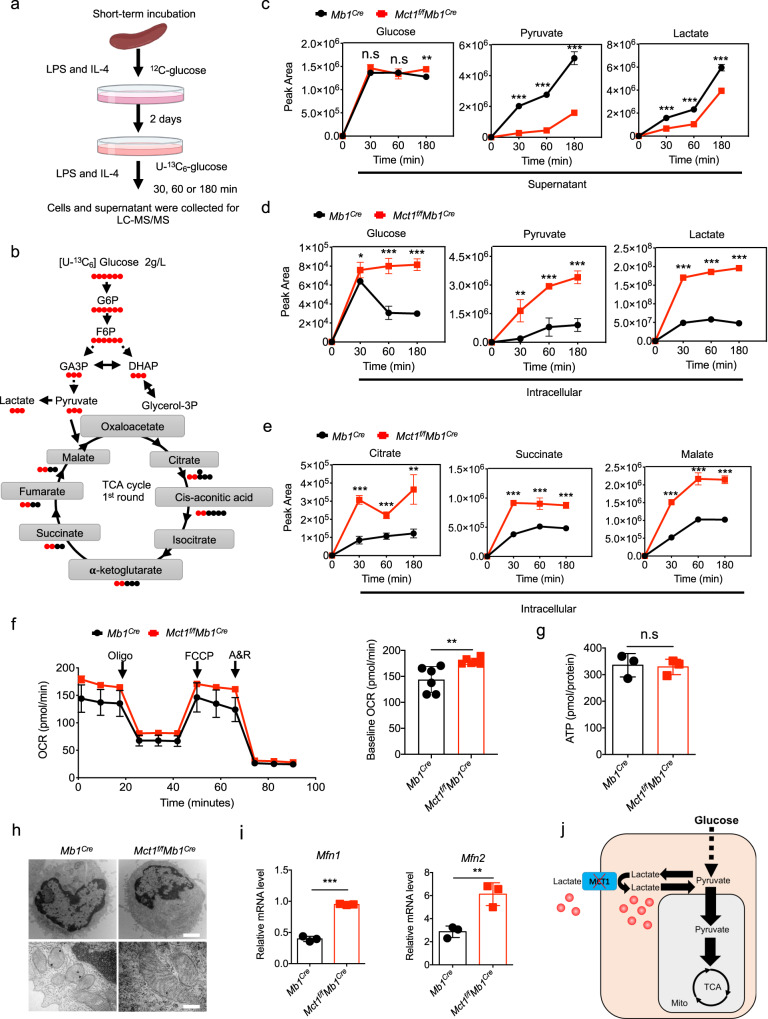
*Mct1* deficiency promotes the glucose flux into the mitochondrial pyruvate oxidation. **a** The schematic diagram shows the experimental procedure for metabolite analysis from cells or supernatants after stimulation with LPS and IL-4 for 2 days, replacing with U-^13^C_6_ glucose tracing 30 min, 60 min and 180 min to do LC-MS/MS in vitro. This image was adapted from Biorender. **b** The schematic plot of ^13^C_6_ glucose tracing. **c**–**e** Naive B cells isolated from the *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were stimulated with LPS and IL-4 for 2 days. Cells were replenished with U-^13^C_6_ glucose medium, which was harvested for glucose flux after 30, 60 and 180 min. The glucose (m + 6), pyruvate (m + 3) and lactate (m + 3) levels were checked in the supernatant (**c**) and intracellular (**d**), *n* = 4 biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001. The intracellular levels of citrate (m + 2), succinate (m + 2) and malate (m + 2) (**e**), *n* = 4 biological replicates, **p < 0.01, ***p < 0.001. **f** Naive B cells isolated from the *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were stimulated with LPS and IL-4 for 2 days. Oxygen consumption rate (OCR) was determined by Seahorse with six biological replicates (*n* = 6 biological replicates, *p* = 0.0076). Baseline OCR (right) was calculated according to OCR (left). Oligo: Oligomycin, 2 μM; FCCP, 1 μM; A: Antimycin A, 1 μM; R: rotenone, 1 μM. **g** B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice with LPS and IL-4-treated for 3 days were harvested for ATP detection by a ATP assay kit with triplicate (*n* = 3 biological replicates). **h** EM analysis of mitochondrial morphology in B cells with LPS/IL-4 treatment for 2 days. Scale Bar, 2 μm (upper) and 200 nm (lower). **i** RT-PCR analysis of *Mfn1* and *Mfn2* in B cells after LPS/IL-4 activation for 2 days, *n* = 3 biological replicates, *p* = 0.0004(left), *p* = 0.007(right). **j** Schematic depicting rewiring of the metabolism in *Mct1*-deficient B cells. Data are presented as mean ± SD, two-way ANOVA followed by Sidak’s multiple-comparisons test (**c**–**e**) or unpaired two-tailed t-test (**f**, **g**, **i**), *p < 0.05, **p < 0.01, ***p < 0.001, n.s not significant.

It is worth noting that the basal oxygen consumption rate (OCR) was increased in *Mct1*-deficient B cells treated with LPS and IL-4 for 2 days (Fig. 3f), resulting in a similar level of ATP (Fig. 3g). We thus examined cell proliferation and apoptosis by propidium iodide (PI) and Ki67, respectively, in primary splenic B cells upon stimulation with LPS and IL-4. The B cells from these two types of mice showed similar proliferation and survival rates at both day 0 and day 3, with comparable cell sizes (Supplementary Fig. 8a–c), suggesting that the *Mct1* transporter did not affect B cell survival. Mitochondrial fusion is known to favor OXPHOS^16^. We thus used electron microscopy (EM) to examine mitochondria changes in these two types of B cells upon the activation by LPS and IL-4 for 3 days. We found that B cells from *Mb1*^*Cre*^ mice exhibited small, round and prominent mitochondria in the cytoplasm, whereas *Mct1*-deficient B cells distributed tubular mitochondria (Fig. 3h). In addition, *Mct1* deficiency increased the mitochondrial potentials, while the mitochondrial mass was unchanged (Supplementary Fig. 9a, b). To further explore the differences in mitochondrial morphology in these two types of B cells, we examined B cell mitochondria by high sensitivity structured illumination microscope (HIS-SIM). We found that *Mct1*-deficient B cells contained elongated mitochondria, as aforementioned in EM analyses (Supplementary Fig. 9c, d). Consistent with mitochondrial fusion, membrane fusion mediators *Mfn1, Mfn2* and *Opa1*, were all upregulated in *Mct1*-deficient B cells at both mRNA and protein levels (Fig. 3i, Supplementary Fig. 9e). A growing body of evidence has showed that deacetylation of MFN1 activates mitochondrial fusion^17,18^. Indeed, we observed that the level of MFN1 acetylation was consistently low in *Mct1*-deficient B cells (Supplementary Fig. 9f). Taken together, these results suggest that *Mct1* deficiency initially causes an excessive accumulation of lactate within the cytosol of B cell, which then inhibits glycolysis and prompts the conversion of lactate back into pyruvate. Then, these pyruvates are redirected towards mitochondrial pyruvate oxidation, ultimately leading to a shift in glycolytic carbon flux towards mitochondrial pyruvate oxidation. This redirection of metabolic pathways allows *Mct1*-deficient B cells to maintain energy homeostasis, which is essential for their survival and function (Fig. 3j).

### Pyruvate is functionally coupled with the MCT1 transporter to regulate the expression of AID

AID plays a critical role in CSR. A previous study showed that CSR was significantly suppressed in *Aicda*-deficient mice and in patients with *AICDA* loss-of-function mutations (autosomal recessive hyper IgM syndrome type 2, HIGM2)^19^. Global transcriptome analysis of primary B cells from both *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ after the treatment with LPS and IL-4 for 3 days revealed that *Aicda* expression was significantly reduced in *Mct1*-deficient B cells (Fig. 4a). MCT1- and AID-specific quantitative RT-PCR and WB experiments also confirmed that *Mct1* deficiency induced a drastic downregulation of AID at both mRNA and protein levels (Fig. 4b, c). Based on the above evidence, we hypothesized that the pyruvate and lactate, which act as substrates for the MCT1 transporter, may play reciprocal roles in ensuring the efficiency of CSR. To explicitly evaluate the effects of lactate and pyruvate, we supplemented exogenous pyruvate or lactate to B cells from the WT control *Mb1*^*Cre*^ mice (WT control B cells) treated with LPS and IL-4 from day 1 to day 3. We observed that the total number of cells was unchanged when increasing sodium pyruvate concentrations, while the proportion of IgG1 B cells was enhanced (Fig. 4d, Supplementary Fig. 10a). However, the proportion of IgG1 primary B cells was unchanged with the addition of exogenous lactate in WT control B cells (Supplementary Fig. 10b). These data suggested that the percentage of IgG1+ B cells was increased with the addition of pyruvate. Moreover, in the absence of glucose, AID levels were increased upon the addition of pyruvate in WT control B cells from *Mb1*^*Cre*^ mice (Fig. 4e).

**Fig. 4:**
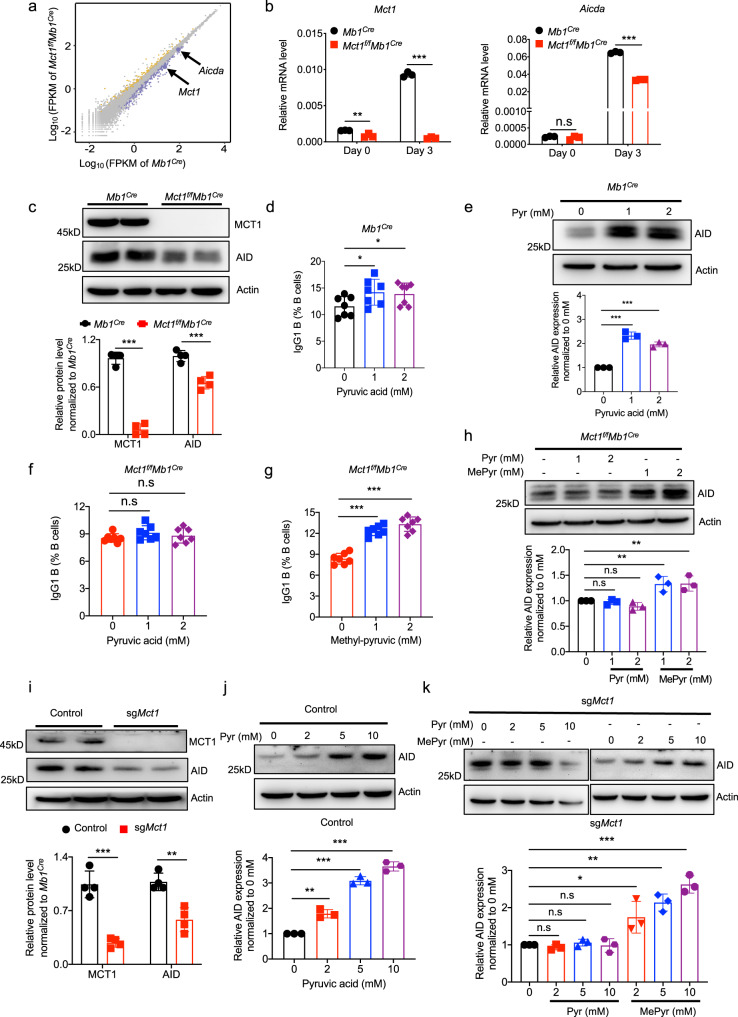
Pyruvate supports the CSR via securing the expression of AID. **a** Scatterplot of gene expression in B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice stimulated with LPS and IL-4 for 3 days, as determined by RNA-seq. Yellow: upregulated genes. Blue: downregulated genes. **b** Naive B cells isolated from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were stimulated with LPS and IL-4 for 3 days. mRNA expression of *Mct1* and *Aicda* was analyzed by qPCR, *n* = 3 biological replicates, **p < 0.01, ***p < 0.001. **c** As above conditions, analysis protein level of MCT1 and AID by immunoblot, *n* = 4 biological replicates, *p* < 0.001. **d**, **e** The B cells from WT control *Mb1*^*Cre*^ mice were treated with LPS and IL-4 for 3 days and cultured in the presence or absence of the Pyr (Sodium pyruvate, 1 mM, 2 mM). The proportion of IgG1 B cells caused by Pyr was analyzed by flow cytometry (**d** *n* = 7 biological replicates, *p* < 0.05). The expression of AID caused by Pyr was assessed by immunoblot (**e** *n* = 3 biological replicates, *p* < 0.001). **f**–**h** *Mct1*-deficient B cells were pretreated with Pyr (**f** *n* = 7 biological replicates) or methyl-pyruvate (MePyr, **g**, *n* = 7 biological replicates, *p* < 0.001) co-stimulated by LPS and IL-4 for 3 days. Protein abundance of AID was analyzed by western blotting (**h**, *n* = 3 biological replicates, *p* < 0.01). **i** Western blotting bands and their quantification analysis of MCT1 and AID expression of control and sg*Mct1* A20 cells, *n* = 4 biological replicates, *p* = 0.000346(left), *p* = 0.002247(right). **j**, **k**. The control A20 cells were cultured with various concentrations of Pyr (**j**) for 24 h, *n* = 3 biological replicates, **p < 0.01, ***p < 0.001. The sg*Mct1* A20 cells were cultured with various concentrations of Pyr or MePyr (**k**) for 24 h, *n* = 3 biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001. Data are presented as mean ± SD, two-way ANOVA followed by Sidak’s multiple-comparisons test (**b**) or two-tailed unpaired t-test (**c**–**k**), *p < 0.05, **p < 0.01, ***p < 0.001, n.s, not significant. Source data are provided as a Source Data file.

In marked contrast, exogenous pyruvate failed to upregulate the proportion of IgG1 B cells in the condition of *Mct1* deficiency (Fig. 4f). To assess whether pyruvate was sufficient to exert these intensive effects once reaching the cytosol, we circumvented the requirement of the MCT1 for pyruvate transportation by supplying the *Mct1* deficiency B cells with methyl-pyruvate (MePyr), a pyruvate analog that can penetrate the plasma membrane independent on MCT1 due to its lipophilic feature. Indeed, the proportion of IgG1 B cells was increased by MePyr supplementation (Fig. 4g). In addition, the expression of AID was strengthened by MePyr treatment in the absence of glucose in *Mct1*-deficient B cells (Fig. 4h). To further validate the effect of pyruvate on CSR, we established a *Mct1*-deficient A20 cell line (A20-sg*Mct1*) using the CRISPR-Cas9 technique (Fig. 4i). Consistent with the results from primary B cells, in the absence of glucose, the expression of AID was upregulated by pyruvate in a dose-dependent manner in WT-control A20 cells, and by MePyr in A20-sg*Mct1* cells, respectively (Fig. 4j–k). However, the levels of AID were unaltered by lactate treatment in both WT control and A20-sg*Mct1* cells (Supplementary Fig. 10c). Taken together, the above results indicate that pyruvate but not lactate is a potent factor securing the expression of AID during the CSR in B cells.

### MCT1 maintains chromatin accessibility at the promoter region of *Aicda* gene in CSR B cells

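RNA sequencing of naïve and activated primary B cells was re-analysed from 9 libraries. On day 0 there were 2 libraries from *Mb1* Cre mice and 2 from *Mct1* f/f*Mb1* Cre mice, and after 3 days of culture with LPS (10 μg/ml) and IL-4 (50 ng/ml) there were 2 and 3 libraries, respectively. *Mb1* Cre mice, which express the Cre recombinase in the B cell lineage, were the control, and in *Mct1* f/f*Mb1* Cre mice Cre removes a floxed segment of *Mct1*, which the deposited table lists under its gene symbol *Slc16a1*. The paper states that RNA was extracted with a column kit and that the library data were assembled and analysed by the sequencing institute. The authors deposited 1 value per gene and library, in fragments per kilobase of transcript and 1000000 mapped fragments (FPKM) and rounded to 2 decimals, for 17596 genes. The paper's text does not name the aligner, the genome build or the annotation. FPKM values hold no read counts, and the low values showed no common step from which reads could be recovered, so the sequencing depth and the counting error of each value are unknown. The FPKM values of all genes summed to 477079 and 488428 in the *Mb1* Cre libraries and to 482112 and 491459 in the *Mct1* f/f*Mb1* Cre libraries on day 0. On day 3 they summed to 563586 and 547778 in the *Mb1* Cre libraries and to 547355, 557679 and 547725 in the *Mct1* f/f*Mb1* Cre libraries. The 10 genes with the highest values took between 8.02% and 8.50% of the sum in each library. Across genes, which are not independent replicates, Pearson's r between libraries of the same group lay between 0.993 and 0.998 on the log2 scale. No library was a copy of another, since at most 3.43% of genes had the same value above 0 in any pair. The values were used without further scaling and transformed as log2(FPKM + 1), which understates the fold change of genes with low values. The 10823 genes with a mean of at least 1 FPKM over the 9 libraries were tested with limma, with 1 mean per group and an estimate of the spread shared by the 4 groups, and p values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change above 0.5 in size.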

To investigate the mechanism of action during MCT1-mediated CSR, we performed RNA sequencing again to examine the global transcription dynamics in primary B cells from either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice before and after the activation by LPS and IL-4 for 3 days. 

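*Slc16a1*, the targeted gene, was examined first. On day 3 it had 22.8 ± 0.262 FPKM (SD, n = 2 libraries) in *Mb1* Cre B cells and 10.0 ± 0.690 FPKM (SD, n = 3) in *Mct1*-deficient B cells, 44.1% of the control. Its log2 fold change was -1.11 (standard error 0.0712, adjusted p = 9.07e-06 from limma), and no value overlapped between the genotypes (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 2 allow). On day 0 the libraries labelled *Mct1* f/f*Mb1* Cre had 3.89 ± 0.247 FPKM (SD, n = 2) against 4.07 ± 0.375 FPKM (SD, n = 2) in the control, a log2 fold change of -0.05 that was not significant (adjusted p = 0.844 from limma). The deletion was therefore visible in the expression of the gene on day 3 only, and by this gene the genotype on day 0 rests on the labels of the libraries. Across genes, which are not independent replicates, 18 were called on both days in the same direction and 0 in opposite directions. This goes against crossed labels. The day 0 libraries differed in 30 genes, 26 higher and 4 lower in those labelled *Mct1* f/f*Mb1* Cre. When only the day 0 libraries entered the fit, 2 genes were called. On day 3 there were 262 differentially expressed genes, 96 higher and 166 lower in *Mct1*-deficient B cells. With no limit on the fold change these numbers were 653 and 997. In each of the 262 genes the 3 *Mct1*-deficient libraries lay outside the range of the control libraries. The calls rest on these same libraries, so this was nearly bound to hold and is no further evidence for them. Such a separation held for 47.1% of all tested genes against 20% by chance, but genes that share libraries are not independent replicates. The largest decreases were those of *Batf3* (log2 fold change -2.12), *Ido1* (-2.11), *Ctla4* (-2.08), *Il1r2* (-1.91) and *Htr7* (-1.67). The largest increases were those of *Mid1* (2.47) and of the predicted gene models *Gm40378* (2.31), *Gm46353* (1.81), *Gm40595* (1.80) and *Gm45988*, which was listed at 0 FPKM in both control libraries and had 3.65, 5.48 and 6.36 FPKM in the *Mct1*-deficient libraries. Their adjusted p values from limma ranged from 7.43e-07 for *Ctla4* to 0.00413 for *Mid1*. On day 0 the largest changes were decreases of *Srp54b* (-1.70), *LOC115490200* (-1.51) and *Fosb* (-0.90) and increases of *Gm40453* (3.64), *Gm39972* (2.15) and *Gm52197* (2.12), with adjusted p values from 2.62e-04 to 0.0118 in limma.

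**Figure D1:**
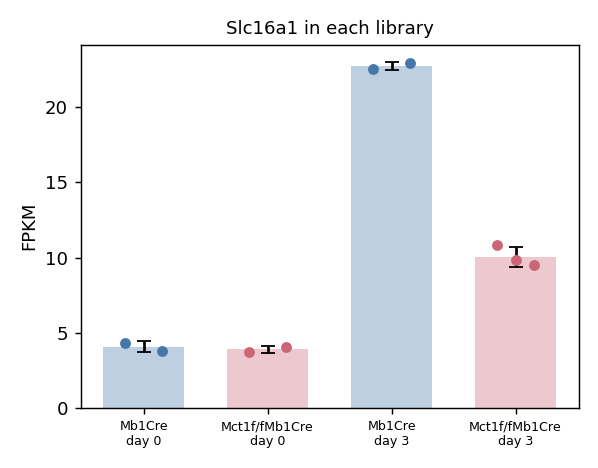
FPKM of *Slc16a1* in each library (points), with the mean (bar) and SD (error bar) of each genotype and day. On day 3 the 3 *Mct1*-deficient libraries sit between 9.50 and 10.8 FPKM, all below the 2 control libraries.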

The analyses revealed that there are no major differences for these two types of B cells on day 0, however on day 3 a total of 453 transcripts were differentially expressed, among which 285 transcripts, including *Aicda*, were downregulated in *Mct1*-deficient B cells (Supplementary Fig. 11a, Supplementary Data S3). 

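A list of 41 genes, written by hand, was examined, because the paper's text names no list of its own. Its genes were counted as those of histone acetyltransferases (23 genes) or histone deacetylases (18 genes). It includes family members such as *Sirt4* and *Sirt5*, and whether each encoded protein acts on histones in B cells was not examined. On day 3, 0 of the 41 genes were differentially expressed between *Mct1*-deficient and control B cells, whether p was adjusted over all genes or over the list, and 10 had an unadjusted p under 0.05. With no limit on the fold change, 5 genes passed the adjusted p of limma over all genes and over the list. *Crebbp*, which encodes CBP, increased by 0.23 on the log2 scale (adjusted p = 0.0152 from limma), *Ncoa3* by 0.22 (adjusted p = 0.0107) and *Kat2a* by 0.16 (adjusted p = 0.0239). *Hdac7* fell by 0.33 (adjusted p = 5.07e-04 from limma) and *Sirt2* fell by 0.20 (adjusted p = 0.0242). In each of these 5 genes the 3 *Mct1*-deficient libraries lay on 1 side of the 2 control libraries. The whole list was then tested with 2 methods of limma, and p was adjusted over 5 gene lists. The camera test, which asks whether a list moved further in 1 direction than the other genes, gave an adjusted p of 0.424 for the 41 genes, with 23 higher and 18 lower. Its adjusted p was 0.113 for the acetyltransferases and 0.461 for the deacetylases. The roast test, which asks whether any genes of a list changed in either direction, gave an adjusted p of 0.003 for the 41 genes, 0.02 for the acetyltransferases and 0.0015 for the deacetylases. Of 100 random lists matched to all 41 genes by mean expression, 77 had a roast p as low.

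**Figure D2:**
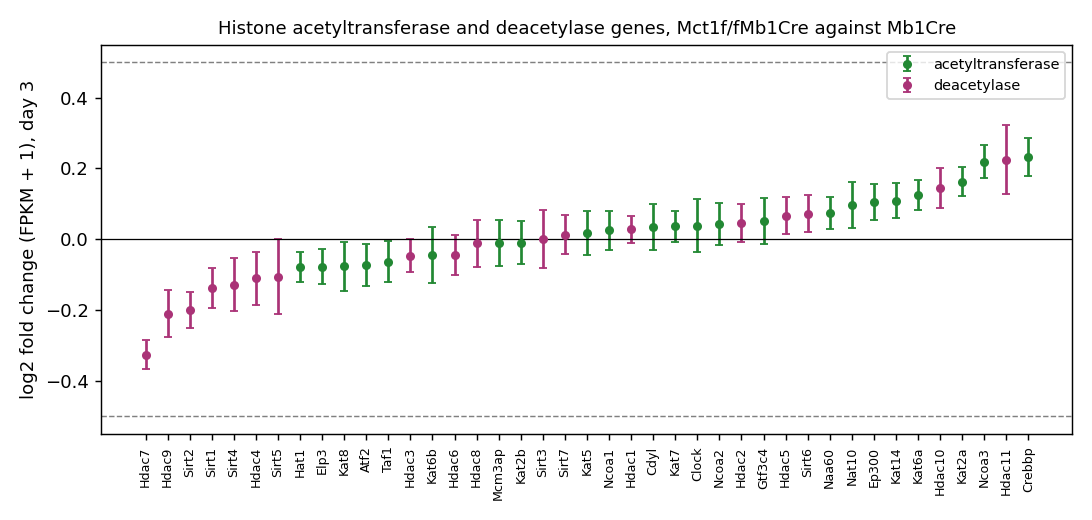
Log2 fold change on day 3, in log2(FPKM + 1) units, of each histone acetyltransferase and deacetylase gene in *Mct1*-deficient B cells (n = 3 libraries) against control B cells (n = 2), with the standard error from limma. Dashed lines mark the limit on the fold change of 0.5 in either direction, and the values run from -0.33 for *Hdac7* to 0.23 for *Crebbp*.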

The results for the transcription of *Aicda* is consistent with the snapshot RNA sequencing results for these two types of B cells as aforementioned in Fig. 4a, while more importantly this new dynamic analysis for global transcription revealed that the genetic transcriptions of the protein molecules responsible for histone acetylation were also highly disturbed (Supplementary Fig. 11b). Based on these results, we speculate that *Mct1* deficiency may impair the upregulated transcription of *Aicda* upon that is required for B cell CSR potentially through a model involving in histone acetylation. To explore the biochemical mechanism, we focused on chromatin accessibility as it is widely known that global histone 3 (H3) acetylation modifications at lysine residues including K9, K14, K18 and K27 are known to be associated with chromatin opening and transcription. Indeed, H3K9, H3K14 and H3K27 acetylation were all reduced in *Mct1*-deficient B cells, whereas H3K18 acetylation and H3 tri-methylation at K27 were largely unaltered (Fig. 5a). Since H3K27 is the most severely affected, we performed further analyses and showed that H3K27 acetylation may be involved in the regulation through the histone acetyltransferases (CBP or P300) and histone deacetylases (HDAC or SIRT) (Fig. 5b), consistent with the literature reports regarding the function of these biochemical mechinaries^20^.

**Fig. 5:**
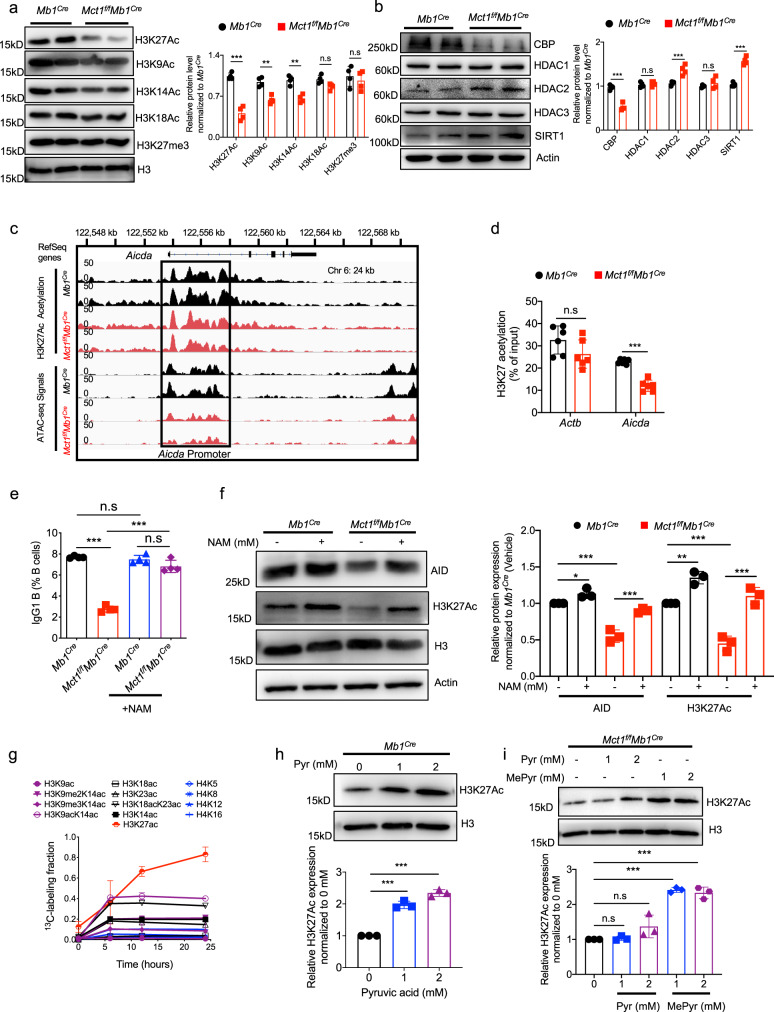
MCT1 supports CSR by glucose metabolism, which provides substrates for the histone acetylation. **a** Western blotting bands and their quantification analysis of H3K27Ac, H3K9Ac, H3K14Ac, H3K18Ac and H3K27me3 proteins in B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice stimulated with LPS and IL-4 for 3 days, *n* = 4 biological replicates, **p < 0.01, ***p < 0.001. **b** Western blotting bands and their quantification analysis of CBP, HDAC and SIRT in B cells treated with LPS and IL-4 for 3 days, *n* = 4 biological replicates, *p* < 0.001. **c** Analysis of H3K27 acetylation at the *Aicda* gene promoter with ChIP-seq and ATAC-seq in B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice stimulated with LPS and IL-4 for 3 days, *n* = 3 biological replicates. **d** Chromatin accessibility at the *Aicda* promoter analyzed by the Chip-qPCR in B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice stimulated with LPS and IL-4 for 3 days (*n* = 6 biological replicates). **e**, **f** Naive B cells isolated from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were co-stimulated with LPS and IL-4 and added NAM (Nicotinamide, sirtuins inhibitor, 5 mM) for 3 days. The percentage of IgG1 B cells was analyzed by flow cytometry with four biological replicates (*n* = 4 biological replicates, *p* < 0.001) (**e**). The protein level of AID and H3K27Ac was quantified by western blotting (*n* = 3 biological replicates, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001) (**f**). **g** Quantitative proteomic analysis of histone extracts from A20 cells cultured with U-^13^C_3_-pyruvate for 0, 6, 12 and 24 h with triplicate (*n* = 3 biological replicates). **h**, **i** Naive B cells isolated from *Mb1*^*Cre*^ (**h**) and *Mct1*^*f/f*^*Mb1*^*Cre*^ (**i**) mice were cultured with Pyr or MePyr containing LPS and IL-4 for 3 days (*n* = 3 biological replicates, *p* < 0.001). The protein quantification analysis of H3K27Ac was determined by western blottingting. Data are presented as mean ± SD, unpaired two-tailed t-test (**a**–**d**, **f**, **h**, **i**), or two-way ANOVA followed by Sidak’s multiple-comparisons test (**e**), *p < 0.05, **p < 0.01, ***p < 0.001, n.s not significant. Source data are provided as a Source Data file.

To further investigate MCT1-mediated CSR through H3K27 acetylation, we performed transposase-accessible chromatin by high-throughput sequencing (ATAC-seq) and genome-wide analysis of H3K27 acetylation by chromatin immunoprecipitation sequencing (ChIP-seq) to evaluate the global gene expression. We observed that a total of 221 H3K27 acetylation loci (scaled to 2 kb upstream and downstream of TSS with an extension of 2 kb) were significantly different in the primary B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice upon treatment with LPS and IL-4 for 3 days, of which 135 were decreased in *Mct1*-deficient B cells (Supplementary Fig. 11b). Differentially acetylated loci were mostly mapped to the promoter regions (Supplementary Fig. 11c). Interestingly, there were no obvious differences in H3K27 acetylation within the loci of housekeeping gene *Actb*, or the key genes of GC formation, including *Bcl6, Irf4, Foxo1, Bach2, Myc, Mef2b and Egr3* (Supplementary Fig. 12a). Of note, OBF1 and Oct molecules are known to participate in GC transcriptional program^21^, but in our case of *Mct1* deficiency, there were no obvious differences in H3K27 acetylation within these two loci (Supplementary Fig. 12b). Remarkably, *Mct1* deficiency led to a significantly reduced accessibility of the *Aicda* locus (Fig. 5c). We further analyzed H3K27Ac recruitment to the *Aicda* locus by ChIP-qPCR assays, which showed a significantly decreased abundance of *Aicda* promoter in *Mct1*-deficient B cells treated with LPS and IL-4 for 3 days (Fig. 5d). Taken together, these results suggest that the MCT1 transporter may promote the expression of AID by ensuring the acetylation of H3K27.

### Pyruvate promotes the acetylation of histone H3K27 in B cells

As aforementioned in Fig. 5b, we measured the expression of CBP, HDAC and SIRT1 in B cells treated with LPS and IL-4 for 3 days by western blotting. HDAC2 was upregulated in *Mct1*-deficient B cells in comparison to control B cells, and we consistently observed a decrease of CBP and an increase of SIRT1 in *Mct1*-deficient B cells (Fig. 5b). As a validation of this observation, we found that NAM, a SIRT inhibitor, rescued the decreased proportion of IgG B cells and AID expression in *Mct1*-deficient B cells (Fig. 5e, f), confirming again that the histone acetylation indeed plays an essential role in B cell CSR. Furthermore, quantitative proteomics analysis of a diverse set of acetylated sites revealed a consistent 70-80% incorporation of ^13^C-labeled pyruvate at the H3K27Ac site after U-^13^C_3_-pyruvate treatment of A20 cells for 25 h (Fig. 5g), suggesting that pyruvate is involved in the acetylation of histone H3K27. To evaluate the contribution of pyruvate, we cultured B cells from *Mb1*^*Cre*^ mice in pyruvate-containing media with LPS and IL-4 from 1 to 3 days, which indicated that H3K27Ac levels were significantly upregulated by the addition of the pyruvic acid (Fig. 5h). In contrast, exogenous pyruvate failed to increase the levels of H3K27Ac levels in *Mct1*-deficient B cells, while the levels of H3K27Ac were rescued only by the supplementation of the MePyr (Fig. 5i), in line with the aforementioned results. In addition, we examined the mitochondrial and cytosolic concentrations of Acetyl-CoA, and found that Acetyl-CoA was increased in both mitochondria and cytoplasm in *Mct1*-deficient B cells, especially in the mitochondria (Supplementary Fig. 12c). These data suggest that mitochondrial Acetyl-CoA may primarily support TCA cycle activity rather than histone acetylation in B cells. Collectively, these findings demonstrate that the MCT1 transporter maintains a high intracellular concentration of pyruvate for promoting sufficient histone acetylation of H3K27 to ensure optimal *Aicda* transcription.

### MCT1 is highly expressed in B cells from SLE patients and serves as a potential therapeutic target for SLE treatment

SLE, an autoimmune disease, is characterized by a loss of self-tolerance leading to abnormal expansion of hyper-activated B cells^22,23^. Autoreactive B cells in SLE patients undergo B cell activation, CSR, and differentiate into plasma cells that secrete abundant pathogenic autoantibodies, mainly IgG subclasses^24,25^. Given the essential function of MCT1 in securing B cell CSR, we investigated the role of the MCT1 transporter in SLE. We first analyzed a GEO database (GSE118254) containing different B cell subsets from either SLE patient or criteria-matched healthy controls (HCs), and found that the expression of *MCT1* was evaluated in the IgG class-switched memory B cells and activated naive B cells from SLE patients in comparison to HCs (Fig. 6a). In addition, two additional GEO databases (GSE10325 and GSE4588) sequencing primary B cells with mixed subsets also showed that *MCT1* was highly expressed in B cells from SLE patients than those from HCs (Fig. 6b). As a validation for these analyses from the public GSE database, we established a cohort containing both SLE patients and HCs, and found that even the PBMCs from the SLE patients also exhibited significantly increased expression of *MCT1*, compared to those from HCs at mRNA level (Fig. 6c). Moreover, we did not find the upregulation of *MCT1* in three other types of autoimmune diseases including RA, MS and SS (Supplementary Figs. 13a–13c). To validate these clinical cohort analyses, we used a bm12-induced murine lupus model that was initiated by injecting either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice with 10 million splenocytes from age- and gender-matched bm12 mice (Fig. 6d). The *Mb1*^*Cre*^ mice showed a larger spleen than *Mct1*^*f/f*^*Mb1*^*Cre*^ mice upon the induction (Fig. 6e). Correspondingly, the proportion of both GCBC and IgG1 B cells were reduced (Fig. 6f, g). Importantly, the serum IgG antibodies against dsDNA were significantly decreased in *Mct1*^*f/f*^*Mb1*^*Cre*^ mice (Fig. 6h). In addition, *Mct1* deficiency alleviated the nephritis in *Mct1*^*f/f*^*Mb1*^*Cre*^ mice, likely due to the reduced accumulation of IgG autoantibodies in the glomerulus (Fig. 6i, j). Additionally, a SLE therapeutic agent exhibited some certain levels of capability to decrease *MCT1* expression in vivo during treatment of lupus nephritis patients (Supplementary Fig. 13d). Notably, effect of clinically approved SLE drug, dexamethasone, was particularly significant in decreasing the expression of *MCT1* in PBMCs in vitro (Supplementary Fig. 13e). As a further validation, we also tried to treat bm12-induced SLE mice with a MCT1 inhibitor, CHC, and found that anti-dsDNA was significantly decreased (Fig. 6k, l, Supplementary Fig. 13f). All of these results confirm a role for MCT1 in the potential pathogenesis and therapies of SLE.

**Fig. 6:**
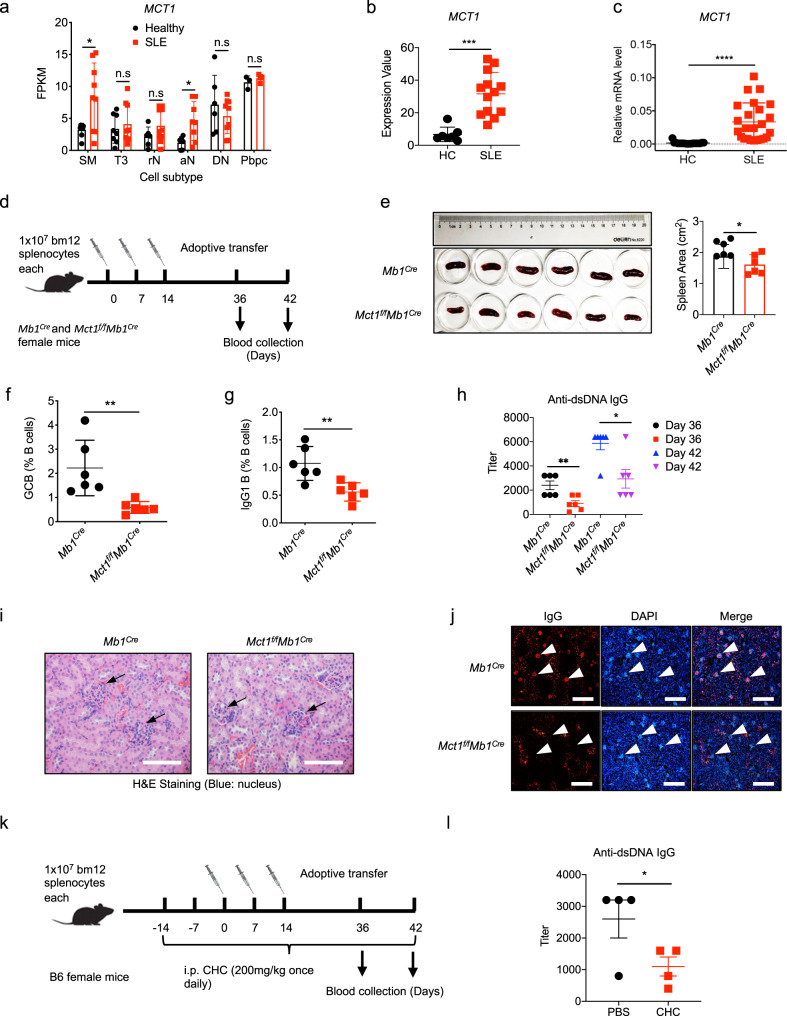
*Mct1* deficiency in B cells suppresses IgG autoantibody production and GC formation in bm12-induced murine lupus model. **a** *MCT1* expression in a cohort of African-American females (9 subjects with SLE and 12 healthy controls, from GEO accession: GSE118254). Activated Naive B cells (aN), Switched Memory B cells (SM), Resting Naive B cells (rN), Double negative B cells (DN), Transitional 3 B cells (T3), Antigen Secreting Cell (ASC) (Pbpc). **b** *MCT1* expression in B cells of 21 SLE patients and 18 healthy controls, from data of GSE10325 and GSE4588. **c** qPCR analysis of *MCT1* expression in healthy control (*n* = 19, *n* indicates different donors) and SLE samples (*n* = 24, *n* indicates different donors), *p* < 0.0001. **d**–**h** The schematic diagram of bm12-induced SLE model, *n* = 6 biological replicates (**d**). The spleen size of *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice was calculated in bm12-induced SLE model (**e** *p* = 0.0105). The percentage of GCBC (**f** *p* = 0.0067) and IgG1 B cells (**g** *p* = 0.0046) were analyzed in the bm12-induced SLE model. Anti-dsDNA IgG in *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice serum was analyzed by ELISA (**h**), *p* = 0.0059(left), *p* = 0.0103(right). **i**–**k** H&E staining of kidney of *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice. Black arrows indicated the inflammatory cell. Scale Bar, 25 μm (**i**). Immunofluorescence of IgG in the glomerulus of *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice. White arrows indicated the glomerulus. Scale Bar, 100 μm (**k**). **l** The schematic diagram of CHC treatment procedure in SLE model. **m** The titer of anti-dsDNA IgG was determined by ELISA in WT or CHC-treated mice (*n* = 4 biological replicates, *p* = 0.0467). **d** and **k** were adapted from Biorender.Statistics (**e**–**k**, **m**) are representative one of three independent experiments. Data are presented as mean ± SEM, unpaired two-tailed t-test (**a**, **c**, **e**, **f**, **g**, **h**, **m**), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. not significant.

## Discussion

Naive B cells are typically characterized by their low metabolic demands. Recently, a study revealed that activated B cells, rather than GCBC, generated higher levels of phosphorylated glucose and lactate during CSR^26^. Therefore, our study focuses on activated B cells during CSR, proposing that ablation of MCT1 shifts glucose metabolism from glycolysis to OXPHOS, reducing AID expression by regulating H3K27 acetylation, which, in turn, hinders CSR and participates in SLE.

Our study showed that glycolysis was inhibited due to HK2 downregulation and lactate accumulation upon the deficiency of *Mct1*. OXPHOS is enhanced with the possible purpose to maintain cellular energy demand. These results suggest that metabolic remodeling occurs in B cells by *Mct1* deficiency. We also observed that pyruvate was significantly reduced along with impaired CSR and decreased AID under *Mct1* deficiency, which can be restored by exogenous methyl-pyruvate supplementation, indicating that a reduced level of pyruvate is responsible for the declined expression of AID. A previous study indicated that acetylation of histone H3K27 plays a role in chromatin opening in B cells by histone modify enzymes, including CBP, SIRT1 and HDAC^27,28^. Consistent with these studies, we also found that the histone H3K27 acetylation was inhibited, thereby curtailing the *Aicda* transcription in *Mct1* deficient B cells. Previously, it has been reported that short-chain fatty acids play a critical role in regulating AID and Blimp expression, and thus determine somatic hypermutation and plasma cell differentiation^29^. However, in our in vitro experiments, we did not add any fatty acids to the medium, and no short-chain fatty acids were detected in the metabolome.

In our study, Mct1 deficiency decreased the number of GCBC and AID expression. Initially, it seems contrary to our results that AID-/- mice show enhanced GC reactions and a hyper IgM phenotype^30,31^. However, it is known that the phenotype of global or conditional genetic knockout mice for a certain enzyme may not always perfectly match to the genetically modified mice expressing enzyme activity compromised version or to mice expressing decreased levels of an enzyme (knock-down version). In the case of AID enzyme, it has been reported that mice expressing AID with impaired catalytic function exhibit a lower percentage of GCBC, lower IgG/IgM production compared to wild-type mice^32^. Vhl loss-of-function decreased Aicda mRNA expression along with the decrease in IgM and IgG antibodies, but GCBC were decreased, which is completely consistent with our results^33^. Thus, AID enzyme activity compromised mice or mice expressing decreased AID levels may differ from AID deficient mice to exhibit the exactly same phenotype, namely enhanced GC reactions and a hyper IgM phenotype, although the essential phenotype of a dysfunction of GC response is largely consistent. In addition, it’s also well documented that CSR is triggered prior to differentiation into GCBC and is greatly diminished in GCs^34^. Therefore, we propose that *Mct1* deficiency leads to AID-associated CSR blockade, which then leads to a reduction in the number of GCBC, both of which together explain the reduced antibody production observed in these mice.

While Acetyl-CoA is one of the substrates for histone acetylation, the level of histone acetylation is regulated and influenced by various factors, including the activity of histone acetyltransferase (HAT) and histone deacetylase (HDAC), the availability of histone substrates, and the expression level of histone-modifying enzymes, among others^35,36^. Acetyl-CoA has a wide range of functions in living organisms, including energy metabolism, fatty acid metabolism, and cholesterol synthesis^37,38^. Furthermore, direct evidence indicates that, although ACLY knockout cell lines elevated intracellular Acetyl-CoA levels caused by the surrogate effect of ACSS2, histone modification levels are downregulated in ACLY knockout cell lines compared to wild-type cells^39^. There are also studies showing that the reduced citrate levels in cells due to mitochondrial damage by overexpression of Bcl-xL resulted in a decrease of the levels of Acetyl-CoA and N-α-acetylated proteins in the cytoplasm, which did not affect histone acetylation^40^. Therefore, although elevated levels of Acetyl-CoA may contribute to histone acetylation, it is not a definitive indication of elevated histone acetylation. Mechanistically, it is known that Acetyl-CoA in the nucleus is responsible for histone acetylation. Currently there are two main ways for Acetyl-CoA to enter the nucleus^41^. One way is that pyruvate enters the tricarboxylic acid cycle to produce Acetyl-CoA. Subsequently, these Acetyl-CoA are transported into the nucleus. The second way is that pyruvate can directly produce Acetyl-CoA in the nucleus in the presence of pyruvate dehydrogenase complex (PDC)^42^. However, with current technologies, it is very difficult to separate the nuclear and mitochondria pools of Acetyl-CoA in mouse B cells. Thus, our results can only suggest that the elevated Acetyl-CoA in the whole cells or in the cytosol may be due to the drastically increased content of Acetyl-CoA in mitochondria. Furthermore, quantitative proteomics analysis of a diverse set of acetylated sites revealed a consistent 70-80% incorporation of ^13^C-labeled pyruvate at the H3K27Ac site after U-^13^C_3_-pyruvate treatment. To evaluate the contribution of pyruvate, we cultured B cells from *Mb1*^*Cre*^ mice in media containing pyruvate. Our results indicated that H3K27Ac levels were significantly upregulated by the addition of pyruvate (Fig. 5g–i). Therefore, these results suggest that pyruvate can directly affect histone acetylation independently of Acetyl-CoA.

SLE is an autoimmune disease characterized by a series of autoantibodies against a variety of cellular components. Analyses of the clinical data suggest that *MCT1* expression is significantly increased in B cells from SLE patients. This upregulation is especially obvious in IgG class-switched memory B cells and activated naive B cells, mirroring the function of MCT1-mediated CSR in this report. These findings suggest a role for MCT1 in the potential pathogenesis and therapies of SLE. For example, the hyperactive MCT1 function in SLE patients may mediate the production of IgG autoantibodies for the development of SLE. Indeed, we showed that either *Mct1* deficiency or *Mct1* inhibitor treatment could significantly alleviate the levels of anti-dsDNA autoantibody in the BM12-induced lupus-like mouse model. The production of anti-dsDNA antibody may arise from either altered negative selection within GC or changed GC-derived IgG abundance. Although the exact mechanism needs further investigation, the data in this report support that the reduced anti-dsDNA IgG titers in B cell-specific *Mct1* deficiency mice are more likely a result of less bm12 cell induced IgG production as a consequence of reduced GC reactions, but less-likely a consequence of better negative selection of GCBC.

In summary, our study reveals a MCT1-dependent pyruvate-chromatin accessibility signaling transcriptional network that is essential for IgG antibody production in B cells. All these findings provide insight into the potential use of MCT1 inhibitors as a treatment for SLE.

## Methods

### SLE patient and healthy control subjects

PBMCs Samples were collected from a total of 24 SLE patients and 19 healthy controls by Peking University Affiliated People’s Hospital for this study. HCs were age- and sex-matched individuals without autoimmune, inflammatory or infectious diseases. The protocol of evaluating human MCT1 transcription was approved by ethics committee for biomedical studies. All the volunteers involved in this current study have given their written consent. The ethics number is 2019PHB234-02.

### Chemicals and reagents

U-^13^C_6_-glucose (CLM-1396-PK) and U-^13^C_3_-pyruvate (CLM-1575-PK) were purchased from Cambridge Isotope. 2-DG was purchased from APExBio (B1027). LY294002 (S1105), AZD5363 (S8019), UK5099 (PZ0160), oligomycin (S1478), FCCP (S2876) and rotenone (S2348) were purchased from Sellck. Antimycin A was purchased from Santa Cruz (sc-202467). Pyruvate (P4562), lactate (71718), NAM (N0636), methyl-pyruvate (371173) and LPS (L2630) were purchased from Sigma. SRBC was purchased from Solarbio (S9702). IL-4 was purchased from Sino Biological (51084-MNAE). AZD3965 was purchased from Cayman (No. 19912). BMS-303141 (ACL inhibitor) was purchased from MCE (HY-16107).

### Mice and cell culture

C57BL/6J (JAX664) and bm12 (JAX1162) were purchased from the Jackson laboratory. *Mb1*^*Cre*^ mice were obtained from the Jackson Laboratory (stock NO.020505). C57BL/6J (B6) background *Mct1*^*f/f*^ mice were designed with the CRISPR-Cas9 by the NIBS (National Institute of Biological Sciences, Beijing). 

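*Mct1* is annotated as *Slc16a1*. In the mouse assembly GRCm38 (GENCODE annotation) its protein-coding transcript lies on the forward strand of chromosome 3 from 104638668 to 104658462 and has 5 exons with a total length of 4426 bases. Exon 1 (104638668 to 104638828) is 161 bases long and entirely 5′ untranslated region. The coding sequence of 1479 bases, or 493 codons, begins in exon 2 (104649258 to 104649517), with the start codon at 104649301 to 104649303. Exon 2 holds 217 coding bases, exon 3 (104650886 to 104651029) holds 144, exon 4 (104652742 to 104653587) holds 846 and exon 5 (104655448 to 104658462) holds 272, followed by the 3′ untranslated region. Intron 1 is 10429 bases long, intron 2 is 1368, intron 3 is 1712 and intron 4 is 1860. The first 3 exons together hold 361 coding bases, which is 24.4% of the coding sequence and includes the start codon. Exons 4 and 5, downstream of intron 3, make up 87.2% of the length of the transcript. The deposited FPKM of *Slc16a1* is 1 value for the whole gene and does not separate these exons.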

Two floxed sites were inserted flanking *Mct1* exon 1 and intron 3, respectively (Supplementary Fig. 2a). The PCR identification primers, guide sequences of sgRNAs and donor sequences were shown in Supplementary Fig. 2b and Supplementary Data S1. Offsprings carrying *Mb1-Cre* and two copies of the floxed *Mct1* allele with 6-8 week were used in the experiments as homozygous mutant *Mct1*^*f/f*^*Mb1*^*Cre*^ mice, and *Mb1*^*Cre*^ mice as control, respectively. Mice were maintained in separately ventilated cages in a specific pathogen-free (SPF) facility with 12/12-h light-dark cycle, in a room with temperature and light regulation, and the animals had unlimited access to food and water. All mice were maintained under specific pathogen-free conditions in the animal facility of Tsinghua University and used in accordance of governmental and institutional guidelines for animal welfare. All experimental studies were approved by the Institutional Animal Care and Use Committee (IACUC) of Tsinghua University. Primary B cells were isolated from the spleen of *Mct1*^*f/f*^*Mb1*^*Cre*^ or *Mb1*^*Cre*^ mice as previously described^43^. The cells were cultured in RPMI1640 medium supplemented with 10% FBS, 50 μM β-mercaptoethanol, GlutaMax and nonessential amino acids. B cells were stimulated for 3 days using 10 μg/mL LPS and 50 ng/mL IL-4 to induce B cells CSR in vitro.

### Cell population classification

Bone marrow cells and splenocytes were disrupted and resuspended in PBS, then stained with different antibodies. T cells (CD19^−^CD3e^+^), B cells (CD19^+^CD3e^-^), Recirculating mature B cells (CD19^+^IgD^+^), Immature B cells (CD19^+^IgD^-^IgM^+^CD43^−^), Pro B cells (CD19^+^IgD^−^IgM^-^CD43^+^), Pre B cells (CD19^+^IgD^−^IgM^−^CD43^−^), Transitional B cells (CD19^+^CD93^+^), Follicular B cells (CD19^+^CD93^−^CD23^+^CD21^low^), Marginal B cells (CD19^+^CD93^−^CD23^−^CD21^high^), B1a (CD19^+^CD23^−^CD5^+^CD43^+^), B1b (CD19^+^CD23^−^CD5^-^CD43^−^) and B2 cells (CD19^+^CD23^+^) (Supplementary Fig. 14). GCBC (B220^+^CD95^+^GL7^+^) and activated B cell (B220^+^, CD95^+^. CD86^+^) (Supplementary Fig. 15).

### Immunization and ELISA assay

For GC analysis, 6-week-old *Mct1*^*f/f*^*Mb1*^*Cre*^ mice and *Mb1*^*Cre*^ mice were injected intraperitoneally with 1 × 10^9^ sheep red blood cells (SRBC, Solarbio, China), and analyzed at 7 days post-immunization. For T cell-dependent (TD) antigen NP_33_-KLH (Bioresearch), 6-week-old *Mct1*^*f/f*^*Mb1*^*Cre*^ mice and *Mb1*^*Cre*^ mice were injected intraperitoneally with 10 μg NP_33_-KLH and analyzed at day 7 and 14 post immunization.

To detect NP-specific IgM, IgG, dsDNA-specific IgG and SmD-specific IgG in the 6-week-old *Mct1*^*f/f*^*Mb1*^*Cre*^ mice and *Mb1*^*Cre*^ mice, 4 μg/mL NP_30_-BSA or dsDNA or SmD were coated on 96 cells plates and incubated overnight at 4 °C. All these plates were blocked with 5% skimmed milk in PBS buffer at 37 °C for 2 h, followed by addition of the diluted mice serum into each well and incubation at 37 °C for 1 h. HRP conjugated goat anti-mouse IgM, IgG, and IgG3 (SouthernBiotech) were used. To determine the antibody titer, we measured the optical density (OD) of a series of dilutions of the primary antibody. The titer was defined as the highest dilution at which the OD was at least twice that of the blank control.

### Immunohistochemistry

Six-week-old *Mct1*^*f/f*^*Mb1*^*Cre*^ mice and *Mb1*^*Cre*^ mice were injected intraperitoneally with 1 × 10^9^ sheep red blood cells (SRBC). The immunized or normal spleen sections were fixed in 4% paraformaldehyde-PBS solution at 4 °C overnight. The tissues were embedded in the paraffin, or frozen in the OCT, and cut into 5 μm-thick sections, which were stained with H&E or Ki67 antibody (Abcam), FITC anti-mouse B220 antibody (Biolegend) and PNA (Yeasen, Shanghai, China), then observed with microscope (Olympus).

### MCT1 subcellular localization

The construct of MCT1 (NCBI accession NM_001166496.2) was also cloned into pMlink (GFP) plasmid for subcellular localization analysis using HEK293T cells. MCT1 localization was analyzed by Immunofluorescence in primary B cells using MCT1 antibody (Origene, #TA321556).

### Western blotting and Antibodies

The primary or cultured B cells were rinsed with PBS and lysed in RIPA (Beyotine, Shanghai, China) with complete protease inhibitor cocktail tablets (Roche, Mannheim, Germany). The following antibodies: anti-phospho-FOXO1 (Thr24) /FOXO3a (Thr32) (#9464), anti-phospho-AKT (Ser473) (#4060), anti-HK1 (#2024), anti-HK2 (#2867), anti-GAPDH (#2535), anti-PKM1/2 (#3106), anti-PKM2 (#4053), anti-LDHA (#3582), anti-PDHA (#3205), anti-H3K27Ac (#8173) and anti-H3 (#4499) were purchased from Cell Signaling Technology (CST). Anti-KI67 (#ab15580) and anti-Tomm20 (ab186735) were purchased from Abcam. Anti-LDHB (#14824-1-AP), anti-ALDOB (#18065-1-AP), Anti-MFN1 (#13798-1-AP), anti-MFN2 (#12186-1-AP), anti-OPA1 (#27733-1-AP), Pan (#66289-1-Ig) and anti-PC (#16588-1-AP) were purchased from Proteintech. Anti-β-actin (#30102ES40) was purchased from Yeasen. Anti-AID (#392500) was purchased from Thermo. Anti-MCT1 (#TA321556) was purchased from Origene. Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgM, µ chain specific (#115-167-020), Alexa Fluor 488 Fab anti-IgM μ chain (#115-547-020) and Alexa Fluor 647 Fab anti-IgG1 Fcγ (#115-607-185) were purchased from Jackson ImmunoResearch Laboratories. Ef450 anti-GL-7 (#48-5902-80), ef660 anti-GL-7 (#50-5902-82), Alexa Fluor 488 anti-CXCR4 (#53-9991-80) and ef450 anti-IgM (#48-5790-82) were purchased from eBioscience. PerCP/Cyanine5.5 anti-B220 (#103209), FITC anti-CD95 (#152605), PE anti-CD95 (#152607), APC anti-CD86 (#105012), PE anti-CD3 (#100205), APC anti-CD19 (#115511), FITC anti-IgD (#405703), PE anti-CD43 (#143205), PE/Cyanine7 anti-CD93 (#136505), PE anti-CD23 (#101607), FITC anti-CD21 (#123407) and FITC anti-CD5 (#100605) were purchased from Biolegend. Biotin anti-CD19 (#553784) and anti-CD16/CD32 (#553140) were purchased from BD biology. Anti-κ chain (#1050-01), anti-IgM-HRP (#1020-05), anti-IgG-HRP (#1030-05), anti-IgG1-HRP (#1070-05), anti-IgG2b-HRP (#1090-05), anti-IgG2c-HRP (#1079-05) and anti-IgG3-HRP (#1100-05) were purchased from SouthernBiotech. All antibodies for western blotting are provided in Supplementary Data S2.

### Gene knockout of *Mct1* in the A20 cells

The two targeting sgRNA sequences were constructed using a PX458-pSpCas9 (BB)−2A-GEP-MCS plasmid (a gift of Dr. Wei Guo) based on the protocol of Zhang Feng’ s laboratory. Briefly, a pair of oligonucleotides is annealed, phosphorylated and ligated to a linearized plasmid vector. Cells were sorted post-transfection in 96-well plates using a FACS Aria II cell sorter (BD BioSciences, San Jose, CA). Single-cell colonies were obtained and genomic DNA was extracted for further genotyping PCR and sequencing. The sgRNA sequences are as follows: 5′-CAACGACCAGTGAAGTATCA-3′, 5′-TGATACTTCACTGGTCGTTG-3′.

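A20 is a mouse B cell lymphoma line. Both sequences were matched to the mouse transcripts of the GENCODE annotation of GRCm38, and each was found in *Slc16a1* alone. They are reverse complements of each other and mark the same 20 bases of exon 2, on chromosome 3 from 104649458 to 104649477, within the coding sequence at codons 53 to 59. CAACGACCAGTGAAGTATCA reads along the coding strand and is followed by TGG, an NGG motif as required by the Cas9 of *Streptococcus pyogenes*. TGATACTTCACTGGTCGTTG reads along the other strand and is followed there by CAC, which is no NGG motif. The paper describes annealing paired oligonucleotides and calls both sequences sgRNAs. They may be the strands of such a pair rather than separate guides, which the paper does not state. The transcript around the site reads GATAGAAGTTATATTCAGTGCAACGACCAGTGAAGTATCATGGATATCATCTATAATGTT. Sequencing data of A20 cells were not analysed here.

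**Figure D3:**
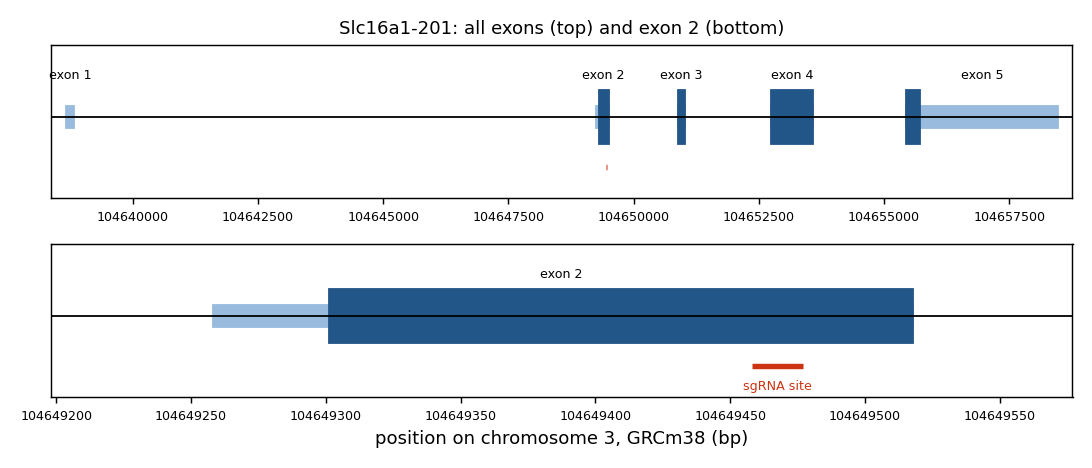
Map of the *Slc16a1* transcript on chromosome 3 of GRCm38, with position in base pairs. Tall dark boxes are coding sequence, low light boxes are untranslated regions, and the red bar marks the sgRNA site at 104649458 to 104649477 in exon 2.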

### U-^13^C_6_-labled glucose metabonomics

Briefly, the primary B cells from the spleen of C57BL6J (B6) mice were treated for 30 min with U-^13^C_6_ glucose RPMI1640 medium containing LPS and IL-4 at day 0 to detect the metabolites by LC-MS/MS. The primary B cells from either *Mb1*^*Cre*^ or *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were stimulated with cells culture medium containing the LPS and IL-4. At day 2, the culture medium was replaced with U-^13^C_6_ glucose (2 g/L), and both the cells and medium were harvested and detected at the time points of 30, 60 and 180 min upon the replacement. Metabolites were extracted from B cells and media with cold 80% methanol. Extracted metabolites were dried for LC-MS/MS analysis, which was performed as described previously^44^. Raw data are provided in Supplementary Data S4–5.

### Flow cytometry analyses of cell death, mitochondria mass, and transmembrane potential

Naive B cells or primary B cells treated with LPS and IL-4 for 3 days were stained with PI and Ki67 to detect the cell viability. The B cells treated with LPS and IL-4 for 3 days were stained with Mito-Tracker Green (Yeasen) for observing mitochondrial mass and Mito-Tracker CMXRos (Yeasen) to measure the mitochondrial transmembrane potential. All samples were analyzed by flow cytometry (BD BioSciences, San Jose, CA, USA).

### Glucose consumption and lactate production

Primary B cells were cultured with LPS and IL-4 for 3 days, after which the media was collected for glucose detection using the Glucose Consumption Assay kit (Applygen, Beijing). Intracellular or extracellular lactate and pyruvate were measured by the L-lactate and pyruvate assay kit (Elabscience) according to the manufacturer’s protocol.

### Hexokinase (HK) activity

HK activity was assessed by using a HK activity assay kit (Solarbio, Beijing, China) following the manufacturer instructions.

### RNA extraction and qPCR analysis

Total RNA was extracted from B cells by using TRNzol reagent (Tiangen, China) and reverse transcribed by PrimeScript RT reagent kit (Takara). The RT-qPCR was performed using SYBR Green Master Mix (Transgen, Beijing, China) by an ABI ViiA™7 Real-Time System (Life Technologies). The primers (shown in Supplementary Data S1) were designed by the NCBI primer tools.

### Chromatin immunoprecipitation (ChIP) assays

For H3K27Ac ChIP assays, B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice treated with LPS and IL-4 for 3 days were used. 2 × 10^7^ cells were fixed with 1% methanol-free formaldehyde for 10 min at room temperature. Fixation was halted by introduction of glycine for 5 min at room temperature. A ChIP assay was performed using the SimpleChIP enzymatic ChIP kit (Cell Signaling Technology). The bound DNA fragments were used for the ChIP-seq and RT-qPCR analysis. Primers used in this assay are listed in Supplementary Data S1.

### RNA seq and analysis

B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were cultured with LPS and IL-4 for 3 days. RNA was extracted from whole cells with a RNeasy Plus Mini kit (Qiagen). Library data were assembled and analyzed by the BGISEQ institute. The upregulated and downregulated genes are listed in Supplementary Data S3. 

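Supplementary Data S3 lists 1763 genes with their FPKM on day 3, a log2 fold change and a Q value, 828 higher and 935 lower in *Mct1*-deficient B cells. In the paper's list, 453 genes had a log2 fold change above 0.5 in size, 168 of them higher and 285 lower, and 164 had one above 1. The list holds 3 control and 3 *Mct1*-deficient libraries. In all 1763 genes the FPKM of 2 of these control libraries and of the 3 *Mct1*-deficient libraries were equal to the deposited values, and the remaining control library was not used here. Of the 453 genes, 367 had a mean of at least 1 FPKM and were tested. All 367 changed in the same direction as in the list, which shares 5 of its 6 libraries with the test and is therefore no independent measurement. Of these, 336 passed the adjusted p of limma and 235 also passed the limit on the fold change. The log2 fold changes were smaller in size than the paper's, with a median difference of -0.14. A further 27 genes were called here and did not pass both limits in the list. For *Slc16a1* the paper's reported log2 fold change is -1.18.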

Affymetrix Microarray Data of GSE10325 and GSE4588 gene expression profile for B cells sorted from total PBMCs from both healthy individuals and SLE patients were download from the Gene Expression Omnibus (GEO) database. These two datasets included gene expression profiles for 21 SLE patients and 18 healthy controls. The matrix was based on GPL96 platforms (HG_U133A; Affymetrix Human Genome U133A Array) and GPL570 (HG_U133_Plus_2; Affymetrix Human Genome U133 Plus 2.0 Array). RNA-seq data of GSE118254 for six distinct B cell subsets isolated from a cohort of SLE and HC subjects was also download from GEO database. Differentially Expressed Genes (DEGs) between SLE patients and controls were identified using the LIMMA package downloaded from Bioconductor in R software (version 4.1.2). Analysis of high-throughput sequencing data revealed differential expression of *MCT1* in B cells from individuals with RA (GSE87095), MS (GSE190847) and SS (GSE146088), as well as changes in *MCT1* expression before and after drug administration in patients with SLE (GSE72798 and GSE159094).

Student’s t-test in the LIMMA package was used to analyze significant difference between the groups. DEGs with adjusted P < 0.05 and∣log2 fold change∣>1 were considered to be statistically significant.

### ATAC-seq

ATAC-seq was performed using the aforementioned protocol^45^. Briefly, B cells from *Mb1*^*Cre*^ and *Mct1*^*f/f*^*Mb1*^*Cre*^ mice were treated with LPS and IL-4 for 3 days in 6-well plates. Nuclei isolated from 50,000 B cells were used for ATAC-seq. B cells were harvested at 500 × *g* 4 °C for 5 min, and then cell pellets were re-suspended in 100 μL of lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.5% NP-40) and then nuclei were centrifuged at 500 × *g* 4 °C for 15 min. The nuclei pellets were re-suspended in the transposition reaction mix containing Tn5 transposase (Vazyme Biotech, Nanjing, China). Reactions were incubated for 30 min at 37 °C. The transposed DNA fragments were purified using the MinElute Kit (Qiagen) and the library was amplified using primers with unique barcodes (Vazyme Biotech, Nanjing, China), which were selected by the AMPureXP beads (Agencourt) to establish the library. The library was sequenced on an Illumina HiSeq X Ten sequencer for an average of 20 million unique reads per sample to obtain 150 bp paired-end reads.

### U-^13^C_3_-pyruvate labeling of histones

A20 cells were seeded into 10 cm dish and cultured with labeling medium (RPMI1640 glucose and pyruvate free medium supplemented with 2 mM U-^13^C_3_-pyruvate). At the indicated time points, cells were collected at 500 × *g* for 5 min at 4 °C and rinsed with cold PBS containing 5 mM sodium butyrate, and suspended in the lysis buffer (15 mM TrisCl pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, 250 mM Sucrose, 5 mM sodium butyrate, 1 mM DTT, 0.2% NP-40) with cOmplete protease inhibitor cocktail tablets (Roche, Mannheim, Germany) for 10 mins on ice. The nuclei were pelleted by centrifugation for 10 min at 500 × *g* 4 °C, and washed twice with the lysis buffer lacking NP-40. Histones were extracted in 0.4 N H_2_SO_4_ at 4 °C with rotation for 4 h. The supernatants were collected at 3400 g for 5 mins at 4 °C and analyzed by LC-MS/MS^46^. Raw data are provided in Supplementary Data S7.

### Hessian-SIM imaging

Cells Super-resolution imaging of mitochondrial morphology was performed using commercialized Hessian-SIM (High intelligent and Sensitive Microscope, HIS-SIM), provided by Guang zhou Computational Super-resolution Biotech Co., Ltd. Cells were cultured in 3.5 cm glass bottom dish pre-coated with Cell-talk (Corning) in RPMI1640 medium and maintained at 37 °C with 5% CO_2_ in a humidified incubation chamber for live SIM imaging. For mitochondrial and nuclei morphology analysis, cells were activated with LPS and IL-4 for 2 days and then stained with Mitotracker Deep Red and Hoechst 33342 for 20 min at 37 °C. SIM images were randomly collected at least 15 fields in triplicate independent experiments and analyzed using Image J (v1.53t) with mitochondria analyzer^47^.

### Electron microscopy (EM)

Cells were cultured with LPS and IL-4 in RPMI1640 medium for 2 days, and then fixed with 2.5% glutaraldehyde in 0.1 M PBS. Dehydration samples were embedded in Spurr epoxy resin and then cut into sections. Images were acquired with a EM (H-7650, Hitachi, Japan).

### Statistical analysis

All data were analyzed using the Prism 8 software (GraphPad). For in vivo assays, the data are shown as mean ± SEM. For in vitro experiments, data are shown as mean ± SD. Statistical analysis was performed using unpaired or paired Student’s t-test and two-way ANOVA followed by Sidak’s multiple-comparisons test (*p < 0.05, **p < 0.01, ***p < 0.001).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

RNA Seq, CHIP-seq and ATAC-seq data generated by this study have been deposited in the Gene Expression Omnibus (GEO), under accession code GSE247204. *MCT1* expression in B cells of RA patients and healthy controls, were extracted from data of GSE87095. MCT1 expression in B cells of MS patients and healthy controls, were extracted from data of GSE190847. *MCT1* expression in B cells of SS patients and healthy controls, were extracted from data of GSE190847. *MCT1* expression in PBMCs upon conventional immunosuppressive drugs treatment of patients with lupus nephritis were extracted from data of GSE72798. *MCT1* expression in PBMCs with different types of in vitro treatment were extracted from data of GSE159094. The proteomics data are deposited at the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047325. Source data are provided with this paper.

# Supplementary material for: MCT1-governed pyruvate metabolism is essential for antibody class-switch recombination through H3K27 acetylation
**Source:** Nat Commun. 2024 Jan 2;15:163. doi: 10.1038/s41467-023-44540-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supporting Information

### **MCT1-governed pyruvate metabolism is essential for antibody class-switch recombination through H3K27 acetylation**

Wenna Chi<sup>1, 2#</sup>, Na Kang<sup>3, 4#</sup>, Linlin Sheng<sup>1#</sup>, Sichen Liu<sup>3#</sup>, Lei Tao<sup>1,2</sup>, Xizhi Cao<sup>1</sup>, Ye Liu<sup>1</sup>, Can Zhu<sup>3</sup>, Yuming Zhang<sup>1</sup>, Bolong Wu<sup>1</sup>, Ruiqun Chen<sup>1</sup>, Lili Cheng<sup>1</sup>, Jing Wang<sup>3</sup>, Xiaolin Sun<sup>5, 6</sup>, Xiaohui Liu<sup>7</sup>, Haiteng Deng<sup>7</sup>, Jinliang Yang<sup>2</sup>, Zhanguo Li<sup>4, 5, 6</sup>,  
Wanli Liu<sup>3, 4\*</sup>, Ligong Chen<sup>1, 2\*</sup>

# These authors equally contribute to the project.

**This PDF file includes:**Supplementary Fig.1 to Supplementary Fig.15

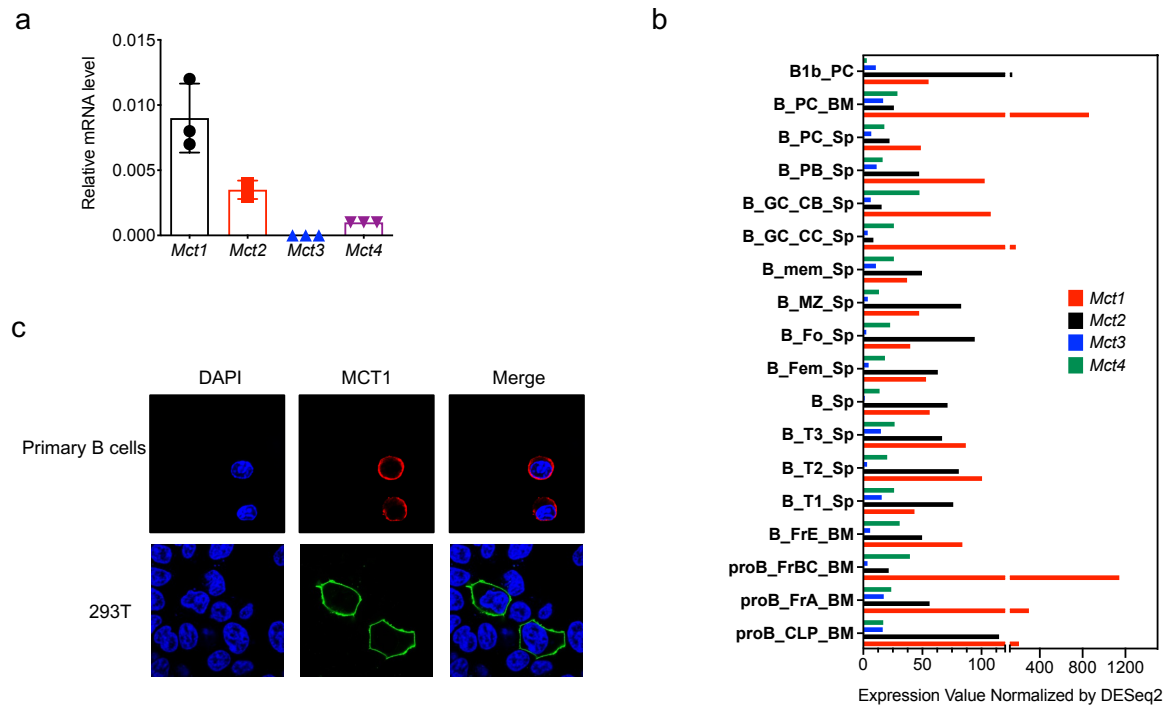

**Supplementary Fig.1 *Mct1* is highly transcribed on B cells.** **a** The mRNA levels of *Mct1-4* in the primary B cells stimulated with LPS and IL-4 for 2 days by qPCR,  $n = 3$  biological replicates. **b** Analyze the expression of *Mct1-4* in B cells through the RNA-seq database from ImmGen. **c** Immunofluorescence analysis of MCT1 sub-localization of primary B cells (top panel) and 293T cells (bottom panel). MCT1 protein are red (top panel) or green (bottom panel) and nuclei are blue (DAPI),  $n = 3$  biological replicates. Scale Bar, 10  $\mu\text{m}$ . Data are presented as mean  $\pm$  SEM, unpaired two-tailed t-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , n.s, not significant.

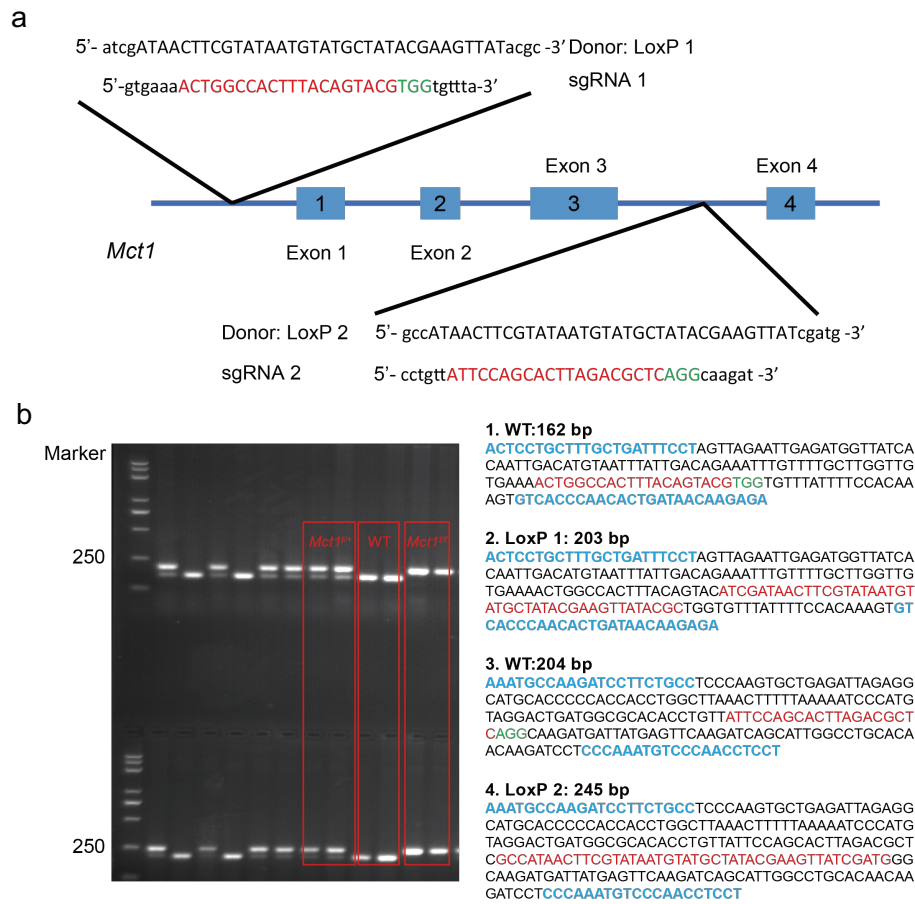

**Supplementary Fig.2 The *Mct1*<sup>fl/fl</sup> mice were obtained with CRISPR-Cas9 technology.**  
**a** The schematic diagram of the sgRNA/donor sites at *Mct1* allele. The sgRNAs sequences are indicated in red, the protospacer-adjacent motif (PAM) in green and the LoxP donor sequences in black capital letters. **b** PCR identification analysis of targeted alleles. Expected fragment size: 1-WT = 162 bp, 2-LoxP 1 = 203 bp, 3-WT = 204 bp, and 4-LoxP 2 = 245 bp. The PCR primers are shown in blue.

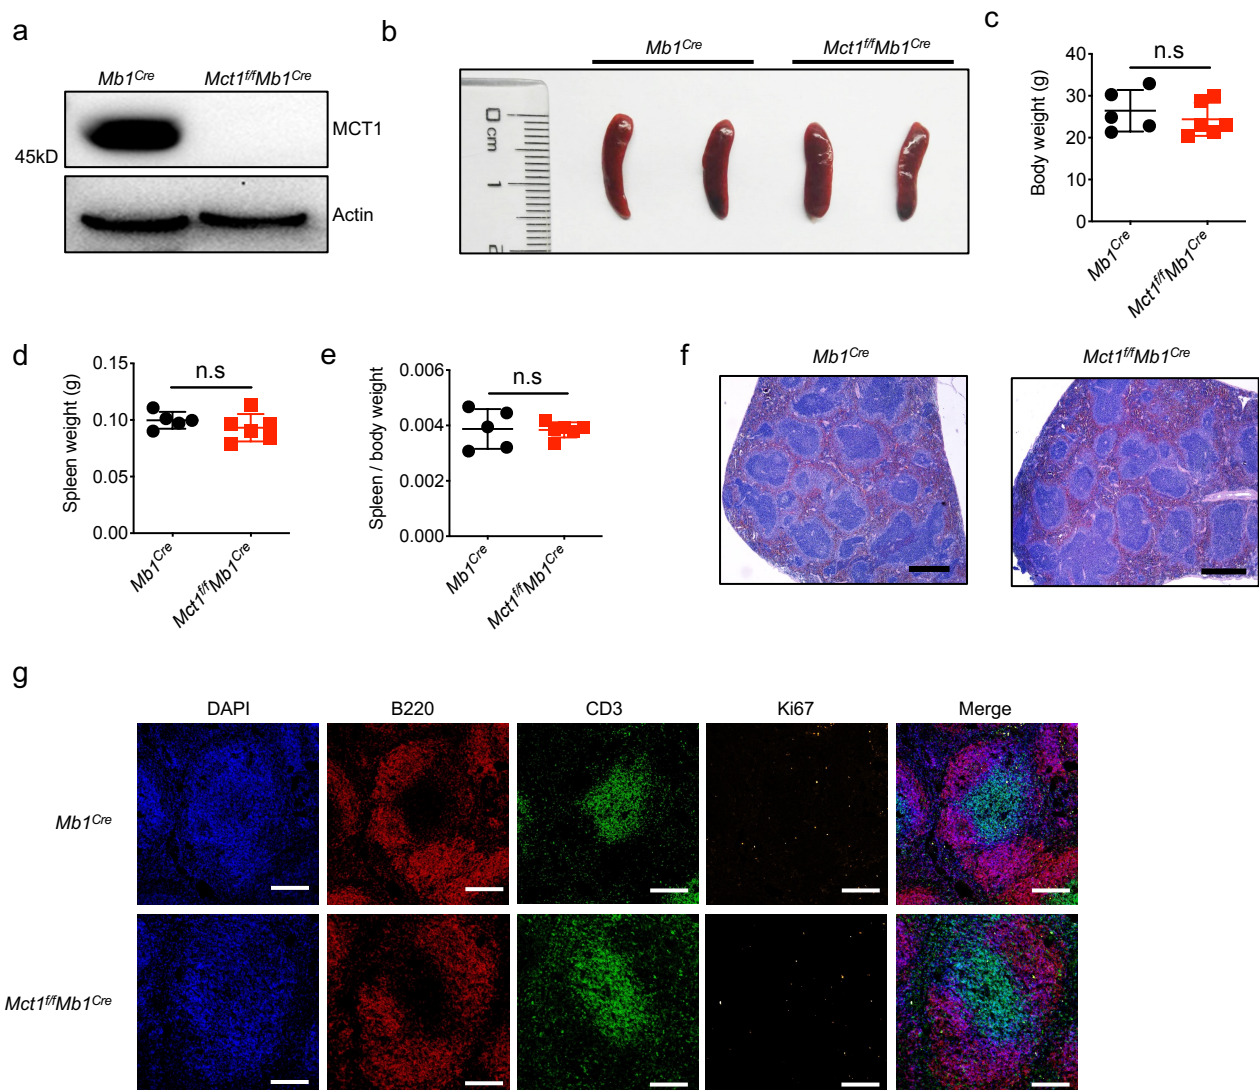

**Supplementary Fig.3 *Mct1* deficiency does not alter spleen morphology and weight.** **a** The protein level of MCT1 in the activated B cells with LPS and IL-4-treated for 3 days was assessed by western blotting,  $n = 3$  biological replicates. **b-g** The *Mb1<sup>Cre</sup>* and *Mct1<sup>ff</sup>/Mb1<sup>Cre</sup>* mice without immunization, the size (**b**) and weight (**c**) of spleen, body weight (**d**) and the ratio of spleen and body (**e**) were shown, *Mb1<sup>Cre</sup>* ( $n = 5$  biological replicates) and *Mct1<sup>ff</sup>/Mb1<sup>Cre</sup>* ( $n = 6$  biological replicates). The morphology of the red and white pulp of the spleen were analyzed by H&E. Scale Bar, 250  $\mu$ m (**f**). Proliferative B cells were detected by immunofluorescence (IF) with Ki67 (proliferative cells marker), CD3 (Negative, T cells), and B220 (Positive, B cells). DAPI is nuclear marker. Scale Bar, 50  $\mu$ m (**g**). Data (**b**, **f**, **g**) are representative one of three independent experiments. Data are presented as mean  $\pm$  SEM of 5-6 mice, unpaired two-tailed t-test, n.s, not significant.

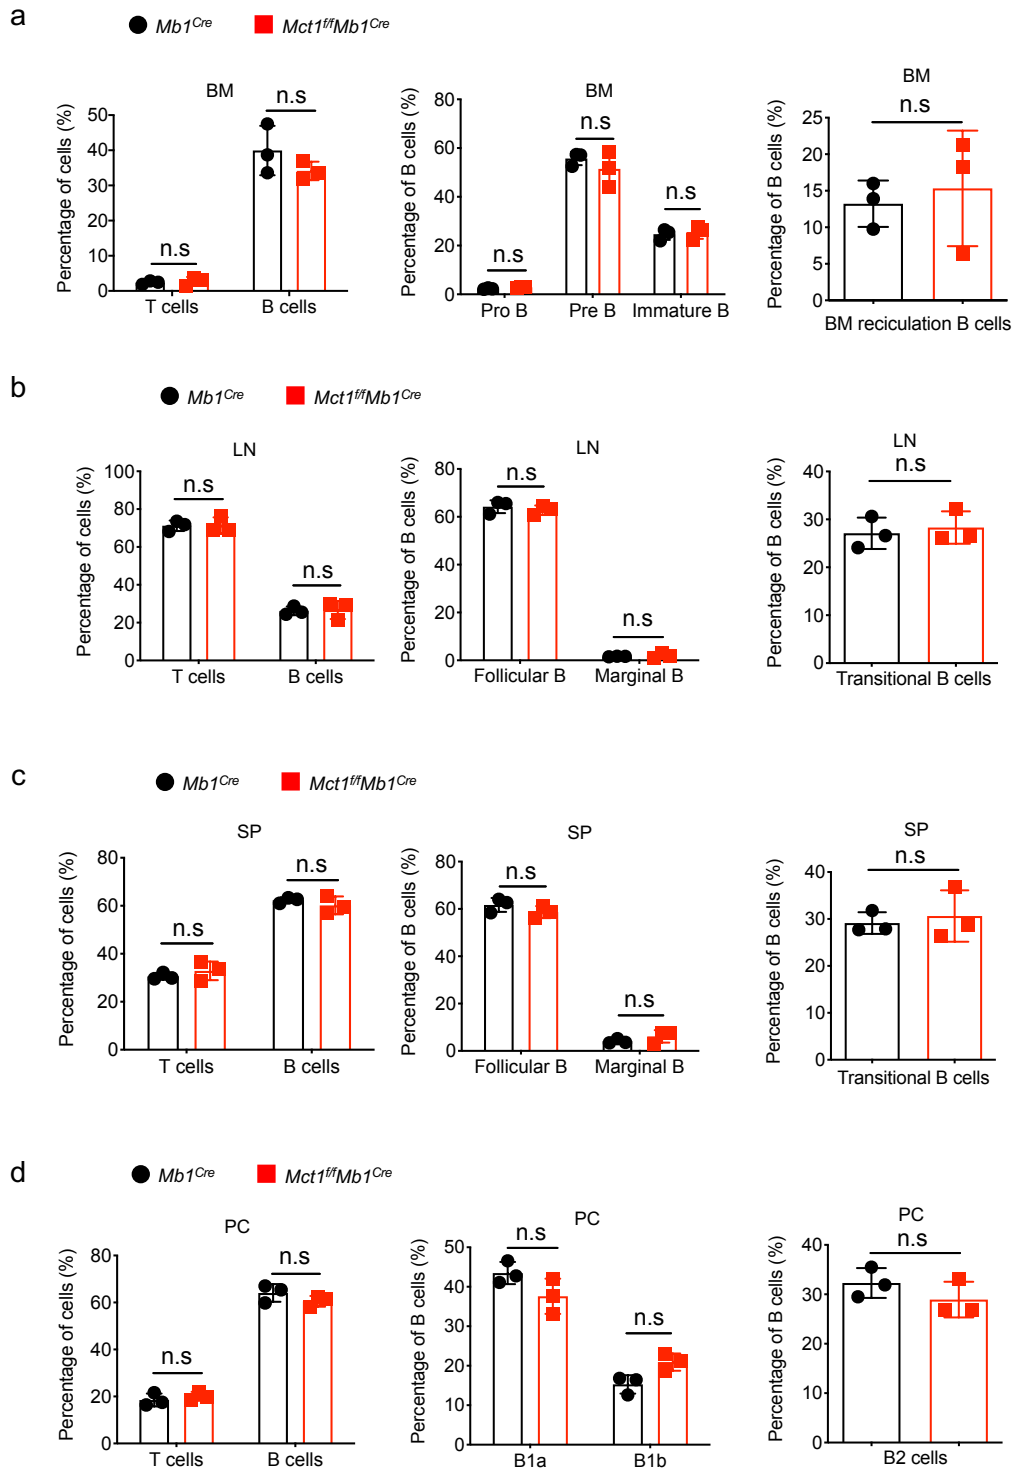

**Supplementary Fig.4 *Mct1* deficiency does not impair the B cells development.** a-d Flow cytometry analysis of the frequencies of T cells, B cells, immature B cells, pro-B, pre-B, recirculating mature B cells, follicular B cells, marginal B cells, transitional B cells, B1a, B1b and B2 cells in bone marrow (BM) (a), lymph node (LN) (b), spleen (SP) (c), or peritoneal cavity (PC) (d), respectively, n = 3 biological replicates. Data are presented as mean  $\pm$  SEM of 3 mice, unpaired two-tailed t-test, n.s., not significant.

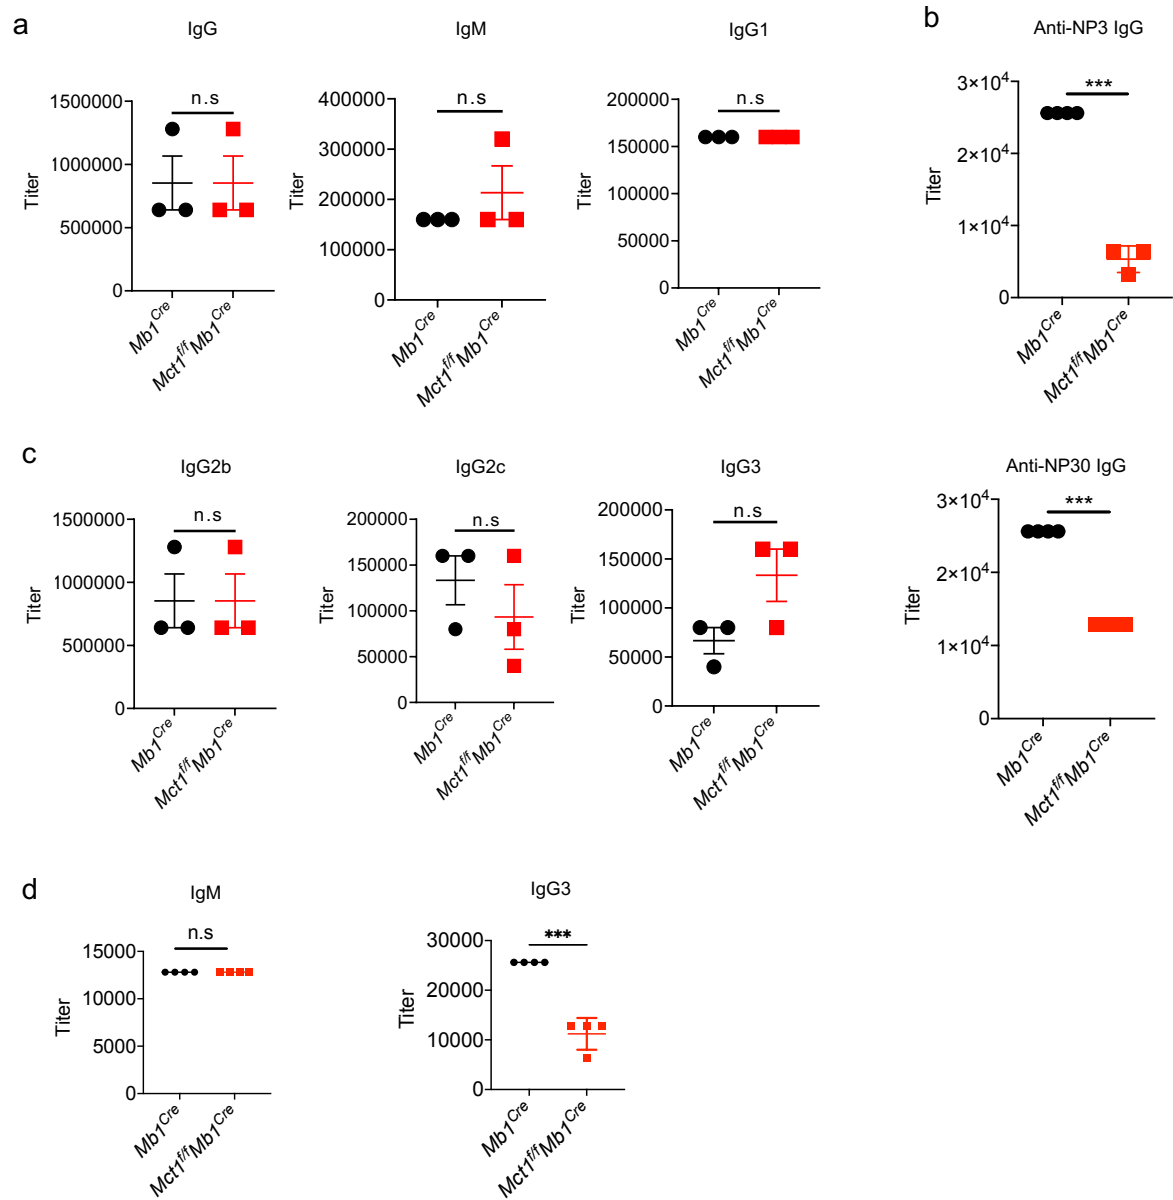

**Supplementary Fig.5** *Mct1* deficiency does not affect the serum innate antibodies homeostasis, but affects antibodies isotypes response after immunization with NP<sub>33</sub>-KLH. **a** Titer of innate antibody IgM, IgG, IgG1, IgG2b, IgG2c, or IgG3 isotype were detected by ELISA,  $n = 3$  biological replicates. **b** The titers of IgG responding to Anti-NP3 or Anti-NP30 from *Mb1<sup>Cre</sup>* ( $n = 4$  biological replicates) and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* ( $n = 3$  biological replicates) mice upon immunization (i.p.) with NP<sub>33</sub>-KLH at week 2 were detected by ELISA. **c** Antibody titers of IgG1, IgG2b, IgG2c, or IgG3 isotype from *Mb1<sup>Cre</sup>* ( $n = 3$  biological replicates) and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* ( $n = 3$  biological replicates) upon immunization (Intraperitoneal injection, i.p.) with NP<sub>33</sub>-KLH at week 2 were detected by ELISA. **d** Antibody titers of IgG3 and IgM isotype from *Mb1<sup>Cre</sup>* ( $n = 4$  biological replicates) and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* ( $n = 4$  biological replicates) upon immunization (i.p.) with NP-Ficoll at week 2 were detected by ELISA. Data are presented as mean  $\pm$  SEM of 3-4 mice, unpaired two-tailed t-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , n.s, not significant.

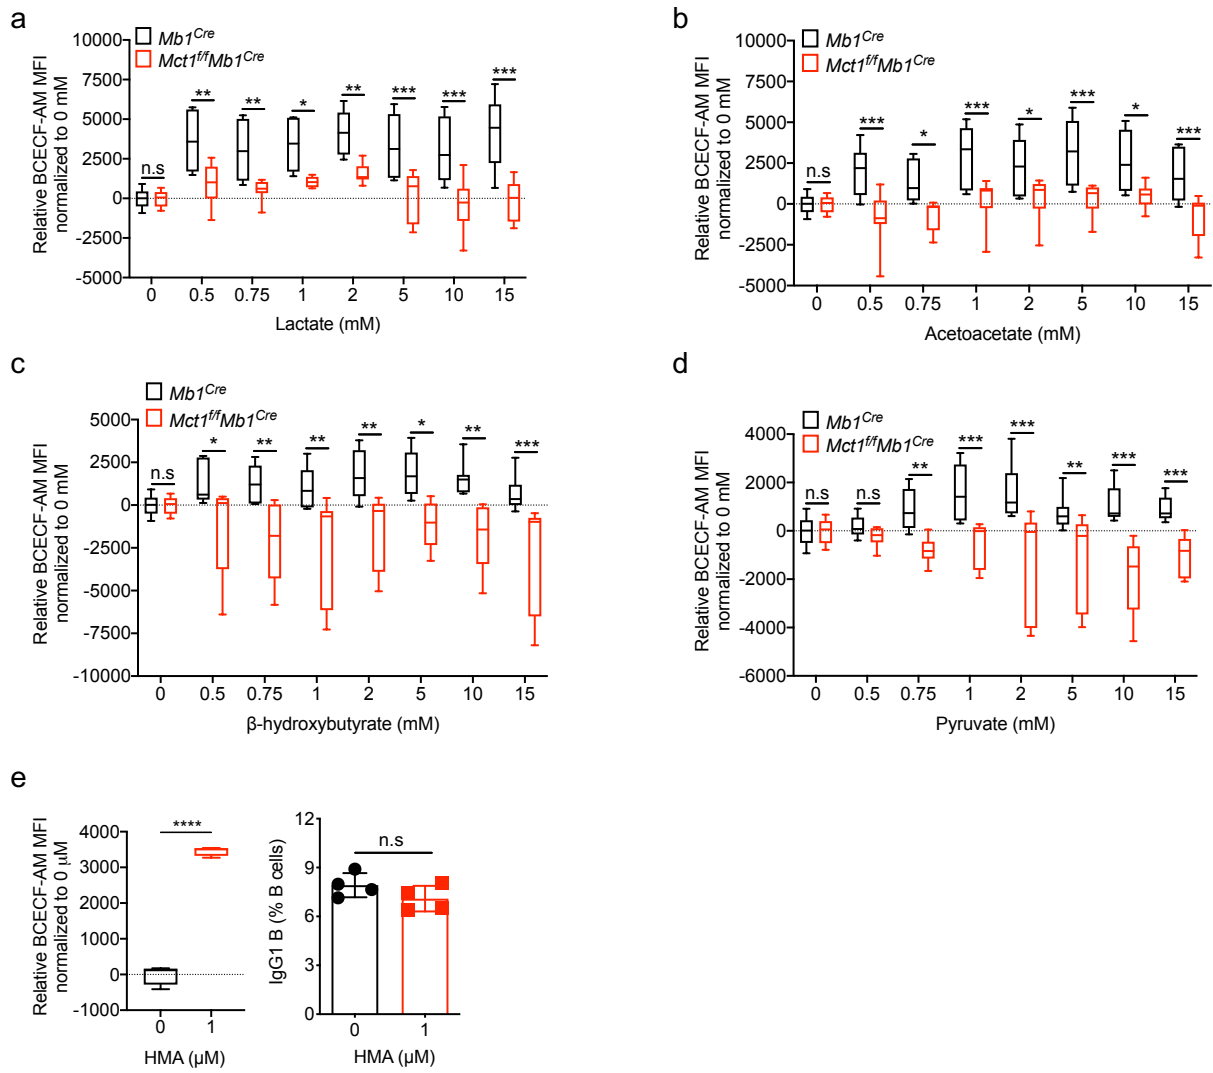

**Supplementary Fig. 6** *Mct1* deficiency affected the CSR in a pH-independent manner.

**a** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>ff</sup>Mb1<sup>Cre</sup>* mice were cultured with various concentration of lactate (**a**), acetoacetate (**b**), β-hydroxybutyrate (**c**) and pyruvate (**d**), then pH was measured (n = 3 biological replicates). **e** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>ff</sup>Mb1<sup>Cre</sup>* mice were co-stimulated with LPS and IL-4 and added with or without HMA (5-N,N-hexamethylene amiloride, an inhibitor of the Na<sup>+</sup>/H<sup>+</sup> exchanger) for 3 days (n = 4 biological replicates). Data are presented as mean ± SEM of 3-4 mice, unpaired two-tailed t-test, \* p < 0.05, \*\* p < 0.01, n.s., not significant.

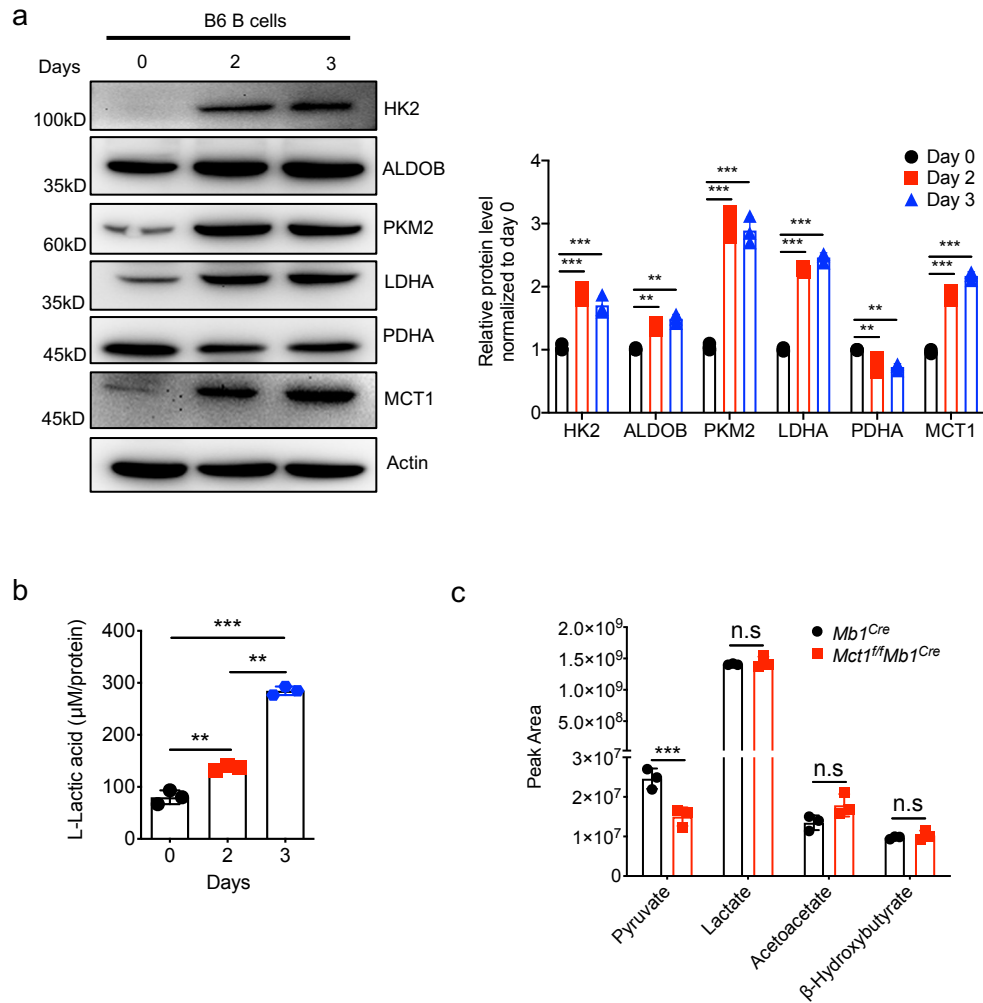

**Supplementary Fig.7 LPS and IL-4 treatment increases glucose utilization in primary B cells *in vitro*.** **a** Glycolysis enzyme expression in the activated B cells treated with LPS and IL-4 for 2 or 3 days was assessed by western blotting (n = 3 biological replicates). **b** Naïve B cells isolated from C57BL6J (B6) mice were stimulated with LPS and IL-4 for 2 or 3 days. The lactate concentrations of naïve and activated B cells were detected by L-lactate assay kit (Elabsience) (n = 3 biological replicates). **c** Naïve B cells isolated from  $Mb1^{Cre}$  and  $Mct1^{fl/fl}Mb1^{Cre}$  mice were stimulated with LPS and IL-4 for 3 days. The relative level of pyruvate, lactate, acetoacetate and  $\beta$ -hydroxybutyrate in intracellular was determined by metabolomics (n = 3 biological replicates). Data are presented as mean  $\pm$  SD, two-way ANOVA followed by Sidak's multiple-comparisons test, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , n.s, not significant. Source data are provided as a Source Data file.

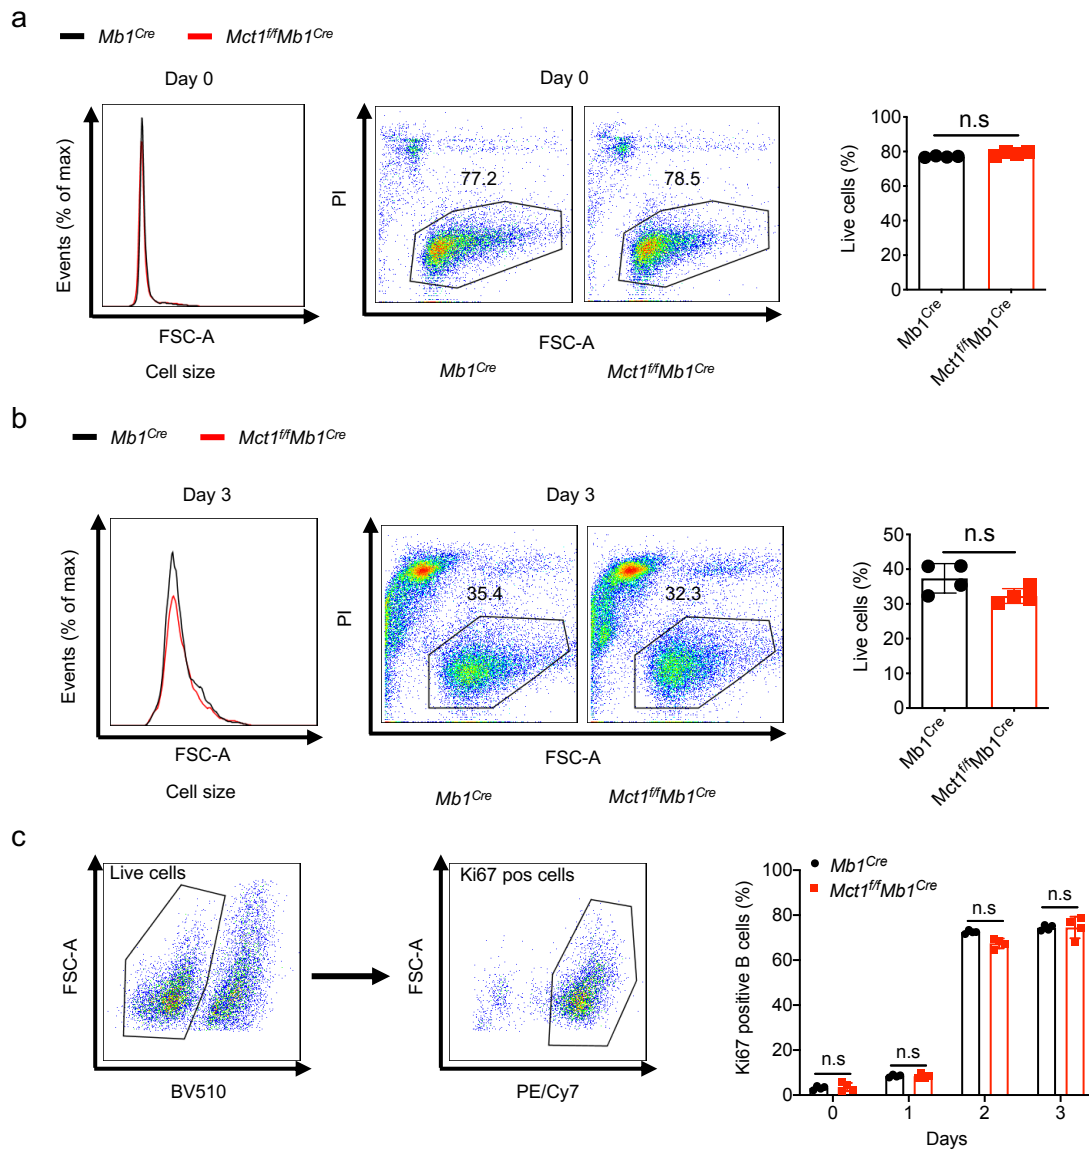

**Supplementary Fig.8 MCT1 is nonessential for B cells proliferation and survival *in vitro*.** **a** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* mice. Cell size (left) and PI staining (center) of B cells were analyzed by flow cytometry. Cumulative data of live cells was shown in right,  $n = 4$  biological replicates. **b** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* mice were stimulated with LPS and IL-4 for 3 days. Cell size (left) and PI staining (center) of B cells were analyzed by flow cytometry. Cumulative data of live cells was shown in right,  $n = 4$  biological replicates. **c** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* mice were labeled with Ki67 and treated as in (b). Ki67 was measured at day 0, 1, 2 and 3 after stimulation,  $n = 4$  biological replicates. Data are presented as mean  $\pm$  SD, unpaired two-tailed t-test, n.s, not significant.

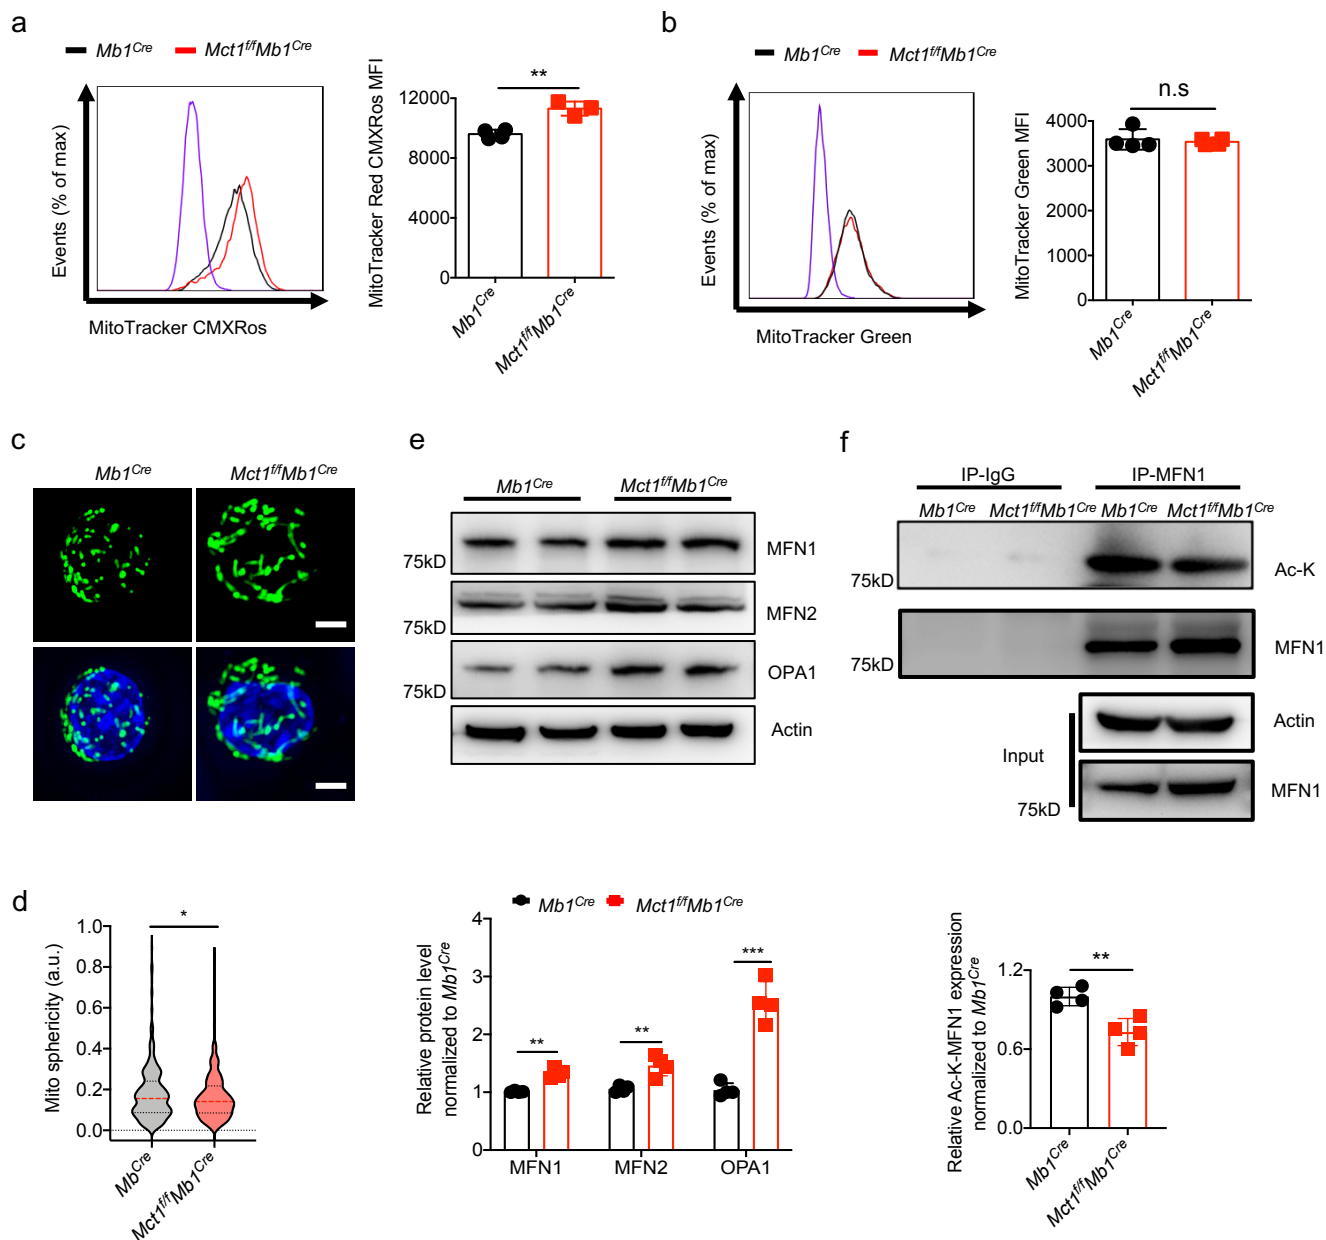

**Supplementary Fig.9 *Mct1* deficiency induces a fusion of mitochondria in B cells.**

**a-b** The naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* mice were stimulated with LPS and IL-4 for 2 days. The cells were stained with Mito-Tracker CMXRos (**a**) and Mito-Tracker Green (**b**) and without staining (purple), then analyzed by flow cytometry. Representative histograms (left), relative MFI (right), *Mb1<sup>Cre</sup>* (*n* = 4 biological replicates) and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* (*n* = 3 biological replicates). **c-d** The mitochondrial morphology in live B cells after LPS and IL-4 activation for 2 days, cultured by using commercialized Hessian-SIM (High intelligent and Sensitive Microscope, HIS-SIM). Mitochondria are green (Mitotracker Deep Red) and nuclei are blue (Hoechst 42). Scale Bar, 2  $\mu$ m (**c**). Mitochondrial sphericity was determined by Image J. *Mb1<sup>Cre</sup>*: *n* = 397 mitochondria, *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>*: *n* = 425 mitochondria (**d**). **e** Western blotting bands and their quantification analysis of MFN1, MFN2 and OPA1 in B cells after LPS/IL-4 activation for 2 days, *n* = 4 biological replicates. **f** Naïve B cells isolated from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl/fl</sup>Mb1<sup>Cre</sup>* mice were stimulated with LPS and IL-4 for 3 days. Cells were harvested for immunoprecipitation (IP). Western blotting analysis of MFN1 and acetylation of MFN1 by Ac-K antibody, *n* = 4 biological replicates. Data are presented as mean  $\pm$  SD, unpaired two-tailed *t* test, \* *p* < 0.05, \*\* *p* < 0.01, \*\*\* *p* < 0.001, n.s., not significant. Source data are provided as a Source Data file.

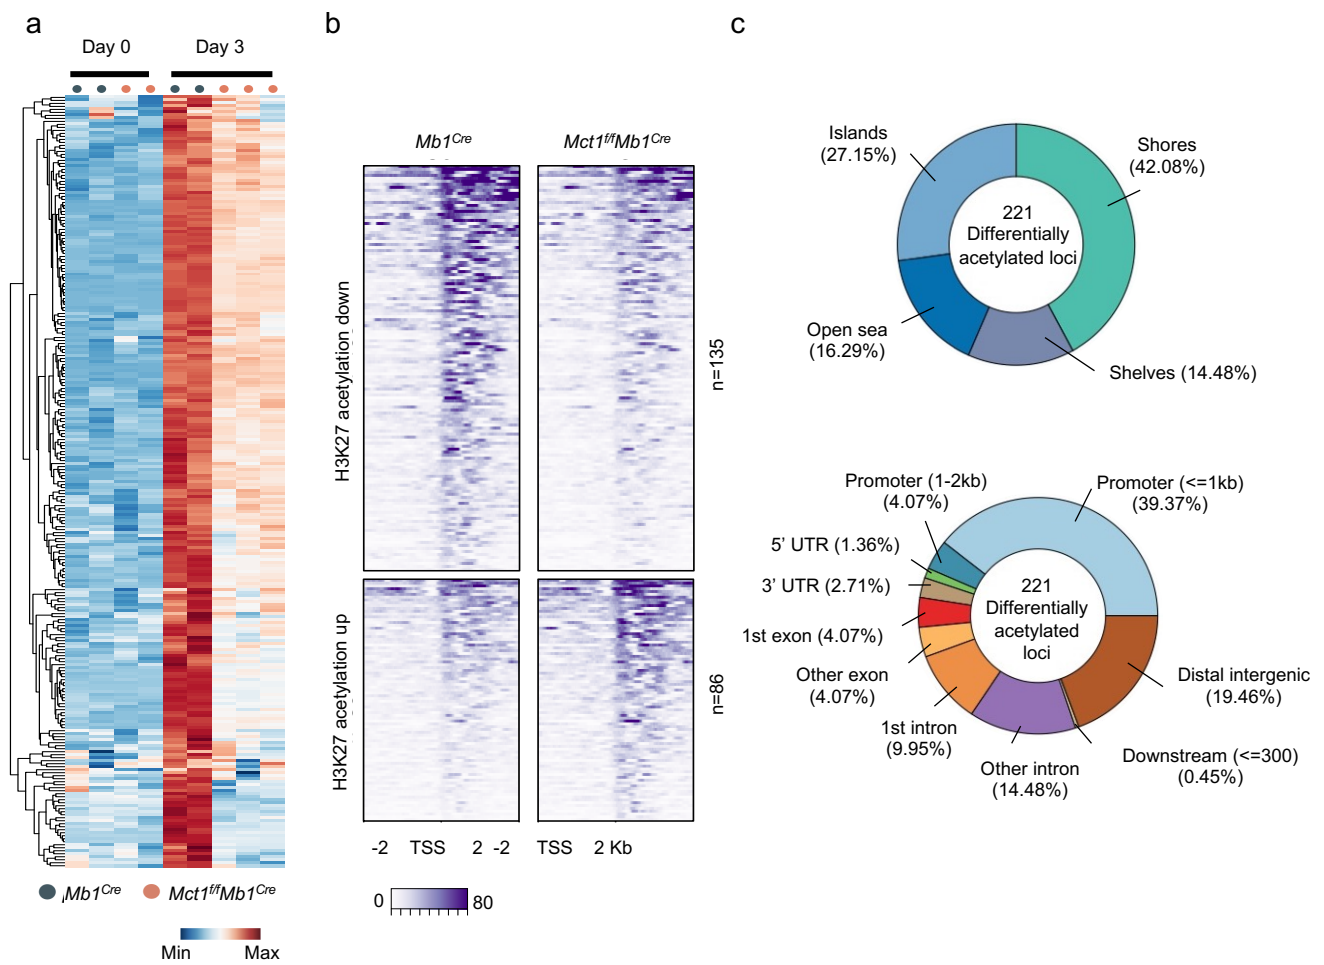

**Supplementary Fig.11 *Mct1* deficiency inhibits the acetylation of in B cells.** **a** The RNA-seq heat map of naïve and primary B cells treated with LPS and IL-4 for 3 days. **b** Heatmap of 221 differentially H3K27 acetylated loci in the primary B cells from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl</sup>/Mb1<sup>Cre</sup>* mice with treated LPS and IL-4 for 3 days. 85 of H3K27 acetylated loci were increased and 135 of H3K27 acetylated loci were decreased in *Mct1*-deficient B cells compared with WT control B cells. **c** Mapping of 221 differentially acetylated loci to CpG-rich elements (top) and gene bodies (bottom).

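In the 9 re-analysed libraries, 6258 of the 10823 tested genes differed between day 0 and day 3 in *Mb1* Cre B cells, 2687 higher and 3571 lower. In *Mct1* f/f*Mb1* Cre B cells 6120 genes differed, 2532 higher and 3588 lower. *Ddx3y*, a Y-linked gene, had 0.24 and 0.02 FPKM on day 0 and 14.7 and 16.5 FPKM on day 3 in *Mb1* Cre B cells. Activation and sex therefore cannot be separated in that genotype. In both genotypes activation cannot be separated from culture, since no library came from cells cultured without LPS and IL-4. Of 20 marker genes of other blood cells, 15 were at least 10 times higher on day 0 than on day 3. *Lyz2* went from 657 to 10.8 FPKM in *Mb1* Cre libraries. Part of the changes may therefore reflect RNA of other cells that is lost in culture. Of the 6811 genes called in either genotype, 5565 were called in both in the same direction and 2 in opposite directions. *Slc16a1* increased by 2.23 on the log2 scale in *Mb1* Cre B cells (adjusted p = 3.48e-10 from limma) and by 1.18 in *Mct1* f/f*Mb1* Cre B cells (adjusted p = 2.95e-08), and the difference of -1.06, tested as the interaction of genotype and day, was significant (standard error 0.106, adjusted p = 4.24e-04). Across genes, which are not independent replicates, the log2 fold changes of the 2 genotypes had a Pearson's r of 0.974 and a Spearman's rho of 0.968. The share of higher genes depended on how the libraries were scaled. In *Mb1* Cre B cells 42.9% of the called genes were higher with the values as deposited, 31.9% when each library was scaled to the same total and 55.4% with median-of-ratios scaling. In *Mct1* f/f*Mb1* Cre B cells these shares were 41.4%, 31.8% and 54.9%, and quantile normalization gave 51.4%. The median log2 fold change of all genes was -0.12 in *Mb1* Cre B cells and -0.14 in *Mct1* f/f*Mb1* Cre B cells as deposited, and -0.32 in both when the totals were made equal. Its sign changed with median-of-ratios scaling (0.065 and 0.056, respectively) and with quantile normalization (0.0082 and 0.024). Libraries with the same replicate number did not move together between the days, since the correlation across genes of their deviations from the group means was -0.122 in *Mb1* Cre B cells and 0.0533 and 0.0642 in *Mct1* f/f*Mb1* Cre B cells. With the replicate number as a block, 2687 genes were higher and 3574 lower in *Mb1* Cre B cells, and 2516 higher and 3587 lower in *Mct1* f/f*Mb1* Cre B cells. With the numbers of the *Mb1* Cre libraries crossed, a pairing chosen after the negative correlation was seen, 2687 genes were higher and 3577 lower.

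**Figure D4:**
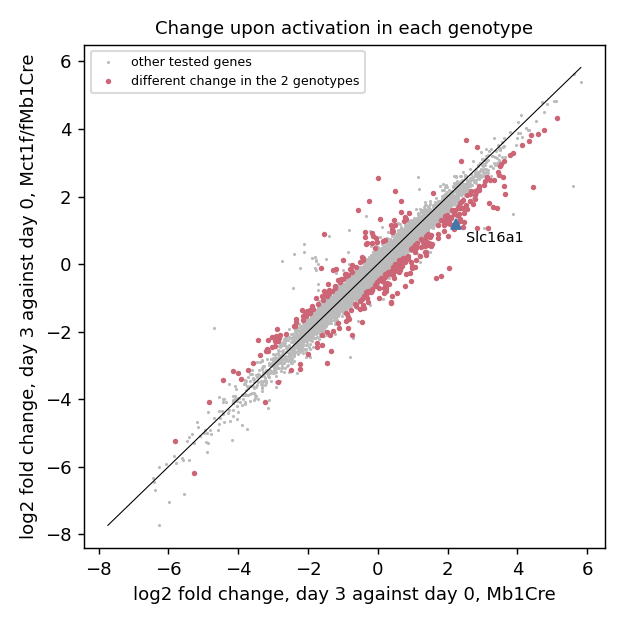
Log2 fold change from day 0 to day 3, in log2(FPKM + 1) units, of each tested gene in *Mb1* Cre B cells (horizontal axis) and *Mct1* f/f*Mb1* Cre B cells (vertical axis), with equal change on the line. Red points are the 350 genes whose change differed between the genotypes, and the triangle marks *Slc16a1* (2.23 and 1.18).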

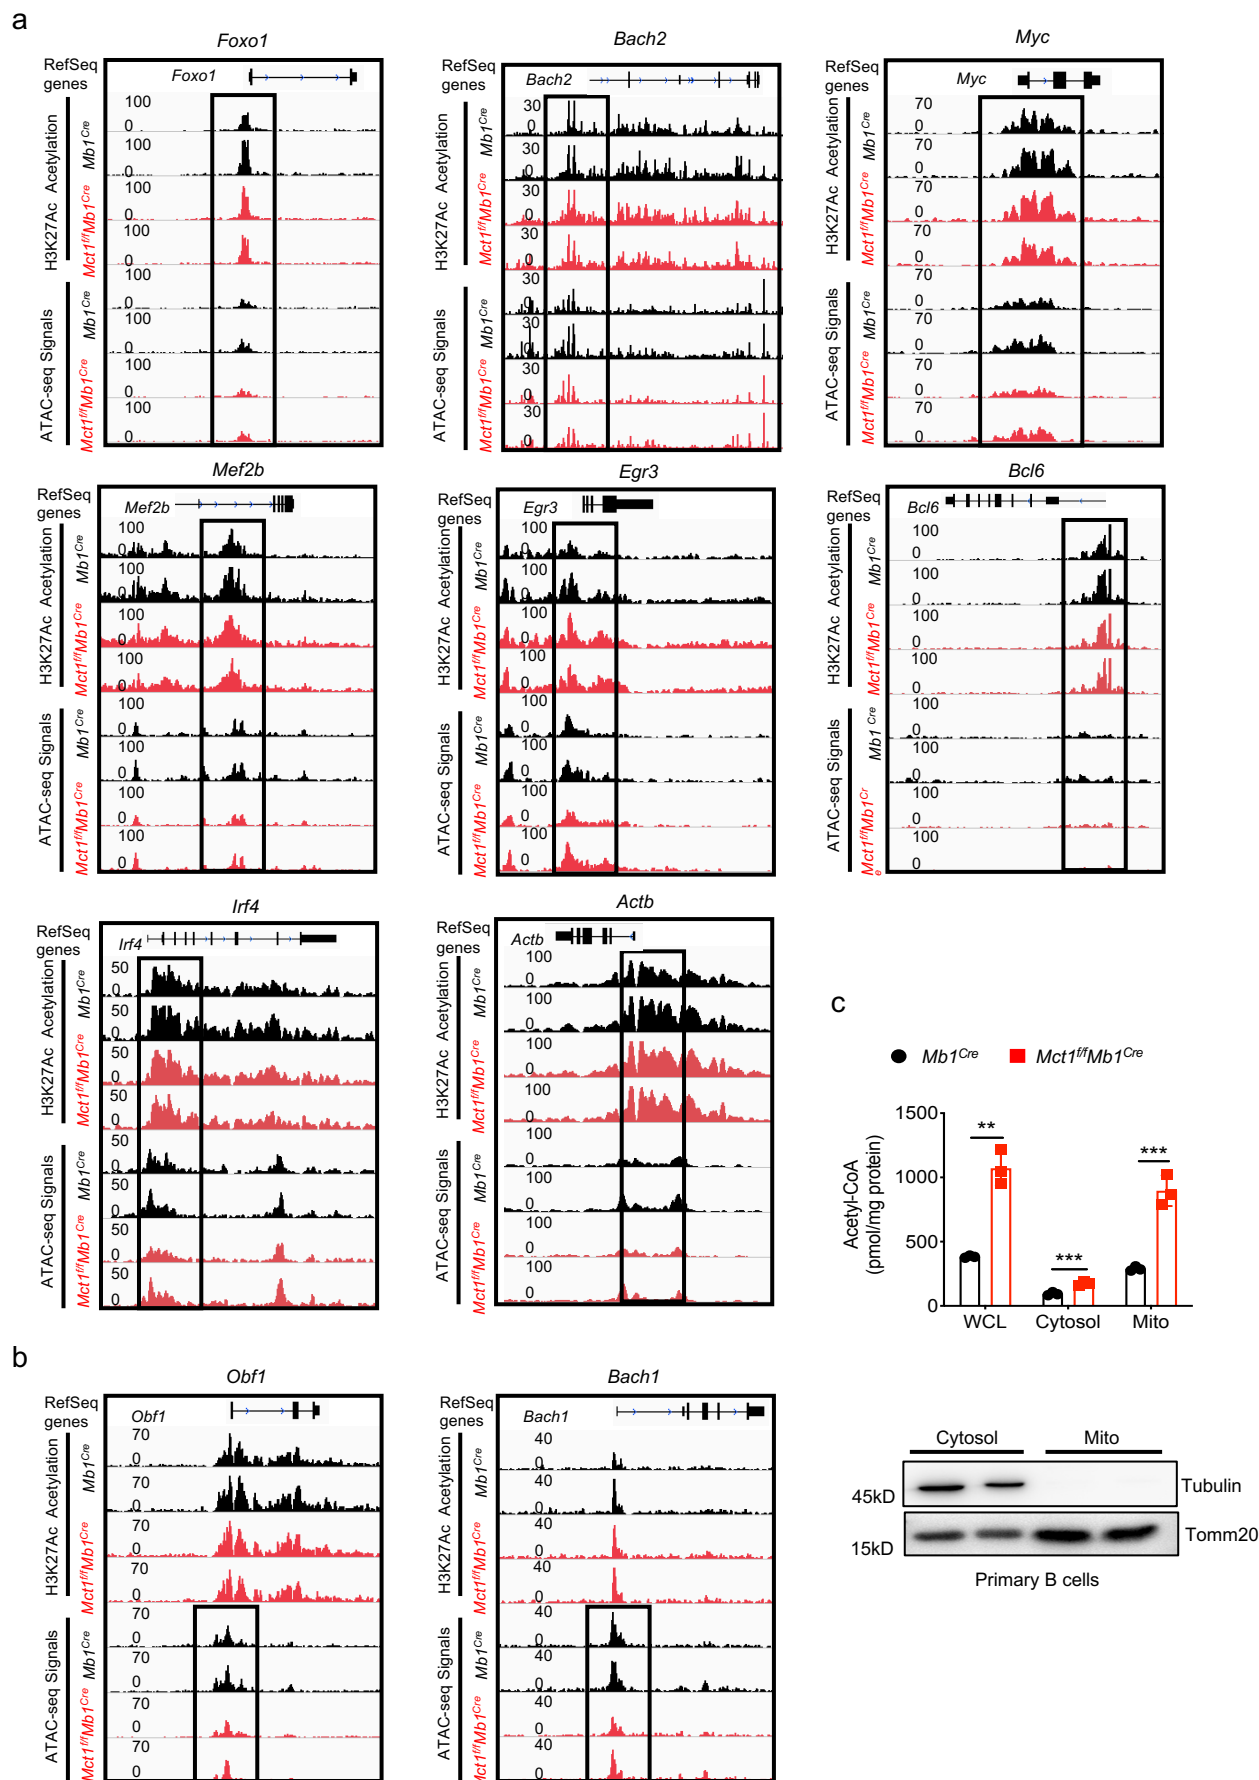

**Supplementary Fig.12 Analysis of acetylation in B cells. a** Analysis of H3K27 acetylation at the housekeeping gene *Actb*, GC formation genes including *Foxo1*, *Bach2*, *Myc*, *Mef2b*, *Egr3*, *Bcl6* and *Irf4* gene promoter with ChIP-seq and ATAC-seq in B cells from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl</sup>/Mb1<sup>Cre</sup>* mice stimulated with LPS and IL-4 for 3 days. **b** Analysis of H3K27 acetylation at the *Obf1* and *Bach1* gene promoter with ChIP-seq and ATAC-seq in B cells from *Mb1<sup>Cre</sup>* and *Mct1<sup>fl</sup>/Mb1<sup>Cre</sup>* mice stimulated with LPS and IL-4 for 3 days. **c** Acetyl-CoA expression in mitochondria and cytoplasm was measured,  $n = 3$  biological replicates. Data are presented as mean  $\pm$  SD, unpaired two-tailed t-test, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

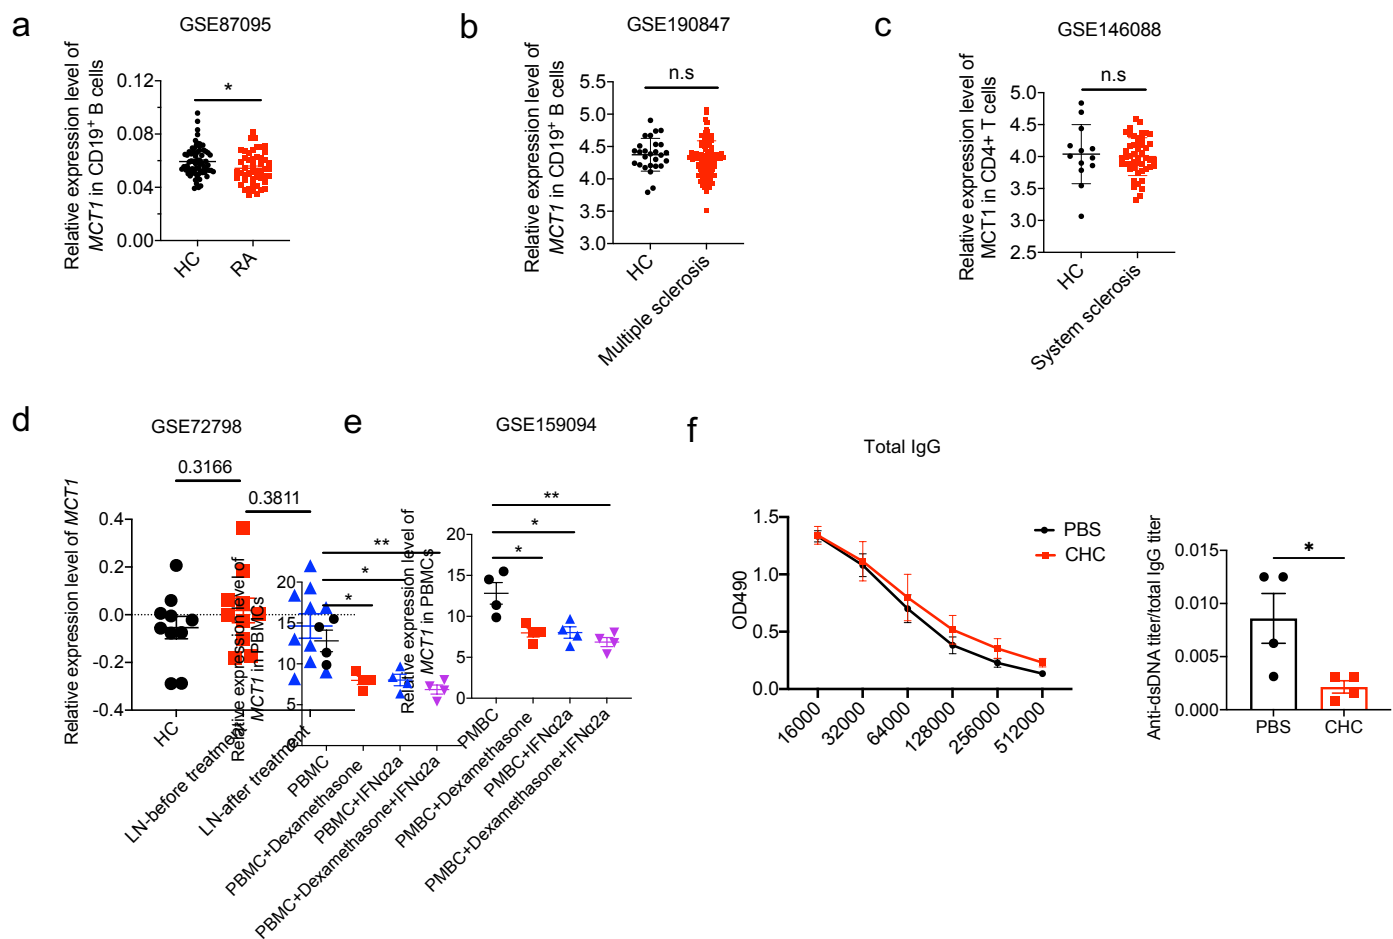

**Supplementary Fig.13 The expression of Mct1 in the treatment of SLE.** **a** MCT1 expression in B cells of RA patients and healthy controls, from data of GSE87095. **b** MCT1 expression in B cells of MS patients and healthy controls, from data of GSE190847. **c** MCT1 expression in B cells of SS patients and healthy controls, from data of GSE190847. **d** MCT1 expression in PBMCs upon conventional immunosuppressive drugs treatment of patients with lupus nephritis from data of GSE72798. **e** MCT1 expression in PBMCs with different types of *in vitro* treatment from data of GSE159094. **f** The total IgG titer or anti-dsDNA antibody titer in WT mice with or without CHC treatment after bm12 cell transfer.

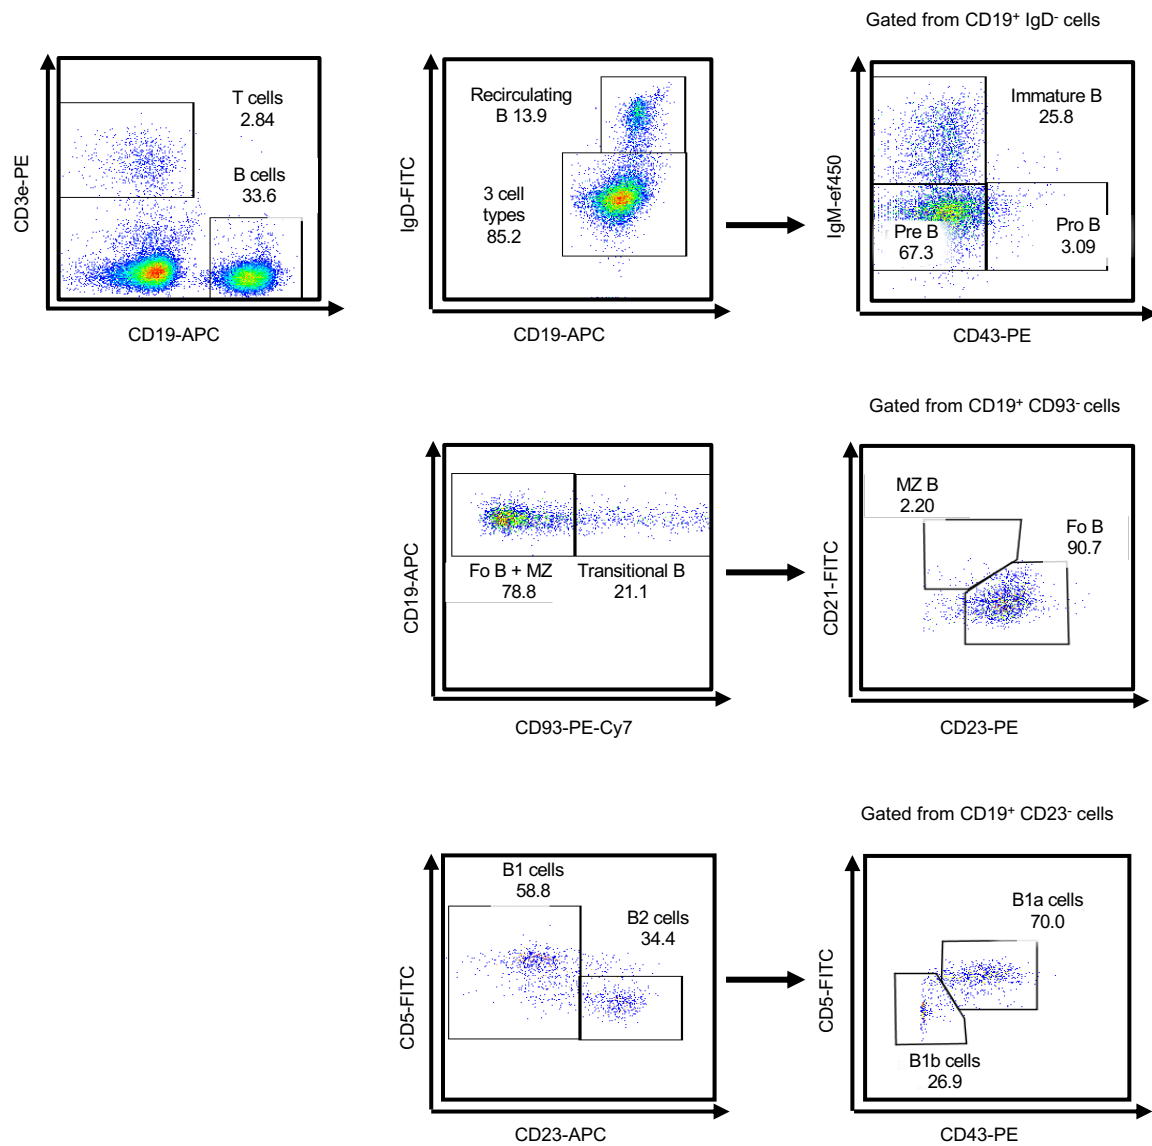

**Supplementary Fig.14 Different cell populations of B cells development.** Proportion of T cells (CD19<sup>+</sup>CD3e<sup>+</sup>), B cells (CD19<sup>+</sup>CD3e<sup>+</sup>), Recirculating mature B cells (CD19<sup>+</sup>IgD<sup>+</sup>), Immature B cells (CD19<sup>+</sup>IgD<sup>+</sup>IgM<sup>+</sup>CD43<sup>-</sup>), Pro B cells (CD19<sup>+</sup>IgD<sup>+</sup>IgM<sup>+</sup>CD43<sup>+</sup>), Pre B cells (CD19<sup>+</sup>IgD<sup>+</sup>IgM<sup>+</sup>CD43<sup>-</sup>), Transitional B cells (CD19<sup>+</sup>CD93<sup>+</sup>), Follicular B cells (CD19<sup>+</sup>CD93<sup>-</sup>CD23<sup>+</sup>CD21<sup>low</sup>), Marginal B cells (CD19<sup>+</sup>CD93<sup>-</sup>CD23<sup>-</sup>CD21<sup>high</sup>), B1a (CD19<sup>+</sup>CD23<sup>-</sup>CD5<sup>+</sup>CD43<sup>+</sup>), B1b (CD19<sup>+</sup>CD23<sup>-</sup>CD5<sup>+</sup>CD43<sup>-</sup>) and B2 cells (CD19<sup>+</sup>CD23<sup>+</sup>) in bone marrow (BM), spleen (SP), peritoneal cavity (PC), or lymph node (LN), analyzed by flow cytometry. Arrows show subsequent gated population.

a

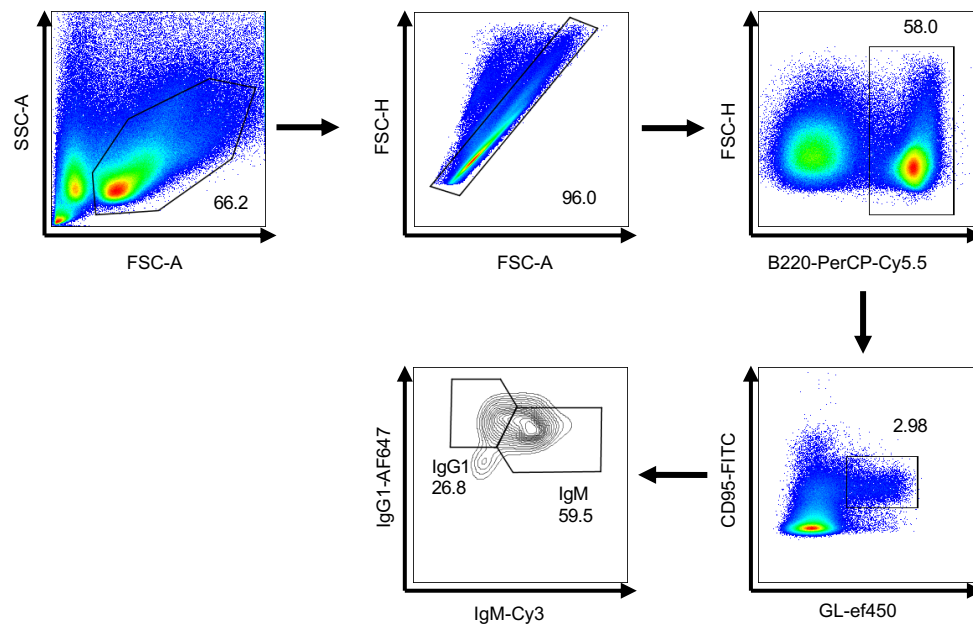

b

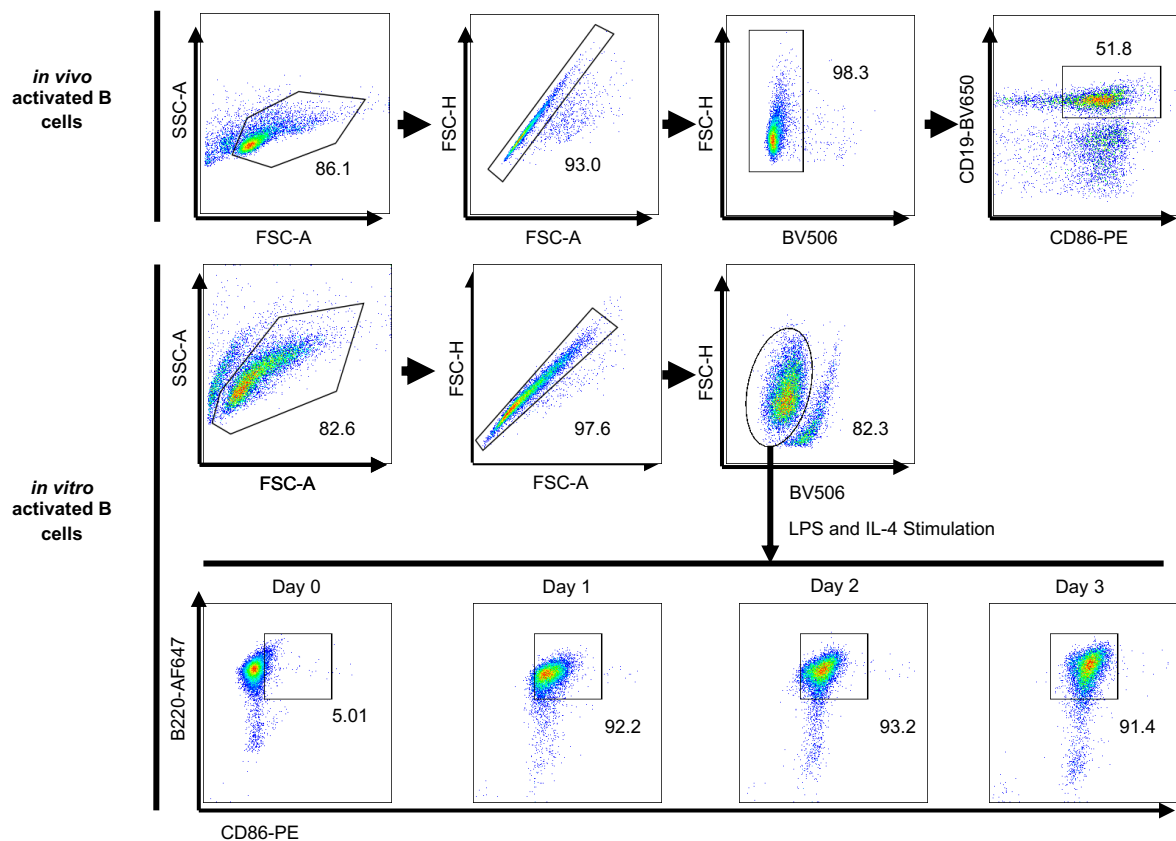

**Supplementary Fig.15 Different cell populations of IgG1 B cells and IgM B cells.** **a** Representative FACS plots are shown to determine frequency of indicated target populations - IgG1 GCBC and IgM GCBC. **b** Representative FACS plots are shown to determine frequency of indicated target populations. Our subject, *in vivo*- and *in vitro*-activated B cells, are B220<sup>+</sup>CD86<sup>+</sup> after NP-LPS immunization and LPS and IL-4 stimulation respectively.

**Supplementary Data**

Supplementary Data S1. Primers used for real-time PCR

Supplementary Data S2. Antibody Dilution and Catalogue Number

Supplementary Data S3. RNA-seq of B cells with LPS and IL-4 treatment for 3 days

Supplementary Data S4. <sup>13</sup>C-labeled glucose flux analysis of day 0 B cells

Supplementary Data S5. <sup>13</sup>C-labeled glucose flux analysis of day 2 B cells

Supplementary Data S6. Metabonomics analysis of day 3 B cells

Supplementary Data S7. Histone proteomics mass spectrometry data

**Source Data**

# Supplementary material for: MCT1-governed pyruvate metabolism is essential for antibody class-switch recombination through H3K27 acetylation
**Source:** Nat Commun. 2024 Jan 2;15:163. doi: 10.1038/s41467-023-44540-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data S1

Description: Primers used for real-time PCR

File Name: Supplementary Data S2

Description: Antibody Dilution and Catalogue Number

File Name: Supplementary Data S3

Description: RNA-seq of B cells with LPS and IL-4 treatment for 3 days

File Name: Supplementary Data S4

Description: <sup>13</sup>C-labeled glucose flux analysis of day 0 B cells

File Name: Supplementary Data S5

Description: <sup>13</sup>C-labeled glucose flux analysis of day 2 B cells

File Name: Supplementary Data S6

Description: Metabonomics analysis of day 3 B cells

File Name: Supplementary Data S7

Description: Histone proteomics mass spectrometry data

# Supplementary material for: MCT1-governed pyruvate metabolism is essential for antibody class-switch recombination through H3K27 acetylation
**Source:** Nat Commun. 2024 Jan 2;15:163. doi: 10.1038/s41467-023-44540-0
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Seahorse XFe-96 software, HIS-SIM, Eletron microscopy, Confocal microscope (Zeiss, LSM780)

Data analysis Prism 8 software (GraphPad), Image J (v1.53t), Flow Jo\_v10, LC-MS/MS

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Affymetrix Microarray Data of GSE10325 and GSE4588 and RNA-seq data of GSE118254 were used in this study. The RNA-seq, ATAC-seq, and Chip-seq datasets supporting the current study are not yet deposited in public repositories until publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

## Primary antibodies :

anti-phospho-FOXO1 (Thr24) /FOXO3a (Thr32) (#9464),1:1000, Cell Signaling Technology  
 anti-phospho-AKT (Ser473) (#9271) ,1:1000, Cell Signaling Technology  
 anti-HK1 (#2024), 1:1000, Cell Signaling Technology  
 anti-HK2 (#2867),1:1000, Cell Signaling Technology  
 anti-GAPDH (#5174),1:1000, Cell Signaling Technology  
 anti-PKM1/2 (#3106) ,1:1000, Cell Signaling Technology  
 anti-PKM2 (#4053) ,1:1000, Cell Signaling Technology  
 anti-LDHA (#3582) ,1:1000, Cell Signaling Technology  
 anti-PDHA (#3205) ,1:1000, Cell Signaling Technology  
 anti-H3K27Ac (#8173),1:1000, Cell Signaling Technology  
 anti-H3 (#4499),1:1000, Cell Signaling Technology  
 Anti-KI67 (#ab15580),1:1000, Abcam  
 Anti-LDHB (#14824-1-AP),1:1000, Proteintech  
 anti-ALDOB (#18065-1-AP) ,1:1000, Proteintech  
 anti-PC (#16588-1-AP) ,1:1000, Proteintech  
 MFN1 Polyclonal antibody, 1:1000, Proteintech, cat: #13798-1-AP  
 MFN2 Polyclonal antibody,1000, Proteintech, cat: #12186-1-AP  
 OPA1 Polyclonal antibody,1:1000, Proteintech, cat: #27733-1-AP  
 Anti-Tomm20 antibody (ab186735),,1:1000, Abcam, cat: #ab186735  
 Pan Acetylation Monoclonal antibody,1:1000, Proteintech, cat: #66289-1-Ig  
 Anti-β-actin (#30102ES40) ,1:1000, Yeasen  
 Anti-AID (#392500) ,1:1000, Thermo  
 Anti-MCT1 (#TA321556) ,1:1000, Origene  
 Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgM, μ chain specific (#115-167-020),1:400,  
 Af450 anti-GL-7 (#48-5902-80),1:400, eBioscience  
 ef660 anti-GL-7 (#50-5902-82),1:400, eBioscience  
 Alexa Fluor 488 anti-CXCR4 (#53-9991-80) ,1:400,eBioscience  
 ef450 anti-IgM (#48-5790-82),1:400, eBioscience  
 PerCP/Cyanine5.5 anti-B220 (#103209) ,1:400,Biolegend  
 FITC anti-CD95 (#152605) ,1:400,Biolegend  
 PE anti-CD95 (#152607) ,1:400,Biolegend  
 APC anti-CD86 (#105012),1:400, Biolegend  
 E anti-CD3 (#100205) ,1:400,Biolegend  
 APC anti-CD19 (#115511),1:400, Biolegend  
 FITC anti-IgD (#405703) ,1:400,Biolegend  
 PE anti-CD43 (#143205),1:400, Biolegend  
 PE/Cyanine7 anti-CD93 (#136505) ,1:400,Biolegend  
 PE anti-CD23 (#101607) ,1:400,Biolegend  
 FITC anti-CD21 (#123407),1:400, Biolegend  
 FITC anti-CD5 (#100605) ,1:400,Biolegend  
 Biotin anti-CD19 (#553784) ,1:200,BD Biosciences  
 anti-CD16/CD32 (#553140) ,1:40,BD Biosciences  
 Anti-kchain (#1050-01),1:8000, SouthernBiotech  
 anti-IgM-HRP (#1020-05),1:8000, SouthernBiotech  
 anti-IgG-HRP (#1030-05) ,1:8000, SouthernBiotech  
 anti-IgG1-HRP (#1070-05) ,1:8000, SouthernBiotech  
 anti-IgG2b-HRP (#1090-05) ,1:8000, SouthernBiotech  
 anti-IgG2c-HRP (#1079-05) ,1:8000, SouthernBiotech  
 anti-IgG3-HRP (#1100-05) ,1:8000, SouthernBiotech  
 Alexa Fluor 488 Fab anti-IgM μ chain (#115-547-020) Jackson ImmunoResearch Laboratories  
 Alexa Fluor 647 Fab anti-IgG1 Fcγ (#115-607-185) Jackson ImmunoResearch Laboratories

## Validation

All the antibodies were commercially available and their validation statements are available on the manufacturers' websites.

anti-phospho-FOXO1 (Thr24) /FOXO3a (Thr32) Cell Signaling Technology

Validation information found at:

anti-phospho-FOXO1 (Thr24) /FOXO3a (Thr32) (#9464) Cell Signaling Technology cat: #9464, cation: Nat Commun. 2023 Jul

13;14(1):4162. doi: 10.1038/s41467-023-39715-8, and the antibody was validated (i.e assay and species) by the company using HT29

cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/phospho-foxo1-thr24-foxo3a-thr32-antibody/9464>

#### anti-phospho-AKT (Ser473) (#9271) Cell Signaling Technology

Validation information found at:

Phospho-Akt (Ser473) Antibody, Cell Signaling Technology, cat: #9271, cation: J Clin Invest. 2023 Oct 2;133(19): e169173. doi: 10.1172/JCI169173, and the antibody was validated (i.e assay and species) by the company using NIH/3T3 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>

#### anti-HK1 (#2024), Cell Signaling Technology

Validation information found at:

Hexokinase I (C35C4) Rabbit mAb, Cell Signaling Technology, cat: #2024, cation: Cell Death Discov. 2023 Oct 2;9(1):364. doi: 10.1038/s41420-023-01648-y, and the antibody was validated (i.e assay and species) by the company using MCF-7, U87MG, 293, U118MG, NIH/3T3, C2C12 and nIMCD3 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/hexokinase-i-c35c4-rabbit-mab/2024>

#### anti-HK2 (#2867) Cell Signaling Technology

Validation information found at:

Hexokinase II (C64G5) Rabbit mAb, Cell Signaling Technology, cat: #2867, cation: Cells. 2023 Aug 10;12(16):2043. doi: 10.3390/cells12162043, and the antibody was validated (i.e assay and species) by the company using A172, HeLa, COS-7 and RD cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/hexokinase-ii-c64g5-rabbit-mab/2867>

#### anti-GAPDH (#5174) Cell Signaling Technology

Validation information found at:

GAPDH (D16H11) XP® Rabbit mAb, Cell Signaling Technology, cat: #5174, cation: Genes Dis. 2023 Mar 24;11(2):964-977. doi: 10.1016/j.gendis.2023.02.012. eCollection 2024 Mar, and the antibody was validated (i.e assay and species) by the company using C6, HeLa, COS-7 and NIH/3T3 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/gapdh-d16h11-xp-rabbit-mab/5174>

#### anti-PKM1/2 (#3106) Cell Signaling Technology

Validation information found at:

PKM1/2 (C5E6) Rabbit mAb, Cell Signaling Technology, cat: #3106, cation: Cell Metab. 2020 Sep 1;32(3):420-436.e12. doi: 10.1016/j.cmet.2020.07.008. Epub 2020 Aug 7, and the antibody was validated (i.e assay and species) by the company using MCF-7, RD, A204 and C2C12 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/pkm1-2-c5e6-rabbit-mab/3106>

#### anti-PKM2 (#4053) Cell Signaling Technology

Validation information found at:

PKM2 (D78A4) XP® Rabbit mAb, Cell Signaling Technology, cat: #4053, cation: iScience. 2023 Sep 9;26(10):107869. doi: 10.1016/j.isci.2023.107869. eCollection 2023 Oct 20, and the antibody was validated (i.e assay and species) by the company using HeLa, C6, A204, NIH/3T3 cells and mouse skeletal muscle for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/pkm2-d78a4-xp-rabbit-mab/4053>

#### anti-LDHA (#3582) Cell Signaling Technology

Validation information found at:

LDHA (C4B5) Rabbit mAb, Cell Signaling Technology, cat: #3582, cation: Nat Commun. 2023 Sep 22;14(1):5894. doi: 10.1038/s41467-023-41484-3, and the antibody was validated (i.e assay and species) by the company using HeLa, RD, MCF-7 and COS-7 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/ldha-c4b5-rabbit-mab/3582>

#### anti-PDHA (#3205) Cell Signaling Technology

Validation information found at:

Pyruvate Dehydrogenase (C54G1) Rabbit mAb, Cell Signaling Technology, cat: #3205, cation: Nat Metab. 2023 Aug;5(8):1290-1302. doi: 10.1038/s42255-023-00835-6. Epub 2023 Jul 17, and the antibody was validated (i.e assay and species) by the company using HepG2, 293, HeLa and A204 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/pyruvate-dehydrogenase-c54g1-rabbit-mab/3205>

#### anti-H3K27Ac (#8173) Cell Signaling Technology

Validation information found at:

Acetyl-Histone H3 (Lys27) (D5E4) XP® Rabbit mAb, Cell Signaling Technology, cat: #8173, cation: Nat Commun. 2023 Sep 22;14(1):5916. doi: 10.1038/s41467-023-41585-z, and the antibody was validated (i.e assay and species) by the company using HeLa and C2C12 cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/acetyl-histone-h3-lys27-d5e4-xp-rabbit-mab/8173>

#### anti-H3 (#4499) Cell Signaling Technology

Validation information found at:

Histone H3 (D1H2) XP® Rabbit mAb, Cell Signaling Technology, cat: #4499, cation: Nat Commun. 2023 Sep 22;14(1):5916. doi: 10.1038/s41467-023-41585-z, and the antibody was validated (i.e assay and species) by the company using HeLa, NIH/3T3, C6 and COS cells for western blot assay, please refer to the manufacturer's description: <https://www.cellsignal.cn/products/primary-antibodies/histone-h3-d1h2-xp-rabbit-mab/4499>

**Anti-Ki67 (#ab15580) Abcam**

Validation information found at:

Anti-Ki67 antibody (ab15580), Abcam, cat: # ab15580, cation: Stem Cell Rev Rep. 2023 Jan;19(1):133-154. doi: 10.1007/s12015-021-10221-y. Epub 2021 Aug 22, and the antibody was validated (i.e assay and species) by the company using Ki67 knockout HAP1 cells, please refer to the manufacturer's description: <https://www.abcam.cn/ki67-antibody-ab15580.html>

**Anti-LDHB (#14824-1-AP) Proteintech**

Validation information found at:

LDHB Polyclonal antibody, Proteintech, cat: #14824-1-AP, cation: Cell Death Differ. 2021 Sep;28(9):2673-2689. doi: 10.1038/s41418-021-00777-0. Epub 2021 May 26, and the antibody was validated (i.e assay and species) by the company using LDHB knockdown Hela cells, please refer to the manufacturer's description: <https://www.ptgcn.com/products/LDHB-Antibody-14824-1-AP.htm>

**anti-ALDOB (#18065-1-AP) Proteintech**

Validation information found at:

ALDOB Polyclonal antibody, Proteintech, cat: #18065-1-AP, cation: Nature. 2017 Aug 3;548(7665):112-116. doi: 10.1038/nature23275. Epub 2017 Jul 19. and the antibody was validated (i.e assay and species) by the company using mouse monkey, mouse skeletal muscle and rat kidney, please refer to the manufacturer's description: <https://www.ptgcn.com/products/ALDOB-Antibody-18065-1-AP.htm>

**anti-PC (#16588-1-AP) Proteintech**

Validation information found at:

Pyruvate Carboxylase Polyclonal antibody, Proteintech, cat: #16588-1-AP, cation: Cell Metab. 2023 Oct 3;35(10):1830-1843.e5. doi: 10.1016/j.cmet.2023.07.013, and the antibody was validated (i.e assay and species) by the company using PC knockdown HepG2 cells, please refer to the manufacturer's description: <https://www.ptgcn.com/products/PC-Antibody-16588-1-AP.htm>

MFN1 Polyclonal antibody, Proteintech, cat: #13798-1-AP, cation: Cell. 2021 May 27;184(11):2896-2910.e13. doi: 10.1016/j.cell.2021.04.027, and the antibody was validated (i.e assay and species) by the company using HSC-T6, T-47D cells, mouse brain, mouse kidney and mouse liver, please refer to the manufacturer's description: <https://www.ptgcn.com/products/MFN1-Antibody-13798-1-AP.htm#publications>

MFN2 Polyclonal antibody, Proteintech, cat: #12186-1-AP, cation: Cell. 2021 May 27;184(11):2896-2910.e13. doi: 10.1016/j.cell.2021.04.027, and the antibody was validated (i.e assay and species) by the company using mouse brain, mouse liver, rat brain and rat heart, please refer to the manufacturer's description: <https://www.ptgcn.com/products/MFN2-Antibody-12186-1-AP.htm#publications>

OPA1 Polyclonal antibody, Proteintech, cat: #27733-1-AP, cation: Mol Cell. 2022 May 19;82(10):1821-1835.e6. doi: 10.1016/j.molcel.2022.03.016. Epub 2022 Apr 4, and the antibody was validated (i.e assay and species) by the company using A431, Hela, HepG2 cells, mouse brain and rat brain, please refer to the manufacturer's description: <https://www.ptgcn.com/products/OPA1-Antibody-27733-1-AP.htm>

Anti-Tomm20 antibody (ab186735), Abcam, cat: #ab186735, cation: Nat Commun. 2022 Feb 28;13(1):1071. doi: 10.1038/s41467-022-28677-y, and the antibody was validated (i.e assay and species) by the company using Hela, HepG2 and SH-SY5Y cells, please refer to the manufacturer's description:

Pan Acetylation Monoclonal antibody, Proteintech, cat: #66289-1-Ig, cation: Neuron. 2021 Mar 17;109(6):957-970.e8. doi: 10.1016/j.neuron.2021.01.005. Epub 2021 Jan 26, and the antibody was validated (i.e assay and species) by the company using Hela cells, please refer to the manufacturer's description: <https://www.ptgcn.com/products/Pan-Acetylation-Antibody-66289-1-Ig.htm#publications>

**Anti-β-actin (#30102ES40) Yeasen**

Validation information found at:

Anti-β-actin antibody, Yeasen, cat: #30102ES40, cation: Front Immunol. 2021 May 20;12:626493. doi: 10.3389/fimmu.2021.626493. eCollection 2021, and the antibody was validated (i.e assay and species) by the company using Hela, human fetal kidney, NIH/3T3 and PC12 cells, please refer to the manufacturer's description: <https://www.yeasen.com/products/detail/879>

**Anti-AID (#392500) Thermo**

Validation information found at:

AID Monoclonal Antibody (ZA001), Thermo, cat: #392500, cation: J Immunol. 2015 Apr 1;194(7):3065-78. doi: 10.4049/jimmunol.1401896. Epub 2015 Mar 4, and the antibody was validated (i.e assay and species) by the company using germinal center B cells, please refer to the manufacturer's description: <https://www.thermofisher.cn/cn/zh/antibody/product/AID-Antibody-clone-ZA001-Monoclonal/39-2500>

**Anti-MCT1 (#TA321556) Origene**

Validation information found at:

Monocarboxylic acid transporter 1 (SLC16A1) Rabbit Polyclonal Antibody, Origene, cat: #TA321556, cation: Cell Stem Cell. 2019 Dec 5;25(6):754-767.e9. doi: 10.1016/j.stem.2019.09.009. Epub 2019 Nov 21, and the antibody was validated (i.e assay and species) by the company using human liver cancer, please refer to the manufacturer's description: <https://www.origene.com.cn/catalog/antibodies/primary-antibodies/ta321556/monocarboxylic-acid-transporter-1-slc16a1-rabbit-polyclonal-antibody>

Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgM, μ chain specific (#115-167-020)

Validation information found at:

Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgM,  $\mu$  chain specific Antibody, Jackson ImmunoResearch Laboratories, cat: #115-167-020, cation: Elife. 2019 Jun 3;8:e44574. doi: 10.7554/eLife.44574, and the antibody was validated (i.e assay and species) by the company, please refer to the manufacturer's description: <https://www.jacksonimmuno.com/catalog/products/115-167-020>

Alexa Fluor 488 Fab anti-IgM  $\mu$  chain (#115-547-020) Jackson ImmunoResearch Laboratories

Validation information found at:

Alexa Fluor® 488 AffiniPure Fab Fragment Goat Anti-Mouse IgM,  $\mu$  chain specific Antibody, Jackson ImmunoResearch Laboratories, cat: #115-547-020, cation: Nat Commun. 2018 Aug 17;9(1):3288. doi: 10.1038/s41467-018-05771-8, and the antibody was validated (i.e assay and species) by the company, please refer to the manufacturer's description: <https://www.jacksonimmuno.com/catalog/products/115-547-020>

Alexa Fluor 647 Fab anti-IgG1 Fc $\gamma$  (#115-607-185) Jackson ImmunoResearch Laboratories

Validation information found at:

Alexa Fluor® 647 AffiniPure Fab Fragment Goat Anti-Mouse IgG1, Fc $\gamma$  fragment specific Antibody, Jackson ImmunoResearch Laboratories, cat: #115-607-185, cation: Nat Commun. 2020 Apr 27;11(1):1982. doi: 10.1038/s41467-020-15906-5, and the antibody was validated (i.e assay and species) by the company, please refer to the manufacturer's description: <https://www.jacksonimmuno.com/catalog/products/115-607-185>

Af450 anti-GL-7 (#48-5902-80) eBioscience

Validation information found at:

GL7 Monoclonal Antibody (GL-7 (GL7)), eFluor™ 450, eBioscience™, cat: #48-5902-80, cation: iScience. 2022 Apr 15;25(4):104043. doi: 10.1016/j.isci.2022.104043. Epub 2022 Mar 11, and the antibody was validated (i.e assay and species) by the company using C57BL/6 splenocytes, please refer to the manufacturer's description: <https://www.thermofisher.cn/cn/zh/antibody/product/GL7-Antibody-clone-GL-7-GL7-Monoclonal/48-5902-80>

ef660 anti-GL-7 (#50-5902-82) eBioscience

Validation information found at:

GL7 Monoclonal Antibody (GL-7 (GL7)), eFluor™ 660, eBioscience™, cat: #50-5902-82, cation: Cell. 2023 Jan 5;186(1):147-161.e15. doi: 10.1016/j.cell.2022.11.032. Epub 2022 Dec 23, and the antibody was validated (i.e assay and species) by the company using C57BL/6 splenocytes, please refer to the manufacturer's description: <https://www.thermofisher.cn/cn/zh/antibody/product/GL7-Antibody-clone-GL-7-GL7-Monoclonal/50-5902-82>

Alexa Fluor 488 anti-CXCR4 (#53-9991-80) eBioscience

Validation information found at:

CD184 (CXCR4) Monoclonal Antibody (2B11), Alexa Fluor™ 488, eBioscience™, cat: #53-9991-80, cation: Nat Immunol. 2021 Feb;22(2):240-253. doi: 10.1038/s41590-020-00827-8. Epub 2021 Jan 11, and the antibody was validated (i.e assay and species) by the company using C57BL/6 thymocytes, please refer to the manufacturer's description: <https://www.thermofisher.cn/cn/zh/antibody/product/CD184-CXCR4-Antibody-clone-2B11-Monoclonal/53-9991-80>

ef450 anti-IgM (#48-5790-82) eBioscience

Validation information found at:

IgM Monoclonal Antibody (II/41), eFluor™ 450, eBioscience™, cat: #48-5790-82, cation: Nature. 2021 Jul;595(7866):278-282. doi: 10.1038/s41586-021-03676-z. Epub 2021 Jun 7. Epub 2021 Jan 11, and the antibody was validated (i.e assay and species) by the company using C57BL/6 bone marrow cells, please refer to the manufacturer's description: <https://www.thermofisher.cn/cn/zh/antibody/product/IgM-Antibody-clone-II-41-Monoclonal/48-5790-82>

PerCP/Cyanine5.5 anti-B220 (#103209) Biolegend

Validation information found at:

PE/Cyanine5 anti-mouse/human CD45R/B220 Antibody, Biolegend, cat: #103209, cation: Cancer Cell. 2020 May 11;37(5):690-704.e8. doi: 10.1016/j.ccell.2020.03.022. Epub 2020 Apr 23, and the antibody was validated (i.e assay and species) by the company using C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/pe-cyanine5-anti-mouse-human-cd45r-b220-antibody-448>

FITC anti-CD95 (#152605) Biolegend

Validation information found at:

FITC anti-mouse CD95 (Fas) Antibody, Biolegend, cat: #152605, cation: Immunity. 2022 Nov 8;55(11):2059-2073.e8. doi: 10.1016/j.immuni.2022.09.014. Epub 2022 Oct 19, and the antibody was validated (i.e assay and species) by the company using C57BL/6 thymocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/fits-anti-mouse-cd95-fas-antibody-13897>

PE anti-CD95 (#152607) Biolegend

Validation information found at:

PE anti-mouse CD95 (Fas) Antibody, Biolegend, cat: #152607, cation: Immunity. 2018 Dec 18;49(6):1034-1048.e8. doi: 10.1016/j.immuni.2018.10.012, and the antibody was validated (i.e assay and species) by the company using C57BL/6 thymocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd95-fas-antibody-13907>

APC anti-CD86 (#105012) Biolegend

Validation information found at:

APC anti-mouse CD86 Antibody, Biolegend, cat: #105012, cation: Immunity. 2019 Feb 19;50(2):418-431.e6. doi: 10.1016/j.immuni.2019.01.014. Epub 2019 Feb 12, and the antibody was validated (i.e assay and species) by the company using LPS-stimulated (3 days) C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd86-antibody-2896>

## PE anti-CD3 (#100205) Biolegend

Validation information found at:

PE anti-mouse CD3 Antibody, Biolegend, cat: #100205, cation: Nat Immunol. 2022 Apr;23(4):605-618. doi: 10.1038/s41590-022-01165-7. Epub 2022 Mar 28, and the antibody was validated (i.e assay and species) by the company using C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd3-antibody-47>

## APC anti-CD19 (#115511) Biolegend

Validation information found at:

APC anti-mouse CD19 Antibody, Biolegend, cat: #115511, cation: Immunity. 2017 Aug 15;47(2):268-283.e9. doi: 10.1016/j.immuni.2017.07.008. Epub 2017 Aug 1, and the antibody was validated (i.e assay and species) by the company using C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd19-antibody-1526>

## FITC anti-IgD (#405703) Biolegend

Validation information found at:

FITC anti-mouse IgD Antibody, Biolegend, cat: #405703, cation: Nat Commun. 2022 Feb 21;13(1):980. doi: 10.1038/s41467-022-28576-2, and the antibody was validated (i.e assay and species) by the company using C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/fitc-anti-mouse-igd-1378>

## PE anti-CD43 (#143205) Biolegend

Validation information found at:

PE anti-mouse CD43 Antibody, Biolegend, cat: #143205, cation: Nat Commun. 2021 Jan 22;12(1):525. doi: 10.1038/s41467-020-20874-x, and the antibody was validated (i.e assay and species) by the company using C57BL/6 mouse splenocytes, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd43-antibody-7704>

## PE/Cyanine7 anti-CD93 (#136505) Biolegend

Validation information found at:

PE/Cyanine7 anti-mouse CD93 (AA4.1, early B lineage) Antibody, Biolegend, cat: #136505, cation: Nat Commun. 2021 Jan 22;12(1):525. doi: 10.1038/s41467-020-20874-x, and the antibody was validated (i.e assay and species) by the company using C57BL/6 bone marrow cells, please refer to the manufacturer's description: <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd93-aa4-1-early-b-lineage-antibody-6420>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication.

ChIP-seq raw data has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE247201 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247201>).

Files in database submission

B cells,H3K27Ac\_CHIP,Con-1  
B cells,H3K27Ac\_CHIP,Con-2  
B cells,H3K27Ac\_CHIP,Con-3  
B cells,H3K27Ac\_CHIP,KO-1  
B cells,H3K27Ac\_CHIP,KO-2  
B cells,H3K27Ac\_CHIP,KO-3

Genome browser session  
(e.g. [UCSC](#))

No longer applicable.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☒ All plots are contour plots with outliers or pseudocolor plots.

☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

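Gene expression was measured by RNA sequencing in primary B cells of *Mb1* Cre (control) and *Mct1* f/f*Mb1* Cre mice, naïve (day 0) or activated for 3 days with LPS (10 μg/ml) and IL-4 (50 ng/ml). The groups held 2, 2, 2 and 3 libraries, and the condition and replicate of each of the 9 libraries were taken from the sample labels.

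The authors deposited FPKM values, with 1 row per gene for 17596 genes and values rounded to 2 decimals. The paper states that the library data were assembled and analysed by the sequencing institute and its text does not name the aligner, the annotation or the test behind its differentially expressed transcripts. The FPKM include the authors' normalization to gene length and to mapped fragments, and the libraries' sums differ between the days. Read counts are not part of the values, so the depth of each library is unknown and no confidence interval from counting was given. The precision of each comparison rests on the 2 or 3 libraries per group.

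From the deposited values, log2(FPKM + 1) was computed without further scaling. Genes with a mean of at least 1 FPKM over the 9 libraries (10823 genes) were tested with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 4 groups, empirical Bayes moderation with a trend and Benjamini-Hochberg adjustment. The comparisons were the genotypes on day 3, the genotypes on day 0, the interaction of genotype and day, and day 3 against day 0 in each genotype. Genes were called at an adjusted p under 0.05 and a log2 fold change above 0.5 in size. The fold change limit is the one under which Supplementary Data S3 holds the paper's number of transcripts, and the limit of 1, which the paper states for patient data, was an alternative. Gene lists were tested with camera (inter-gene correlation 0.01) and roast in limma, adjusted over 5 lists, and 10 further lists were tested on each day. *Slc16a1* was also compared by an exact two-sided permutation test with scipy 1.17.1 in Python 3.11.15, which cannot give a p under 0.1 for 3 libraries against 2, nor under 0.33 for 2 against 2. Figures were drawn with matplotlib 3.10.9.

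The genes named were taken from those the paper names in mouse B cells, the 5 called genes with the largest change in each direction on day 3 and the 3 on day 0 among those without overlap between the genotypes, the 5 called genes with the largest interaction in each direction, and marker genes of other cells and of sex. *Lrig2* and the genes named from the histone, glycolysis and OXPHOS lists were named after their values were seen.

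The procedure was tested on simulated data built from the means and spread of the real libraries, with 200 genes changed on day 3. Each change was 1 or 2 on the log2 scale in either direction, in genes with higher mean values. Noise was drawn independently for each gene and library. Of these 200 genes, 98.5% were called in the right direction on day 3, and 2 of 10548 unchanged genes were called. The interaction recovered 97% of the 200 genes. Among 100 simulated lists of unchanged genes, 3% had a roast p and 1% a camera p under 0.05. The simulation cannot show how smaller changes, or changes in genes with low values, are recovered. It also cannot show how lists of genes that vary together behave.

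The gene lists were written by hand, and the alternatives set, before the data were examined. The alternatives were pseudocounts of 0.1 and 5, no filter on low values or a mean of at least 5 FPKM, scaling to a common total, median-of-ratios scaling, quantile normalization, only the 2 groups compared in the fit, the replicate number as a block, no trend, a log2 limit of 1 or none, and each library left out in turn. A crossed pairing of the day 0 and day 3 control libraries and the random lists beside the histone acetylation genes were added later. The block takes its numbers from the sample labels, which name no mouse or litter. The control libraries with the same number did not come from the same mice on both days, since *Ddx3y*, a Y-linked gene, had 0.24 and 0.02 FPKM on day 0 and 14.7 and 16.5 FPKM on day 3. Gene coordinates come from the GENCODE annotation of GRCm38, and names and neighbours of genes from the RefSeq gene table of GRCm38.p6, in which 10795 of the 10823 tested genes were matched. The third day 3 control library of Supplementary Data S3 was not used here.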

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

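Of the tests in this part, those of crossed labels, marker genes of other cells, exons outside the floxed segment, predicted gene models, neighbours of *Slc16a1* and Y-linked genes were chosen only after the result was seen.

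The effect of the genotype differed between the days in 350 genes by the interaction term of limma, 110 with a more positive and 240 with a more negative effect on day 3. Of the 350 genes, 195 were also called on day 3, 15 on day 0 and 145 on neither day, and in 304 the effect on day 3 was the larger in size. The interaction was -1.06 for *Slc16a1*, -2.17 for *Batf3*, -2.16 for *Ido1*, -2.08 for *Ctla4*, -2.17 for *Il1r2* and -1.60 for *Htr7* on the log2 scale. It was 2.54 for *Gm45988*, 2.44 for *Mid1*, 1.69 for *Gm40378*, 2.16 for *Gm46353* and 2.12 for *Srp54b*. *Srp54b* was lower on day 0 (-1.70) in the libraries labelled *Mct1* f/f*Mb1* Cre and was not called on day 3 (0.42, adjusted p = 0.0723 from limma). Genes that differed on day 0 contributed *Gm40453* (-2.10), *Gm52197* (-0.90), *LOC115490200* (0.72) and *Fosb* (0.89). The call of *Mid1* held in 3 of 9 other settings, that of *Gm40378* in 5 of 9 and that of *Gm40453* in 6 of 9, and the control libraries of day 0 had 5.00 and 26.4 FPKM of *Mid1*. RNA from other cells in the day 0 libraries was tested as an explanation of the whole group. Genes at least 10 times higher on day 0 made up 4.57% of the 350 genes and 4.20% of the other tested genes (Fisher's exact test, p = 0.685). Genes on chromosomes X or Y made up 2.31% and 3.19%, respectively (Fisher's exact test, p = 0.436). This last test cannot detect sex, because only 1 of the 4 day 0 libraries had Y-linked transcripts, and the Y-linked genes themselves were not called (*Ddx3y* -2.41, adjusted p = 0.315 from limma). RNA from other cells did not account for the group by the first measure. The labels give no sequencing batch, so a batch could not be examined. A different response of *Mct1*-deficient B cells to activation is a hypothesis that cannot be told apart from an effect of batch. Sex does not separate the genotypes on day 3, where all 5 libraries had Y-linked transcripts (*Ddx3y* at 14.7 to 16.9 FPKM), and stays open for differences that arise on day 0.

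The markers *Lyz2* (interaction 0.57), *Adgre1* (0.51) and *Hba-a1* (-0.91) also differed between the days. Of 20 marker genes of myeloid, erythroid, T and NK cells, 15 were at least 10 times higher on day 0 than on day 3, and 8 of the 12 myeloid and erythroid markers were at 10 FPKM or more on day 0 and at least 10 times lower on day 3. *Lyz2* had 657 FPKM on day 0 and 10.8 FPKM on day 3 in control B cells. These values are consistent with RNA from other blood cells in the day 0 libraries that is lost during culture. On day 3 *Lyz2* (0.71) and *Adgre1* (0.68) were higher in *Mct1*-deficient B cells, at 18.2 and 1.42 FPKM.

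*Slc16a1* was lower on day 3 but not on day 0. Crossed genotype labels among the day 0 libraries would make the changes on the 2 days opposite. Of the 30 genes called on day 0, 23 had the same direction on day 3 (exact binomial p = 0.00522), which goes against crossed labels. These genes share the same libraries and are not independent replicates, so the binomial p can be too small. RNA from other cells, seen in the 15 markers above, could carry *Slc16a1* transcripts and cannot be excluded. Exons 4 and 5, downstream of intron 3, make up 87.2% of the transcript and by the paper's description lie outside the floxed segment. The floxed sites themselves were not placed on the sequence. Reads from a shortened transcript could keep part of the value of the gene, which the gene-level values cannot show. The share of these exons is the same on both days, while *Slc16a1* was at 95.6% of the control on day 0 and at 44.1% on day 3. Such reads would give this difference only if the level of a shortened transcript, relative to the control, differed between the days. That level was not measured, so this explanation stays open. In a biological reading, *Slc16a1* is low in naïve B cells of both genotypes and falls behind the control only when activation raises it. This reading cannot be told apart from RNA of other cells on day 0 or from reads of a shortened transcript.

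The paper reports no major difference on day 0 and does not discuss the 18 genes that were called on both days in the same direction, 17 higher and 1 lower in *Mct1* f/f*Mb1* Cre libraries. Predicted gene models, with symbols that begin with Gm or LOC, made up 13 of the 18 genes (72.2%) and 1.79% of the other tested genes (Fisher's exact test, p = 2.32e-19). A candidate explanation is therefore that these values reflect sequence shared with other loci, but only 5 of the 18 genes have a transcript in the GENCODE annotation, so a comparison of their sequences would be void. Only 13 of the 18 genes (72.2%) were found in the RefSeq gene table, so the tests of overlap and sex are void too. Among those 13, 7 overlap another annotated gene (53.8% against 46.0% of the other tested genes, Fisher's exact test, p = 0.591) and 0 lie on chromosomes X or Y. A variant of strain or an effect of the targeted allele would also show on both days, and the deposited values cannot separate them.

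*Lrig2* was higher on both days, by 0.91 on day 0 (adjusted p = 7.44e-04 from limma) and by 0.76 on day 3 (adjusted p = 1.56e-04), and is the nearest protein-coding neighbour of *Slc16a1* on 1 side in the RefSeq gene table. It is the only one of the 12 tested genes within 1 Mb of *Slc16a1* that was called on either day, although *Mov10* (-0.41, adjusted p = 9.83e-04 from limma) and *Phtf1* (0.17, adjusted p = 0.0392) passed the adjusted p on day 3 and missed only the limit on the fold change. The chance of at least 1 such neighbour among the genes called on both days is 0.0144 by the hypergeometric distribution, but *Lrig2* was singled out because it is one of them. An effect of the targeted allele on its neighbour may explain the increase and cannot be told apart from the other causes of a change on both days.

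Y-linked transcripts separated the libraries. The reporting summary of the paper states that mice of both sexes were used and does not give the sex of each library. *Ddx3y* had 31.1 FPKM in the day 0 *Mct1* f/f*Mb1* Cre library of replicate 1 and at most 0.24 FPKM in the other day 0 libraries, while all 5 libraries of day 3 had it. All 4 Y-linked genes or none were at 1 FPKM or more in 6 of 9 libraries, because *Uty* stayed at 2.09 to 2.66 FPKM in the other libraries. Judged on the 3 Y-linked genes without *Uty*, all 9 libraries had all or none. These values can be read as mice of both sexes among the day 0 libraries. In *Mb1* Cre B cells sex and day then cannot be separated at all, since *Ddx3y* had 0.24 and 0.02 FPKM on day 0 and 14.7 and 16.5 FPKM on day 3. In *Mct1* f/f*Mb1* Cre B cells they cannot be fully separated.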

How the results depend on the processing

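Of the settings in this part, the crossed pairing of the control libraries was chosen only after the result was seen.

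The log2 fold change of *Slc16a1* on day 3 lay between -1.17 and -0.89 and was called under all 10 other settings, and between -1.16 and -1.07 with each library left out.

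On day 3, 96 genes were higher and 166 lower. With a pseudocount of 0.1 there were 176 higher and 245 lower genes, with a pseudocount of 5 there were 44 higher and 76 lower, and with a mean of at least 5 FPKM there were 74 higher and 104 lower. With a log2 limit of 1 there were 27 higher and 27 lower genes, and with no such limit 653 and 997. On day 0, where 26 genes were higher and 4 lower, there were 11 and 2 without a filter on low values, and 1 lower gene with a mean of at least 5 FPKM. Scaling to a common total gave 7 lower genes, a fit without a trend 17 higher, a log2 limit of 1 gave 14 higher and 2 lower, and no such limit gave 7 lower. When only the day 0 libraries were fitted, 0 genes were higher and 2 lower, and 510 higher genes had an unadjusted p under 0.05. For the interaction, with 110 higher and 240 lower genes, a pseudocount of 5 gave 43 and 113, a mean of at least 5 FPKM gave 157 lower, a log2 limit of 1 gave 16 and 40, and no such limit gave 413 and 607. From day 0 to day 3, a log2 limit of 1 gave 1324 higher and 1867 lower genes in *Mb1* Cre B cells. In *Mct1* f/f*Mb1* Cre B cells it gave 1200 and 1794, and no limit gave 3941 higher genes. Of the genes of Supplementary Data S3, 235 were called, 115 with a pseudocount of 5 and 53 with a log2 limit of 1. Apart from the effect of moving a limit, the cause was not tested.

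No setting with a log2 limit called a histone acetylation gene, and 5 were called with no such limit, over all genes and over the list. The camera test of the acetyltransferases had an adjusted p of 0.0495 without a filter on low values, in a range from 0.0495 to 0.222. Their roast test had an adjusted p of 0.0946 with scaling to a common total, and from 0.0115 to 0.0981 across the fits that each left out 1 library. The cause was not tested.

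With the replicate number as a block, 92 genes were higher and 168 lower on day 3, 20 and 4 on day 0, and 67 and 153 in the interaction. Under this block the roast test had an adjusted p of 0.0853 for all histone acetylation genes, 0.182 for the acetyltransferases, 0.033 for the deacetylases and 0.099 for glycolysis genes. Libraries with the same number did not move together across genes, with correlations of deviations of -0.0453 on day 0 and of -0.0526 and -0.0683 on day 3.

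Of the 80 results for single named genes, some changed sign. *Mid1* on day 0 was -0.0441 with a pseudocount of 5. On day 3 *Bach1* was 0.00276 with median-of-ratios scaling and 0.00229 with quantile normalization, *Slc16a7* was -0.0131 and *Pdha1* was -0.00521 with the block. With each library left out, *Bach1* ranged from -0.074 to 0.0534, *Slc16a7* from -0.0131 to 0.0467, *Pdha1* from -0.00521 to 0.0283, *Mki67* from -0.0654 to 0.0788 and *Tomm20* from -0.0848 to 0.0462. On day 0, where a fit without 1 library has no test, *Mid1* ranged from -1.06 to 1.13, *Il1r2* from -0.25 to 0.76, *Batf3* from -0.18 to 0.29, *Slc16a1* from -0.13 to 0.02, *Ctla4* from -0.08 to 0.09 and *Ido1* from -0.000873 to 0.10. *Hdac2* on day 3 ranged from -0.03 to 0.12. Across the other settings of these genes, 42 of 766 values lost significance and 8 gained it. With each library left out, 12 of 718 lost it, 1 gained it and 15 moved by more than the replicate spread. The cause was not tested.

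The interaction could not be fitted with only 2 groups. Leaving out a library of a group of 2 left no test for that group. The depth of the libraries is unknown, which limits what can be said of genes near 1 FPKM.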

Differences from the paper's values

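No test in this part was chosen after the result was seen.

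The paper reports 453 differentially expressed transcripts on day 3, and 262 were called here. With a pseudocount of 0.1 there were 421 and with scaling to a common total 325. The other alternatives set before the data were examined did not come within 1.5 times of the paper's number, and with each library left out the number lay between 263 and 270. The paper reports 285 lower transcripts, and 166 were called here. A pseudocount of 0.1 gave 245, and none of the other alternatives came within 1.5 times of the paper's number.

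For *Slc16a1* on day 3, the paper's log2 fold change in Supplementary Data S3 is -1.18 and the value here was -1.11, a difference larger than the replicate SD. The value was -1.17 with a pseudocount of 0.1, -1.13 with scaling to a common total, -1.16 without replicate 1 of the day 3 *Mct1* f/f*Mb1* Cre libraries and -1.12 without replicate 1 of the day 3 *Mb1* Cre libraries, and with these the distance from the paper's value was no larger than the replicate SD, although part of it was left. With the other alternatives it was larger.

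The paper describes the transcription of genes for histone acetylation as strongly altered on day 3. Of the 41 genes on the list written by hand, 0 were called here and 10 had an unadjusted p under 0.05 in limma. With no limit on the fold change, 5 were called. The paper's text names no list of these genes.

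The paper ranks *Mct1* above *Mct2*, *Mct3* and *Mct4* in B cells stimulated for 2 days, measured by quantitative PCR. On day 3, in control B cells, *Slc16a3*, which encodes MCT4, had 32.0 FPKM and *Slc16a1* had 22.8 FPKM here, in another assay and on another day.

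The paper describes no major differences on day 0, where 30 genes were called here. A fit of the day 0 libraries alone called 2 genes.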

Other observations

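Of the tests in this part, that of the share of the 10 largest genes was chosen only after the result was seen.

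Weaker activation may account for part of the genes that changed on day 3. The change upon activation and the effect of the genotype on day 3 were compared across genes, each computed from a different control library of day 3. Spearman's rho was -0.205 with 1 assignment of the control libraries and -0.274 with the other. On simulated data with independent noise and no effect rho was 0.00331 and 0.00269. With activation weakened by the same small share in every simulated gene it was -0.48 in both assignments. The values in the data lie close to the limit of -0.2 that was set for weaker activation. Of 1324 genes that activation raised by more than 1 on the log2 scale, 94 were lower and 7 higher in *Mct1*-deficient B cells. Of 1867 genes that activation lowered by more than 1, 40 were higher and 12 lower. These counts use the same control libraries of day 3 in both comparisons, so that noise in the controls alone adds to them. The rho above avoids only noise that differs between the control libraries of day 3. A shift shared by both of them would make rho negative without weaker activation, which the simulation could not show. Genes are not independent replicates. Technical explanations were tested beside it. Spearman's rho across genes between the day 3 log2 fold change and the GC content of the transcript was 0.171, and with transcript length it was 0.0962, over the 97.5% of tested genes with a GENCODE transcript. The share of the FPKM sum taken by the 10 largest genes differed between the genotypes by 0.0181 percentage points on day 3. These values lay under the limits set for them, but rho with GC content is not far below that with activation, and a weak relation with GC content is left.

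The roast test of the histone acetylation genes asks only whether some genes of the list changed. Since 1650 of 10823 tested genes passed the adjusted p on day 3, 77 of 100 random lists matched on mean expression had a roast p as low, and 99 had one under 0.05. The low roast p is thus consistent with the broad change on day 3 and does not single out histone acetylation.

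The paper measured CBP, HDAC2 and SIRT1 as proteins. The transcript of *Crebbp* increased by 0.23 on day 3 (3 of 3 *Mct1*-deficient libraries above both controls), that of *Hdac2* changed by 0.05 and that of *Sirt1* by -0.14, and neither of these 2 was significant. The transcription factors *Irf4* (-0.49, adjusted p = 5.54e-05 from limma) and *Bcl6* (0.29, adjusted p = 0.0121) changed by less than the limit of 0.5. *Slc16a3*, which encodes MCT4, had 32.0 ± 1.53 FPKM (SD, n = 2 libraries) in control B cells on day 3 and 24.2 ± 2.99 FPKM (SD, n = 3) in *Mct1*-deficient B cells, a log2 fold change of -0.39 (adjusted p = 0.0427 from limma). Its adjusted p ranged from 0.00626 to 0.203 under the other settings, and that of *Crebbp* from 0.00993 to 0.112.

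Glycolysis genes, which the paper does not examine in the RNA sequencing, were lower on day 3 in 19 of 22 genes, with a median log2 fold change of -0.11. The camera test of limma gave an adjusted p of 0.00371 over 5 lists, and from 5.33e-04 to 0.0205 under 10 other settings. Of these genes *Eno2* was called (-0.69). For OXPHOS genes, 60 of 93 were lower, the median was -0.05 and the adjusted p was 0.262, and *Cox6a2* was called (-1.12).

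On day 0, interferon-response genes were higher in the libraries labelled *Mct1* f/f*Mb1* Cre in 9 of 9 genes, with a median log2 fold change of 0.31. The camera test gave an adjusted p of 1.28e-05 over 10 lists and the roast test 0.153. With replicate 1 alone the median was 0.14 and with replicate 2 alone 0.40, so replicate 2 carried most of the size, while 8 of 9 genes were higher with replicate 1 alone and 9 of 9 with replicate 2 alone. On day 3 the same list was lower in 8 of 9 genes, with a median of -0.19 and an adjusted p of 0.203 by camera. On day 0 camera also gave a low adjusted p for markers of myeloid cells (7 of 7 higher, 0.00896), of erythroid cells (4 of 4 higher, 0.0124) and of male sex (4 of 4 higher, 0.00256). By roast the adjusted p values were 0.214, 0.207 and 0.207. Replicate 2 lay within the control range for *Lyz2* (641 against 614 and 701 FPKM), *Csf1r*, *S100a8*, *S100a9*, *Itgam*, *Adgre1* and *Hbb-bs*. It lay above both controls for *Cd14* and *Hba-a1*, and below both for *Hbb-bt* and *Hba-a2*. *Ddx3y* had 31.1 FPKM in replicate 1 and 0.20 FPKM in replicate 2. The share of other cells may thus have been higher in replicate 1, and a difference between the genotypes is not shown. Immediate-early genes were lower in 8 of 9 genes, with a median of -0.23, an adjusted p of 5.3e-05 by camera and 0.045 by roast. Their median was -0.22 with replicate 1 alone and -0.26 with replicate 2 alone, so neither of these 2 libraries alone drove it. The control libraries were not left out in this test. On day 3 they were lower in 8 of 9 genes, with a median of -0.19 and an adjusted p of 0.242 by camera and 0.0785 by roast. A difference in handling between the genotypes was not tested.

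Of the 30 genes called on day 0, 28 kept their direction and a log2 fold change above 0.5 in size when the library with Y-linked transcripts was left out. All 30 genes had no overlap between the genotypes, so the direction was bound to stay, and a gene driven by that library alone would tend to have too large a spread to be called. The test therefore cannot decide whether sex contributed.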
